# A combination of plasma membrane sterol biosynthesis and autophagy is required for shade-induced hypocotyl elongation

**DOI:** 10.1038/s41467-022-33384-9

**Published:** 2022-10-10

**Authors:** Yetkin Çaka Ince, Johanna Krahmer, Anne-Sophie Fiorucci, Martine Trevisan, Vinicius Costa Galvão, Leonore Wigger, Sylvain Pradervand, Laetitia Fouillen, Pierre Van Delft, Manon Genva, Sebastien Mongrand, Hector Gallart-Ayala, Julijana Ivanisevic, Christian Fankhauser

**Keywords:** Light responses, Plant physiology, Plant development

## Abstract

Plant growth ultimately depends on fixed carbon, thus the available light for photosynthesis. Due to canopy light absorption properties, vegetative shade combines low blue (LB) light and a low red to far-red ratio (LRFR). In shade-avoiding plants, these two conditions independently trigger growth adaptations to enhance light access. However, how these conditions, differing in light quality and quantity, similarly promote hypocotyl growth remains unknown. Using RNA sequencing we show that these two features of shade trigger different transcriptional reprogramming. LB induces starvation responses, suggesting a switch to a catabolic state. Accordingly, LB promotes autophagy. In contrast, LRFR induced anabolism including expression of sterol biosynthesis genes in hypocotyls in a manner dependent on PHYTOCHROME-INTERACTING FACTORs (PIFs). Genetic analyses show that the combination of sterol biosynthesis and autophagy is essential for hypocotyl growth promotion in vegetative shade. We propose that vegetative shade enhances hypocotyl growth by combining autophagy-mediated recycling and promotion of specific lipid biosynthetic processes.

## Abstract (web summary)

Plants subject to vegetative shade receive a low quantity of blue light (LB) and a low ratio of red to far-red light (LFLR). Here the authors show that while LB induces autophagy, LFLR leads to changes in lipid metabolism, and propose that these processes may contribute to shade avoidance responses.

## Introduction

Plants use a portion of the electromagnetic spectrum for photosynthesis that is called photosynthetically active radiation (PAR, 400–700 nm) and composed of blue (B, 400–500 nm), green (G, 500–600 nm) and red (R, 600–700 nm) light^1^. Leaves absorb more than 90% of B and R radiation, whereas they transmit and/or reflect most of the far-red light (FR, 700–760 nm)^2^. Therefore, plants under vegetative shade receive light combining low B (LB) and a low R/FR ratio (LRFR)^3^. In shade-avoiding plants, LB and LRFR independently trigger a suite of similar adaptive responses, including the growth of stem-like structures including hypocotyls and petioles to enhance light access^4–7^. Plants in dense communities also receive LRFR due to FR reflection from neighboring leaves before actual shading. This is perceived as a neighbor proximity/shade threat signal and triggers similar growth adaptation as vegetative shade prior to declining light resources^3,4^. Plant growth depends on fixed carbon^8^, which depends on PAR, including B and R light^2,9^. However, how LB and LRFR with contrasting carbon resource availability promote similar growth adaptations remains unclear^10^.

While molecular mechanisms underlying hypocotyl growth promotion are relatively well-understood in LRFR, they remain unclear in LB^5–7^. LRFR inactivates phytochrome B (phyB), leading to de-repression of phytochrome-interacting factors (PIFs) transcription factors (TFs)^5,6,11,12^. PIF7, with substantial contributions of PIF4 and PIF5, enhances auxin production in cotyledons through induction of *YUCCAs* (*YUC2*, *YUC5*, *YUC8*, and *YUC9*) coding for auxin biosynthesis enzymes^13–18^. Auxin is rapidly transported to the hypocotyl, where it locally induces elongation, presumably through a combined auxin and PIF transcriptional response^14,19–21^. Additional hormones, notably brassinosteroids (BR) are also important for LRFR-induced hypocotyl growth^14,22,23^. Indeed, the BR signaling factor BZR1, the auxin response factor ARF6 and PIF4 collectively regulate target gene expression^21^. PIFs are also important for LB-induced hypocotyl elongation, where PIF4 is the primary one with contributions of PIF5 and PIF7^24–26^. The LB response is controlled by cryptochromes (cry), but how they regulate PIFs remains unclear. Cry1 inhibits PIF4 transcriptional activity following BL-induced interaction^26,27^. In LB cry2 interacts with PIF4/PIF5, but the functional importance of this complex remains unclear^26,27^. Despite auxin and BR being indispensable for hypocotyl elongation in LB, this is not apparent from the transcriptional response, which contrasts with LRFR conditions^24–26,28,29^. Despite these differences, several growth-related pathways are transcriptionally activated in LB and LRFR^14,26,28^. Nevertheless, the lack of spatial resolution limits our current understanding of LB vs LRFR growth-promoting mechanisms and the role of PIFs in hypocotyls.

Hypocotyl growth occurs by cell elongation where plasma membrane (PM) extension is essential^30–32^. Although the PM lipid bilayer can transit between tighter or looser packing depending on several parameters, the PM is fairly rigid with limited expansion or contraction ability^33^. Furthermore, PM curvature is low, also limiting its extension potential^34^. In rapidly elongating plant cells (e.g., pollen tubes and root hair cells), the PM grows with the deposition of new lipid material through the fusion of Golgi-derived vesicles carrying new cell wall material^31,32^. We previously reported that LRFR increases carbon allocation to lipids in *B. rapa* hypocotyls^35^. Furthermore, LRFR induces sterol biosynthesis gene expression in hypocotyls^14^. Sterols compose up to 30% of PM lipids^33^. They influence PM permeability and fluidity^33,36^. Together with sphingolipids, sterols are enriched in PM lipid microdomains that serve as anchoring platforms for signaling and transporting proteins^37,38^. Their major structural and functional roles at the PM suggest an important function of sterols in shade-induced hypocotyl elongation.

Production of new material required for cell elongation depends on carbon availability^8,39^. LRFR does not decrease carbon fixation in *B. rapa* seedlings, as PAR remains unchanged^35^. However, reducing PAR either by decreasing B, G, or R light decreases carbon fixation^2,9^. Thus, carbon fixation is expected to decrease in LB, limiting the availability of newly fixed carbon to sustain hypocotyl growth promotion. Carbon starvation triggered by transferring plants into darkness for several days induces autophagy that recycles unessential cytoplasmic materials by vacuolar hydrolases^40–42^. The fact that LB and LRFR differ in PAR suggests the deployment of different mechanisms to enable cell elongation in these distinct conditions.

Analyzing light-regulated gene expression in dissected hypocotyls was informative to understand hypocotyl growth regulation during de-etiolation and in LRFR^14,43^, but we lack equivalent data for LB. Thus, we performed organ-specific gene expression to compare and contrast hypocotyl growth promotion in LB vs LRFR. We show that in LRFR PIFs induce expression of many anabolic processes in the hypocotyl, including sterol biosynthesis. In contrast, LB induces expression of catabolic processes and promotes autophagy, which is important for hypocotyl growth enhancement.

## Results

### LB and LRFR induce distinct transcriptional changes in elongating hypocotyls

Consistent with previous studies^24,26^, LB and LRFR treatments independently induced hypocotyl elongation in a PIF and YUC-dependent manner (Fig. 1a). We hypothesized a convergence of LB and LRFR transcriptome in hypocotyls where both light conditions trigger cell elongation. Thus, we analyzed transcriptomes from dissected cotyledons and hypocotyls of Col-0 (wild type—WT) in white light (WL), LB, and LRFR to characterize the organ-specific LB and LRFR responses. *pif457* and *yuc2589* seedlings were used to determine the role of PIFs and YUC-mediated auxin biosynthesis (Fig. 1b).

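The authors' processed files give reads counted per gene for 72 RNA-seq libraries, 3 replicates of each of 24 groups. The groups combine cotyledons or hypocotyls with Col-0, pif457, yuc2589 or smt2-1 and with WL, LB or LRFR. Seedlings grew for 5 days in WL and were treated for 3 h before freezing and dissection. Per the paper, WL was 120 µmol per square metre per second, blue light fell from 27 to 2.5 in LB, and 35 of far-red light was added in LRFR, taking R/FR from 1.4 to 0.2. The submitters' labels give 130 for WL, 7 to 0.5 for blue light and 45 for far-red light, with the same R/FR. Poly(A) RNA was sequenced with single reads, and the authors mapped the reads with STAR 2.5.3a and counted unique ones with htseq-count on the TAIR10.39 annotation. Counts assigned to genes ran from 30,524,553 to 36,018,090 per hypocotyl library and from 31,663,746 to 57,671,766 per cotyledon library, with group medians of 33,291,274 to 35,712,786. The largest of these, cotyledon pif457 LB replicate 3, stands far above the next. Here each organ was fitted once with edgeR on TMM-scaled counts, after keeping genes with 1 CPM in at least 1 of its libraries, which left 19,533 genes in hypocotyls and 19,013 in cotyledons. LB and LRFR were each compared with WL of the same genotype and organ, and the Benjamini-Hochberg adjustment was made over both together. Fold changes are given as log2 values ± an approximate standard error. It is the absolute log2 value divided by the square root of the F statistic of edgeR, and is unreliable where counts are low. CPM values are mean ± SD of 3 libraries, and a gene is called at a false discovery rate of 0.05. Except for that of ribosomal proteins, lists of genes by function were fixed before the data were examined and tested against all other genes with camera at a preset correlation of 0.01. The adjusted p with a correlation estimated from the residuals follows where it ends the call. The replicates are called biologically independent without a statement that they came from separate sowings, so the p values measure the spread between these samples.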

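Transcripts of PIF5 (PIL6 in the annotation, AT3G59060) and PIF7 (AT5G61270) were nearly gone from pif457. PIF5 lay at 18.0 to 30.7 CPM in the 9 hypocotyl libraries of pif457 against 202 to 335 in those of Col-0, and at 11.2 to 16.6 against 161 to 269 in cotyledons. PIF7 lay at 0.963 to 2.14 CPM against 34.1 to 55.5 in hypocotyls and at 2.11 to 4.62 against 30.6 to 62.6 in cotyledons. PIF4 (AT2G43010) remained at 113 to 173 CPM in pif457 hypocotyls, where Col-0 had 197 to 292. Among the YUC genes of yuc2589, YUC2 (AT4G13260) had 0.865 to 6.13 CPM in cotyledons against 4.96 to 46.4 in Col-0, and YUC8 (AT4G28720) 0.781 to 28.5 against 7.14 to 216. YUC5 (AT5G43890) and YUC9 (AT1G04180) were higher in yuc2589 than in Col-0: in LRFR cotyledons YUC9 had 132 ± 37.8 CPM against 14.9 ± 5.04, and YUC5 32.9 ± 9.21 against 2.85 ± 1.25. SMT2 (AT1G20330) in smt2-1 lay at 32.1 to 98.9 CPM in hypocotyls and 52.4 to 73.0 in cotyledons, against 138 to 415 and 227 to 313 in Col-0. A count over a whole gene includes transcript on either side of an insertion, so the PIF4, YUC5 and YUC9 values say nothing about the function of those alleles. PIF5, PIF7, YUC2, YUC8 and SMT2 go with the genotypes on the labels.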

**Fig. 1:**
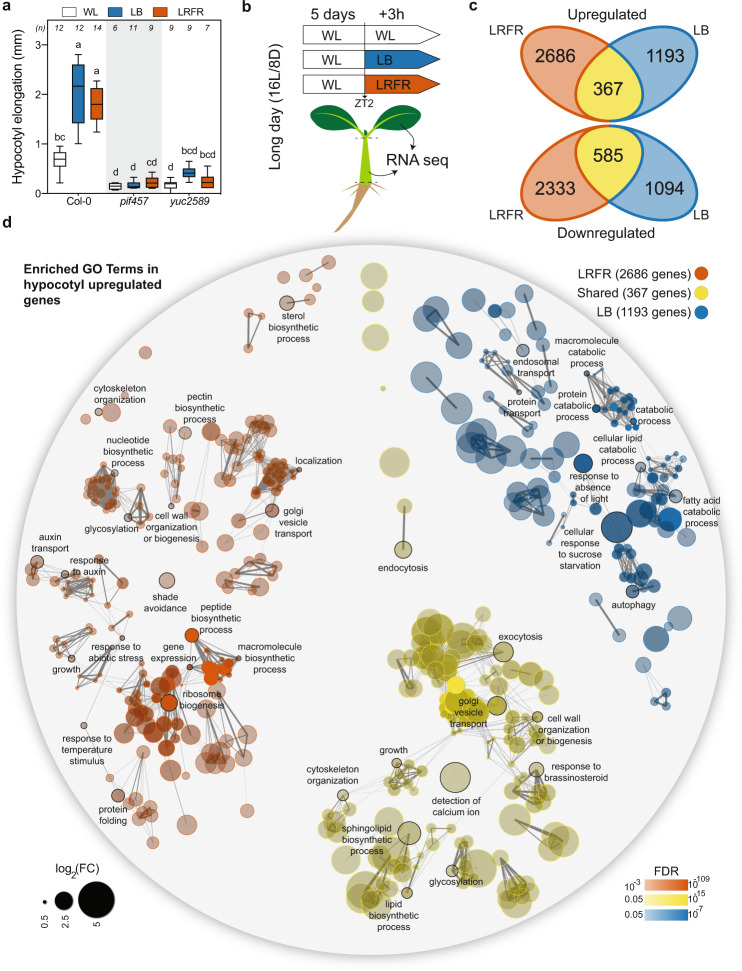
LB and LRFR induce distinct transcriptional changes in elongating hypocotyls. **a** Hypocotyl elongation of the indicated genotypes. The horizontal bar represents the median; boxes extend from the 25th to the 75th percentile, whiskers extend to show the data range. Different letters indicate significant differences (*P* < 0.05, two-way ANOVA with Tukey’s HSD test; the exact *P* values are available in the Source Data). Sample size (*n*) that is given on top indicates biologically independent seedlings examined over one experiment. The experiment was repeated two times with similar results. **b** Schematic summary of the experimental setup used for transcriptome analysis. **c** Number of up- and downregulated genes in Col-0 hypocotyls in the indicated light conditions (FDR < 0.05, *T* test with BH correction). **d** GO term enrichment analysis in Col-0 hypocotyl upregulated gene lists. Each node indicates a significantly enriched GO term (FDR < 0.05). Two terms (nodes) are connected if they share 20% or more genes. The line thickness increases with the increasing number of shared genes between two terms. Only selected GO terms (black outlines) are annotated. The full list of enriched GO terms is in Supplementary Data 2, the interactive version of (**d**) is available at https://figshare.com/s/864fba30bbd3919d0745. See also Supplementary Fig. 1.

Principal component analysis (PCA) showed that for biological replicates of each genotype, organ, and condition clustered closely (Supplementary Fig. 1a). 

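Replicate hypocotyls of a genotype and light differed by 0.766 ± 0.109 (root mean square difference in log2 CPM over 19,533 genes, mean ± SD over pairs of libraries) and hypocotyls of different groups by 0.962 ± 0.169. Cotyledon libraries differed by 0.768 ± 0.0908 within and 0.953 ± 0.128 between groups. These distributions overlap: the nearest library was a replicate of the same group for 17 of 36 hypocotyl and 25 of 36 cotyledon libraries, and for 13 and 22 over the 500 most variable genes. Components 1 and 2 held 23.1% and 11.2% of the variance in hypocotyls and 17.0% and 11.4% in cotyledons, computed on each organ apart.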

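In LRFR, Col-0 hypocotyls raised the sulfotransferase gene ST2A (AT5G07010) from 1.29 ± 0.523 to 65.3 ± 20.1 CPM (log2 5.66 ± 0.64, adjusted p = 2.0e-07). The xyloglucan endotransglucosylase gene XTH19 (AT4G30290) went from 21.1 ± 5.07 to 344 ± 65.4 CPM (log2 4.03 ± 0.69, adjusted p = 8.2e-05). Other large log2 increases were ACS8 (4.69 ± 1.49), RTFL18 (4.29 ± 0.92), GH3.1 (3.98 ± 1.34), AT2G18010 (3.71 ± 0.86), IAA5 (3.62 ± 0.86) and AT4G25260 (3.58 ± 0.37), among them genes of ethylene synthesis and auxin response. The metal and calcium carrier genes CAX1 (-3.11 ± 0.25), HMA2 (-3.05 ± 0.44) and YSL1 (-3.04 ± 0.28) and the Casparian strip genes CASP3 (-3.14 ± 0.52) and CASP2 (-2.98 ± 0.60) were among the largest decreases. The others were XTH31 (-3.01 ± 0.24), LAC3 (-2.97 ± 0.47) and UMAMIT12 (-2.82 ± 0.30). In LB the largest increases were AT1G19530 (3.79 ± 1.32), SEN1 (3.62 ± 0.75), BCAT-2 (2.99 ± 0.58), ST2A (2.32 ± 0.58), RTFL21 (2.20 ± 0.40), AT2G15960 (2.10 ± 0.22), BGAL4 (1.94 ± 0.61) and STP1 (1.87 ± 0.41). The largest decreases there were LEA3 (-5.65 ± 0.37), AT1G65870 (-4.38 ± 0.31), SAG29 (-4.09 ± 1.29), AT5G42760 (-4.06 ± 0.19), AT1G65490 (-3.99 ± 0.57), AT2G15020 (-3.76 ± 0.22), BBX32 (-3.53 ± 0.43) and ATSPS4F (-2.96 ± 0.34). SEN1, a gene induced in darkness, and BCAT-2, which acts in the breakdown of branched-chain amino acids, spread widely in LB (315 ± 272 and 184 ± 140.4 CPM). Over all genes LRFR raised 2,950 and lowered 2,572, and LB raised 1,447 and lowered 1,511 (edgeR, n = 3 per group). Genes up in LB numbered 864 without Col-0 LB replicate 1. With 1 library left out, the call is lost for ACS8 without Col-0 WL replicate 1 (4.18) or 3 (4.14) and GH3.1 without Col-0 WL replicate 1 (3.60) or 3 (3.70) or Col-0 LRFR replicate 1 (3.94) or 2 (3.87). It also fails for AT1G19530 without Col-0 WL replicate 1 (3.40), 2 (4.08) or 3 (3.98) or Col-0 LB replicate 1 (0.70) and BGAL4 without Col-0 WL replicate 1 (1.90), 2 (1.98) or 3 (1.95) or Col-0 LB replicate 1 (1.24). So it is for SAG29 without Col-0 WL replicate 1 (-3.76) or 3 (-3.79) or Col-0 LB replicate 2 (-3.89) or 3 (-3.87).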

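Cotyledons answered LRFR with a few very steep changes. PIL1 (AT2G46970) went from 0.0406 ± 0.0703 to 9.31 ± 1.96 CPM (log2 7.72 ± 0.97, adjusted p = 3.2e-06). XTH15 (AT4G14130) went from 8.01 ± 3.23 to 574 ± 71.5 CPM and SNRK2.5 (AT5G63650) from 2.98 ± 1.24 to 159 ± 44.5 CPM. AT4G11610 was at 0 CPM in all Col-0 WL libraries and at 22.7 ± 4.67 in LRFR. ST2A (7.28 ± 0.68), CYP96A5 (7.27 ± 0.76), AT2G47780 (7.10 ± 0.75) and CKX5 (6.21 ± 0.66) completed the largest log2 increases. The largest decreases were AT3G59340 (-3.15 ± 0.33), AT5G35940 (-2.67 ± 0.41), CRK30 (-2.35 ± 0.34), AT1G13650 (-2.24 ± 0.24), CSLA14 (-2.16 ± 0.34), AT1G67750 (-1.98 ± 0.36), ABCG14 (-1.95 ± 0.24) and AT1G77960 (-1.95 ± 0.44). In LB the increases were led by BCAT-2 (3.60 ± 0.90), SEN1 (2.79 ± 0.27), THA1 (2.67 ± 0.85), AT2G33830 (2.40 ± 0.33), RTFL21 (2.26 ± 0.50), BGAL4 (2.08 ± 0.34), BT2 (2.04 ± 0.49) and AT2G15960 (2.02 ± 0.35). The steepest decreases were those of AT2G27420 (-4.08 ± 0.36), SQP1 (-3.78 ± 0.31), AT3G09450 (-3.67 ± 0.47), AT5G66740 (-3.32 ± 0.26), UP6 (-3.11 ± 0.25), AT2G15020 (-2.96 ± 0.24), AT3G44450 (-2.94 ± 0.25) and AT1G65870 (-2.93 ± 0.39). LB raised 1,052 and lowered 1,263 genes, and LRFR raised 911 and lowered 721 (edgeR, n = 3). The count up in LB was 620 without Col-0 WL replicate 1, 688 without Col-0 LB replicate 1 and 669 without Col-0 WL replicate 2, that up in LRFR 544 without Col-0 WL replicate 1, 575 without Col-0 WL replicate 3 and 527 without Col-0 LRFR replicate 3, and that down in LRFR 449 without Col-0 WL replicate 1 and 406 without Col-0 WL replicate 3. The call does not survive for BCAT-2 without Col-0 LB replicate 1 (2.15) and THA1 without Col-0 WL replicate 1 (2.30), 2 (2.96) or 3 (2.84) or Col-0 LB replicate 1 (1.29).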

In WT hypocotyls, LRFR induced more transcriptome changes than LB; while in cotyledons it was the opposite (Fig. 1c, Supplementary Fig. 1b, and Supplementary Data 1). The number of common up- and downregulated genes were higher in hypocotyls than in cotyledons (Fig. 1c and Supplementary Fig. 1b), suggesting a convergence of LB and LRFR transcriptome in elongating hypocotyls. This was confirmed by GO term enrichment analyses for LB-specific, LRFR-specific and shared LB and LRFR-upregulated genes (Fig. 1d, Supplementary Fig. 1c, and Supplementary Data 2). 

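ST2A and the shade gene PAR1 (AT2G42870) were raised by both treatments in Col-0 hypocotyls, PAR1 by log2 1.49 ± 0.27, adjusted p = 1.5e-04 in LB and 1.30 ± 0.27, adjusted p = 7.0e-04 in LRFR. The tubulin gene TUB6 (log2 0.44 ± 0.12 and 1.68 ± 0.12) and the expansin gene EXPA11 (0.60 ± 0.14 and 1.62 ± 0.14) also rose in both, more in LRFR. XTH31 fell in both (-1.10 ± 0.22 in LB). The overlap held 332 genes up and 504 down in hypocotyls and 121 up and 132 down in cotyledons, against 219, 199, 50.4 and 47.9 from the sizes of the lists alone. 265 hypocotyl genes rose in LB and fell in LRFR, and 155 did the reverse. LB and LRFR share their WL libraries, and part of this overlap may come from them. Simulated counts with no effect gave at most 1 shared gene, as hardly any gene is called in them, and so cannot measure that part. Their covariance of fold changes was 0.0574, where the data gave 0.0565 in hypocotyls and 0.0607 (simulated 0.0473) in cotyledons. Over all genes shared and opposite responses offset each other, so these values do not measure it either. The correlation over all genes was 0.170 (simulated 0.493) in hypocotyls and 0.209 (simulated 0.498) in cotyledons, and 55.7% and 60.2% of genes had the same sign (simulated 66.6% in both). The 3 WL libraries were not split between the treatments, as this leaves a single library on 1 side. Genes up in both numbered 208 without Col-0 WL replicate 1, 166 without Col-0 WL replicate 3 and 215 without Col-0 LB replicate 3 in hypocotyls and 46 without Col-0 WL replicate 1, 70 without Col-0 LB replicate 1, 75 without Col-0 WL replicate 2, 63 without Col-0 WL replicate 3, 64 without Col-0 LB replicate 3 and 68 without Col-0 LRFR replicate 3 in cotyledons, and those down in both 68 without Col-0 WL replicate 1, 58 without Col-0 WL replicate 3 and 59 without Col-0 LRFR replicate 3 in cotyledons. Leaving out 1 library ends the call for TUB6 without Col-0 WL replicate 1 (0.36) or 3 (0.37) or Col-0 LB replicate 3 (0.31).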

We highlighted selected terms for each organ and light condition that we could easily relate to growth regulation (Fig. 1d, Supplementary Fig. 1c, and full lists in Supplementary Data 2). Genes upregulated by both treatments in hypocotyls were enriched in terms related to cellular elongation including “growth”, “cell wall organization or biogenesis”, “exocytosis”, “endocytosis”, “cytoskeleton organization”, “lipid biosynthetic process”, and “response to brassinosteroid” (Fig. 1d). 

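Among genes of growth, LB raised the expansin genes EXPA11 (AT1G20190) and EXP3 (0.41 ± 0.13) and the wall enzyme genes XTH30 (1.34 ± 0.35) and XTH4 (0.47 ± 0.15) in hypocotyls, and lowered XTH31 (AT3G44990). EXP3 (AT2G37640) rose in LRFR as well (0.75 ± 0.13). The exocyst gene EXO70A1 (AT5G03540) was raised by log2 0.38 ± 0.08, adjusted p = 0.0013 in LB and 0.43 ± 0.08, adjusted p = 4.3e-04 in LRFR. The clathrin adaptor genes AT5G46630 and AT1G47830 rose by 0.30 ± 0.07 and 0.42 ± 0.15 in LB and 0.67 ± 0.07 and 0.84 ± 0.15 in LRFR. Of the lipid genes, HMG1 (0.55 ± 0.13), which makes mevalonate, FPS2 (0.30 ± 0.11), and the sphingolipid genes SPT1 (0.50 ± 0.10) and PGSIP6 (0.27 ± 0.09) rose in LB. In LRFR they rose as well (0.55 ± 0.13, 0.53 ± 0.11, 0.34 ± 0.10 and 0.43 ± 0.09). In LB, 4 of 24 wall-loosening genes rose and 1 fell (4 up and 1 down adjusted over the list alone). There rose 1 of 11 exocytosis genes, 2 of 8 endocytosis genes (3 up adjusted over the list alone), and 2 of 17 actin and tubulin genes, ACT8 and TUB6. None of 12 brassinosteroid response genes was called in LB (smallest p, BZR1 (0.29 ± 0.13)). Among the 332 genes up in both treatments, endocytosis was the list that passed, with 2 of 8 genes (Fisher's exact adjusted p = 0.045). A call is lost for EXP3 without Col-0 WL replicate 1 (0.36) or 3 (0.33) or Col-0 LB replicate 3 (0.25) and XTH4 without Col-0 WL replicate 1 (0.39) or 3 (0.43) or Col-0 LB replicate 3 (0.37). The same holds for AT1G47830 without Col-0 WL replicate 2 (0.38) or 3 (0.39) or Col-0 LB replicate 2 (0.45) or 3 (0.33) and FPS2 without Col-0 WL replicate 1 (0.28), 2 (0.29) or 3 (0.31) or Col-0 LB replicate 2 (0.28) or 3 (0.26). Equally lost are PGSIP6 without Col-0 WL replicate 1 (0.21) or Col-0 LB replicate 1 (0.23) or 3 (0.26) and SPT1 without Col-0 WL replicate 1 (0.30) or 3 (0.32) or Col-0 LRFR replicate 2 (0.28).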

Genes specifically upregulated by LB in both organs were enriched in GO terms related to starvation (e.g., “cellular response to sucrose starvation”) and catabolic events “protein catabolic process”, “cellular lipid catabolic process” and “autophagy” (Fig. 1d and Supplementary Fig. 1c). In contrast, LRFR-specific genes in hypocotyls were enriched in biosynthetic processes including “ribosome biogenesis”, “peptide biosynthetic process”, “sterol biosynthetic process”, and “cell wall organization and biogenesis” (Fig. 1d). 

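Genes that break down branched-chain amino acids rose in LB in both organs. In hypocotyls DIN4 (AT3G13450) rose by log2 1.48 ± 0.23, adjusted p = 2.7e-05, MCCA (AT1G03090) by 1.75 ± 0.31, adjusted p = 1.1e-04 and the dehydrogenase subunit gene AT1G21400 by 1.51 ± 0.33, adjusted p = 0.0013. In cotyledons the 3 genes rose by 1.39 ± 0.15, 1.63 ± 0.22 and 1.49 ± 0.37. In all, 11 of 16 rose and 0 fell in hypocotyls (13 up adjusted over the list alone, camera adjusted p = 2.6e-08, adjusted p = 0.25 with an estimated correlation). Again 11 of 16 rose in cotyledons (15 up adjusted over the list alone, camera adjusted p = 7.2e-14). Sugar starvation genes went the same way, with 13 of 19 up in hypocotyls (14 up and 1 down adjusted over the list alone, camera adjusted p = 8.8e-08, adjusted p = 0.18 with an estimated correlation). In cotyledons 12 of 19 were up (14 up adjusted over the list alone, camera adjusted p = 8.0e-14, adjusted p = 0.073 with an estimated correlation). Over 33 genes of the 2 lists, Col-0 LB replicate 1 stood highest in hypocotyls, with a mean log2 CPM of 6.81 against 6.07 and 5.93 in replicates 2 and 3. Examples are the asparagine synthetase gene ASN1 (1.82 ± 0.31 and 1.69 ± 0.28), the SnRK1 subunit gene AKINBETA1 (1.06 ± 0.21 and 1.01 ± 0.17) and in cotyledons the sugar carrier gene STP1 (1.66 ± 0.31). Vacuolar protease genes split: AT1G02300, RD19 and AT1G02305 rose in both organs (0.75 ± 0.17, 0.84 ± 0.24 and 0.43 ± 0.15 in hypocotyls). BETA-VPE fell in cotyledons (-1.26 ± 0.34), and 9 of 12 in hypocotyls did not pass. Of 19 genes of fatty acid breakdown, 6 rose in cotyledons, among them ACX4 (0.72 ± 0.10) and CSY3 (0.82 ± 0.18). KAT5 and PMDH2 fell there (-0.78 ± 0.14 and -0.40 ± 0.12), and in hypocotyls 4 rose and 2 fell. Among genes up in LB but not in LRFR, amino acid catabolism (11 of 16 genes in hypocotyls, 10 of 16 in cotyledons) and starvation (12 of 19 and 11 of 19) were enriched (largest Fisher's exact adjusted p = 1.6e-08). The test then fails for AT1G21400 in cotyledons without Col-0 LB replicate 1 (1.15) and RD19 in hypocotyls without Col-0 LB replicate 1 (0.50) or Col-0 WL replicate 2 (0.70). Further ones are AT1G02305 in hypocotyls without Col-0 LB replicate 1 (0.27) or Col-0 WL replicate 2 (0.34) or 3 (0.45) and BETA-VPE in cotyledons without Col-0 LB replicate 2 (-1.09) or 3 (-1.07) or Col-0 WL replicate 3 (-1.18). Lost too are PMDH2 in cotyledons without Col-0 LB replicate 1 (-0.36) or 2 (-0.39) or Col-0 WL replicate 2 (-0.40) or 3 (-0.36).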

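Genes for making ribosomes rose in LRFR hypocotyls. The fibrillarin gene FIB1 (AT5G52470) was raised by log2 0.80 ± 0.11, adjusted p = 4.3e-06, the nucleolin gene NUC-L1 (AT1G48920) by 0.96 ± 0.15, adjusted p = 3.6e-05. PUM24 rose by 0.93 ± 0.18, adjusted p = 3.1e-04 and the rRNA-processing genes AT3G22660 and AT5G15550 by 1.18 ± 0.17 and 0.90 ± 0.14 (n = 3 per group). Of 15 ribosome biogenesis genes 11 rose, none fell and 4 did not pass (11 up adjusted over the list alone, camera adjusted p = 2.6e-07, adjusted p = 0.24 with an estimated correlation). Cytosolic ribosomal protein genes, a list chosen later than the others by annotation, had 19 of 23 up with a median of 0.73 (21 up adjusted over the list alone, camera adjusted p = 6.9e-11, adjusted p = 0.28 with an estimated correlation). Cellulose synthase genes rose to a smaller extent: CEV1 (0.68 ± 0.11), CESA1 (0.60 ± 0.14) and CESA2 (0.47 ± 0.10), with the anchoring gene COB (0.55 ± 0.13) and the cellulose synthase companion gene AT1G45688 (0.86 ± 0.10). CESA5 fell (-0.38 ± 0.13). That list had 5 up and 1 down of 10 (6 up and 1 down adjusted over the list alone, camera adjusted p = 0.0029, adjusted p = 0.44 with an estimated correlation). LB left the biogenesis genes unchanged in call in hypocotyls (0 up and 0 down of 15), and in LRFR cotyledons 1 of 15 rose. No call remains for CESA5 without Col-0 LRFR replicate 1 (-0.34) or 3 (-0.32) or Col-0 WL replicate 2 (-0.33) or 3 (-0.38).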

In line with previous reports^14^, LRFR induced many hormone related responses in cotyledons and “response to auxin” in hypocotyls (Fig. 1d and Supplementary Fig. 1c). 

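Early auxin genes rose in LRFR hypocotyls. IAA19 (AT3G15540) went from 51.7 ± 25.4 to 436 ± 97.2 CPM (log2 3.08 ± 0.48, adjusted p = 2.6e-05). IAA29 (AT4G32280) went from 20.3 ± 7.54 to 94.8 ± 12.5 CPM (log2 2.22 ± 0.30, adjusted p = 2.7e-06), and IAA2, IAA7 and SHY2 rose by 1.55 ± 0.21, 1.16 ± 0.15 and 1.00 ± 0.17. Of 34 auxin response genes 31 rose, 0 fell and 3 did not pass (32 up adjusted over the list alone, camera adjusted p = 2.5e-14, adjusted p = 0.098 with an estimated correlation). In cotyledons 12 of 33 rose (16 up adjusted over the list alone, camera adjusted p = 1.2e-08, adjusted p = 0.22 with an estimated correlation). They were led by GH3.3 (3.88 ± 0.52), IAA7 (1.31 ± 0.24) and ATAUX2-11 (1.06 ± 0.20). Reads shared by near-identical SAUR copies are not counted, so their levels are lower bounds. The ethylene gene ACO2 (AT1G62380) rose in cotyledons by log2 1.44 ± 0.18, adjusted p = 7.8e-07. The brassinosteroid genes BEE1 (2.31 ± 0.51), BRI1 (0.45 ± 0.14) and EXO (1.30 ± 0.42) rose there, 3 of 12 in their list (3 up adjusted over the list alone). LB lowered 4 auxin response genes in hypocotyls (2 down adjusted over the list alone), IAA14, DFL1 and IAA2 among them (-0.63 ± 0.15, -0.59 ± 0.16 and -0.58 ± 0.21), and raised none. BRI1 in cotyledons loses its call without Col-0 WL replicate 1 (0.41) or 3 (0.40) or Col-0 LRFR replicate 3 (0.30). EXO in cotyledons loses it without Col-0 WL replicate 1 (1.11), 2 (1.28) or 3 (1.53) or Col-0 LRFR replicate 3 (0.45). To these belong DFL1 in hypocotyls without Col-0 LB replicate 1 (-0.47) or Col-0 WL replicate 2 (-0.22) and IAA2 in hypocotyls without Col-0 LB replicate 1 (-0.53) or 2 (-0.44) or Col-0 WL replicate 2 (-0.22).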

Altogether, our GO term enrichment analyses indicate that LB and LRFR transcriptome responses converge in elongating hypocotyls, on the induction of several growth-related mechanisms. However, we observed a striking difference between these treatments with LB upregulating numerous catabolic processes and LRFR inducing many anabolic processes.

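Set against each other, LB and LRFR pulled catabolic and anabolic genes apart in Col-0 hypocotyls. DIN4 was higher in LB than in LRFR by log2 2.34 ± 0.24, adjusted p = 1.8e-08 and the autophagy gene ATG8F (AT4G16520) by 1.46 ± 0.15, adjusted p = 1.0e-08. FIB1 (log2 -0.95 ± 0.11, adjusted p = 1.1e-07) and the sterol demethylation gene SMO2-1 (AT1G07420, log2 -2.17 ± 0.14, adjusted p = 6.9e-12) were lower in LB. Higher in LB were 13 of 19 starvation genes (13 up and 1 down adjusted over the list alone), 13 of 16 amino acid catabolism genes (14 up adjusted over the list alone), and 7 of 12 vacuolar protease genes (9 up adjusted over the list alone). Lower in LB were 11 of 15 ribosome biogenesis genes (12 down adjusted over the list alone) and 18 of 23 ribosomal protein genes. So were 7 of 10 cellulose synthesis genes (1 up and 8 down adjusted over the list alone) and 14 of 26 sterol genes, of which 4 were higher (5 up and 16 down adjusted over the list alone). Cotyledons separated on the catabolic side, with 11 of 19 starvation and 11 of 16 amino acid catabolism genes higher in LB. On the other side they had 4 of 15 ribosome biogenesis genes lower and 1 higher. Over all genes 3,526 were higher and 3,616 lower in LB than in LRFR in hypocotyls, and 1,764 and 1,978 in cotyledons. This contrast of LB with LRFR was added after the values were seen. The authors work from shared and separate lists against WL, whose enriched terms they read as convergence on growth in hypocotyls and a striking difference between catabolic and anabolic processes.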

### Most LRFR-induced genes in hypocotyls require both PIFs and YUCs

In accordance with the established role of PIFs and YUCs for LRFR responses^13–18,44^, gene expression in *pif457* and *yuc2589* was largely unresponsive to LRFR (Supplementary Fig. 1a). 

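In pif457 hypocotyls, IAA29 stayed at 3.97 ± 1.59 CPM in WL and 3.60 ± 0.625 in LRFR, and XTH19 at 4.72 ± 3.49 and 5.06 ± 4.62. In yuc2589 hypocotyls ST2A rose from 1.01 ± 0.855 to 9.75 ± 2.25 CPM (log2 3.25 ± 0.60, adjusted p = 7.3e-04), while XTH19 did not pass (0.70 ± 0.69). Of the shade marker genes 3 of 17 rose in pif457 and 5 in yuc2589, against 12 in Col-0 (camera adjusted p = 4.0e-11). In Col-0 PAR2 (2.29 ± 0.24), HB-2 (1.63 ± 0.17), HB4 (2.24 ± 0.29) and HAT2 (1.73 ± 0.23) had the smallest p. Over all genes, LRFR raised 23 and lowered 31 in pif457 hypocotyls and raised 332 and lowered 132 in yuc2589. Cotyledons of pif457 had 81 up and 31 down, and those of yuc2589 760 up and 549 down (edgeR, n = 3). These small counts hang on the adjustment and on single libraries. Adjusted within LRFR alone, pif457 had 0 up and 0 down in hypocotyls by edgeR, with 951 genes at an unadjusted p under 0.05 where 977 would arise by chance, and 3 and 2 in cotyledons. Adjusted over both treatments, DESeq2 gave 54 and 69 and limma-trend 23 and 37 in hypocotyls. In hypocotyls, genes up in pif457 were 6 without pif457 WL replicate 1, 15 without pif457 LRFR replicate 1 and 14 without pif457 WL replicate 2 and genes down 13 without pif457 WL replicate 1, 50 without pif457 LRFR replicate 2, 13 without pif457 WL replicate 3 and 17 without pif457 LRFR replicate 3. In yuc2589 genes up were 179 without yuc2589 WL replicate 1, 201 without yuc2589 LRFR replicate 1, 186 without yuc2589 WL replicate 2 and 214 without yuc2589 LRFR replicate 3 and genes down 76 without yuc2589 WL replicate 1, 74 without yuc2589 LRFR replicate 1, 79 without yuc2589 WL replicate 2 and 77 without yuc2589 LRFR replicate 3. In cotyledons of pif457, genes up were 51 without pif457 WL replicate 1, 18 without pif457 LRFR replicate 1, 33 without pif457 WL replicate 2, 312 without pif457 LRFR replicate 2 and 15 without pif457 WL replicate 3 and genes down 13 without pif457 WL replicate 1, 5 without pif457 LRFR replicate 1, 10 without pif457 WL replicate 2, 147 without pif457 LRFR replicate 2, 5 without pif457 WL replicate 3 and 13 without pif457 LRFR replicate 3. In those of yuc2589 genes up were 410 without yuc2589 WL replicate 1 and 432 without yuc2589 LRFR replicate 3 and genes down 332 without yuc2589 WL replicate 1.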

PCA showed that hypocotyls of LRFR-treated *pif457* and *yuc2589* grouped with WL samples but *yuc2589* cotyledons grouped closer to WT LRFR samples (Supplementary Fig. 1a). 

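Hypocotyls of pif457 in LRFR lay 0.410 from pif457 in WL and 0.923 from Col-0 in LRFR, and those of yuc2589 0.470 and 0.961 (root mean square distance of group means in log2 CPM, 3 libraries each). In cotyledons pif457 lay 0.448 and 0.717 away, and yuc2589 0.626 and 0.688, with 0.718 between it and Col-0 in WL. Over the 500 most variable genes the yuc2589 cotyledons in LRFR were 2.12 from their own WL group, 2.35 from Col-0 in LRFR and 2.46 from Col-0 in WL, although the mean of their first 2 principal components was nearer to Col-0 in LRFR than to their own WL group. The shade genes PIL1 and HFR1 follow this pattern: yuc2589 cotyledons raised PIL1 by log2 9.48 ± 1.06, adjusted p = 4.0e-07 and HFR1 by 2.84 ± 0.28, adjusted p = 1.9e-08. In pif457 cotyledons HFR1 rose (1.29 ± 0.30, adjusted p = 0.014) and PIL1 did not pass (2.69 ± 2.83). HFR1 loses this call without pif457 WL replicate 1 (1.20) or 3 (1.25) or pif457 LRFR replicate 3 (0.91).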

We also evaluated the individual roles of PIFs and YUCs by analyzing the interactions between genotypes and light treatments. These comparisons revealed four groups among LRFR-upregulated genes: PIF and YUC dependent, only PIF dependent, only YUC dependent, and dependent on neither (Fig. 2a, Supplementary Fig. 2a, and Supplementary Data 3). 

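ST2A responded less to LRFR in pif457 hypocotyls than in Col-0 (difference in log2 response -6.31 ± 1.00, adjusted p = 1.4e-04). XTH19 responded less in pif457 (-3.92 ± 0.95, adjusted p = 0.0071) and in yuc2589 (-3.33 ± 0.95, adjusted p = 0.02; edgeR interaction, n = 3 per group). The helix-loop-helix gene KDR (AT1G26945) responded less in both mutants (-2.23 ± 0.31 and -1.56 ± 0.32), and so did HB4 (-1.36 ± 0.42 and -2.00 ± 0.40). In all, the LRFR response of 2,373 hypocotyl genes differed between pif457 and Col-0 and of 2,287 between yuc2589 and Col-0, and of 195 and 76 cotyledon genes. The pif457 count was 1,508 without Col-0 WL replicate 3 in hypocotyls, and the yuc2589 count in cotyledons was 47 without Col-0 WL replicate 1. Left-out libraries end the call for XTH19 without yuc2589 LRFR replicate 2 (-2.93), Col-0 WL replicate 3 (-3.19) or yuc2589 WL replicate 3 (-2.86) and HB4 without Col-0 WL replicate 1 (-1.18) or 3 (-1.34), Col-0 LRFR replicate 1 (-1.35) or 2 (-1.31), pif457 WL replicate 2 (-1.18) or 3 (-1.19) or pif457 LRFR replicate 2 (-1.36) or 3 (-1.14).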

In hypocotyls, most LRFR-induced genes required PIFs and YUCs, whereas the largest fraction depended on only PIFs in cotyledons (Fig. 2a and Supplementary Fig. 2a). 

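SMO2-1, FAH2 (AT4G20870) and the actin gene ACT7 (AT5G09810) are hypocotyl genes whose LRFR response was reduced in both mutants. The values are SMO2-1 (interaction log2 -1.72 ± 0.19 in pif457 and -1.57 ± 0.19 in yuc2589), FAH2 (-1.01 ± 0.19 and -1.06 ± 0.19) and ACT7 (-0.86 ± 0.14 and -0.91 ± 0.14). In cotyledons XTH15 and CKX5 responded less in pif457 (-5.15 ± 0.59, adjusted p = 3.3e-06 and -6.84 ± 0.98, adjusted p = 1.2e-04), and in yuc2589 neither passed (-1.53 ± 0.61 and -0.92 ± 0.85). With a reduced response called from the edgeR interactions, 731 of 2,950 LRFR-induced hypocotyl genes depended on PIFs and YUCs, 488 on PIFs only, 310 on YUCs only and 1,421 on neither. In cotyledons the classes held 16, 94, 15 and 786 of 911. Which class leads depends on the rule. By a nested F test of limma-trend the classes, in the same order, were 1,879, 358, 36 and 63 in hypocotyls and 258, 346, 41 and 138 in cotyledons. These add up to fewer genes than the 2,950 and 911 above, so the set of genes changes along with the rule. Counting every response below 50% of that in Col-0 as dependent, they were 2,330, 469, 104 and 47 and 219, 419, 73 and 200. Actin and tubulin genes (10 of 17, Fisher's exact adjusted p = 1.8e-09) and sterol genes (9 of 26, Fisher's exact adjusted p = 3.5e-06) were enriched in the class of both in hypocotyls. Shade markers were in that of PIFs only in cotyledons (5 of 17, Fisher's exact adjusted p = 4.4e-07). In hypocotyls the class of both was 461 without Col-0 WL replicate 1, 410 without Col-0 LRFR replicate 1 and 396 without Col-0 WL replicate 3, and that of YUCs only 179 without yuc2589 WL replicate 2 and 203 without yuc2589 LRFR replicate 2. In cotyledons the class of both was 6 without Col-0 WL replicate 1, 9 without Col-0 WL replicate 3, 10 without yuc2589 WL replicate 3 and 10 without Col-0 LRFR replicate 3, that of YUCs only 23 without pif457 LRFR replicate 2, 8 without Col-0 WL replicate 3, 7 without Col-0 LRFR replicate 3 and 28 without yuc2589 LRFR replicate 3, and that of neither 458 without Col-0 WL replicate 1, 495 without Col-0 WL replicate 3 and 444 without Col-0 LRFR replicate 3.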

The extent of LRFR regulation was reduced in *pif457* and *yuc2589* also in the PIF- and/or YUC-independent categories (Fig. 2b and Supplementary Fig. 2b), indicating that our classification underestimates the importance of PIFs and YUCs. 

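The 1,421 hypocotyl genes assigned to neither dependence rose in Col-0 by a median log2 of 0.55 (quartiles 0.41 and 0.76), by 0.11 (0.02 and 0.22) in pif457 and by 0.15 (0.04 and 0.31) in yuc2589. 1,416 of them had a smaller fold change in pif457 than in Col-0 and 1,366 in yuc2589, against 775 in smt2-1, whose median was 0.51. smt2-1 is given for comparison, since the genes were chosen on their Col-0 values. 16 auxin response genes are in this class, among them IAA6 (Col-0 log2 3.30 ± 0.74, pif457 0.74 ± 1.30, yuc2589 2.30 ± 1.31). In cotyledons the 786 genes of this class had medians of 0.70 in Col-0, 0.25 in pif457, 0.46 in yuc2589 and 0.49 in smt2-1. The authors assign the classes by an F test with post hoc testing. They take reduced responses among genes classed as independent to mean that the classes understate PIFs and YUCs.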

We conclude that LRFR-regulated gene expression largely depends on PIF4, PIF5 and/or PIF7. Moreover, while in cotyledons the regulation of many genes depends on PIFs alone, in the hypocotyl their regulation depends on PIFs and YUCs.

**Fig. 2:**
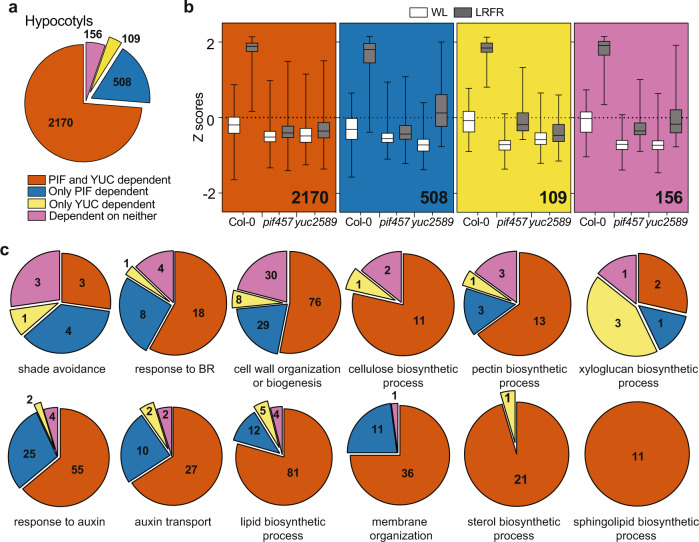
Most LRFR-induced genes in hypocotyls require both PIFs and YUCs. **a** The distribution of hypocotyl-induced genes in LRFR according to the dependence on PIFs and YUCs using the comparison of Col-0, *pif457*, and *yuc2589* transcriptomes (FDR < 0.05, *F* test with post hoc test). **b** Distributions of Z-scores computed from replicate averages for categories shown in (**a**). The horizontal bar represents the median; boxes extend from the 25th to the 75th percentile, whiskers extend to show the data range. **c** The distribution of hypocotyl-induced genes according to the dependence on PIFs and YUCs in each of the selected significantly enriched GO terms. Numbers indicate significantly regulated genes in the given categories and/or GO terms. The full list of misregulated genes and enriched GO terms are given in Supplementary Data 3. See also Supplementary Fig. 2.

We performed GO enrichment analyses to characterize the processes depending on PIFs and YUCs (Supplementary Data 3). In cotyledons terms related to the biosynthesis of multiple hormones required PIFs but not YUCs (Supplementary Fig. 2c). In contrast, in hypocotyls, terms such as “cell wall organization and biogenesis”, “response to brassinosteroids”, “response to auxin”, and “auxin transport” heavily depended on PIFs and YUCs with a particularly strong dependency for terms related to lipid biosynthesis (Fig. 2c). 

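In LRFR cotyledons the auxin synthesis genes YUC8 and YUC9 rose in Col-0 (log2 2.92 ± 0.47, adjusted p = 6.3e-05 and 3.71 ± 0.48, adjusted p = 2.2e-06) and in yuc2589 (2.98 ± 0.52 and 4.52 ± 0.46). In pif457 neither passed (0.66 ± 0.57 and 2.70 ± 2.02). ACO2, which makes ethylene, rose in yuc2589 (1.43 ± 0.18, adjusted p = 7.9e-07) as in Col-0, and its response was reduced in pif457 (interaction -1.23 ± 0.24, adjusted p = 0.0064). TAA1 (AT1G70560), an auxin synthesis gene, fell in Col-0 (-1.63 ± 0.21, adjusted p = 2.0e-06). This fall was less in pif457 (interaction 2.02 ± 0.29, adjusted p = 1.2e-04) and in yuc2589 (1.60 ± 0.29, adjusted p = 0.0021). The brassinosteroid synthesis genes went another way, with BR6OX2 reduced in both mutants (-1.14 ± 0.24 and -1.22 ± 0.24) and CPD in yuc2589 (-1.18 ± 0.16). Of 21 hormone synthesis genes 7 rose and 3 fell in Col-0 cotyledons (7 up and 3 down adjusted over the list alone, camera adjusted p = 0.0086, adjusted p = 0.35 with an estimated correlation), 6 and 3 in yuc2589, and 0 and 0 in pif457 (1 up adjusted over the list alone). The YUC8 and YUC9 interactions with pif457 did not pass (-2.26 ± 0.73, adjusted p = 0.22 and -1.01 ± 4.88, adjusted p = 1). In yuc2589 a rise in YUC counts does not tell whether working enzyme rises. With 1 library left out, the call is lost for BR6OX2 without Col-0 WL replicate 1 (-1.07) or pif457 WL replicate 3 (-1.04).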

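Wall genes with a reduced LRFR response in both mutants included EXPA11 (interaction log2 -1.44 ± 0.20, adjusted p = 2.3e-05 in pif457 and -0.74 ± 0.20, adjusted p = 0.013 in yuc2589). The fall of XTH31 was undone in both (2.87 ± 0.32 and 3.34 ± 0.32). The brassinosteroid gene BZR1 (-0.93 ± 0.18 and -0.74 ± 0.18) and the auxin carrier gene PIN7 (-0.92 ± 0.23 and -0.70 ± 0.23) were reduced in both. LAX1, which fell in Col-0 (-1.25 ± 0.12), was higher in both (1.12 ± 0.17 and 1.19 ± 0.17). Of auxin response genes, IAA2 (-1.62 ± 0.30 and -1.68 ± 0.30) and IAA29 (-2.36 ± 0.43 and -2.33 ± 0.42) responded less in both. A smaller response passed for 13 of 34 auxin response genes in pif457 (20 down adjusted over the list alone) and 10 in yuc2589 (14 down adjusted over the list alone). It passed for 4 of 12 and 2 brassinosteroid genes, for 5 of 24 and 2 wall-loosening genes, and for 3 of 16 and 2 auxin transport genes. BEE3 went against its list in yuc2589, with a larger response (1.05 ± 0.27). Lipid lists had 10 of 26 sterol genes reduced in pif457 and 10 in yuc2589, 7 of 23 and 5 sphingolipid genes, and 2 of 12 and 4 mevalonate genes. Against all other genes, the reduction passed for sterols (camera adjusted p = 1.7e-04, adjusted p = 0.091 with an estimated correlation in pif457) and sphingolipids (camera adjusted p = 3.4e-05), not for wall loosening (camera adjusted p = 0.11) or auxin transport (camera adjusted p = 0.27). The authors propose that LRFR induction in hypocotyls rests in large part on auxin brought from the cotyledons, with PIFs possibly acting on site. Transport of auxin is not tested by these counts. The call does not survive for PIN7 without Col-0 WL replicate 1 (-0.59) or 3 (-0.60), yuc2589 WL replicate 1 (-0.72), 2 (-0.72) or 3 (-0.67), Col-0 LRFR replicate 1 (-0.73), 2 (-0.68) or 3 (-0.70) or yuc2589 LRFR replicate 1 (-0.69) or 2 (-0.63).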

Given that LRFR YUC-dependent auxin production mostly occurs in cotyledons, this suggests that in hypocotyls LRFR gene induction largely depends on auxin transported from the cotyledons with a potential local action of PIFs.

### The majority of LB-induced genes do not depend on PIFs or YUCs

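LB moved metabolic and light response genes in hypocotyls of both mutants. In hypocotyls STP1 rose by log2 2.00 ± 0.41, adjusted p = 0.0029 in pif457 and DIN4 by 1.20 ± 0.23, adjusted p = 0.0015 in pif457 and 0.83 ± 0.23, adjusted p = 0.027 in yuc2589. The blue-light gene HYH (AT3G17609) fell (log2 -1.65 ± 0.17, adjusted p = 1.3e-07 and -1.98 ± 0.17, adjusted p = 6.1e-09). Sugar starvation genes rose in 11 of 19 cases in pif457 (14 up and 2 down adjusted over the list alone, camera adjusted p = 2.0e-11, adjusted p = 0.072 with an estimated correlation). In yuc2589 they rose in 7 (11 up adjusted over the list alone, camera adjusted p = 2.3e-05, adjusted p = 0.33 with an estimated correlation), against 13 in Col-0. Blue and UV light response genes fell in 9 of 18 cases in pif457 (camera adjusted p = 1.8e-15) and 10 in yuc2589, and Calvin cycle genes in 11 and 14 of 17. Over all genes LB raised 364 and lowered 1,054 in pif457 hypocotyls, 694 and 1,006 in those of yuc2589, and 513 and 460 in pif457 and 944 and 1,373 in yuc2589 cotyledons (edgeR, n = 3). Genes up in hypocotyls were 182 without pif457 LB replicate 1, 156 without pif457 WL replicate 2, 217 without pif457 LB replicate 2 and 235 without pif457 LB replicate 3 in pif457 and 357 without yuc2589 LB replicate 1, 284 without yuc2589 WL replicate 2, 417 without yuc2589 WL replicate 3 and 304 without yuc2589 LB replicate 3 in yuc2589, and genes down in pif457 681 without pif457 WL replicate 1. In cotyledons genes up were 338 without pif457 WL replicate 1, 209 without pif457 LB replicate 1, 228 without pif457 WL replicate 2, 290 without pif457 WL replicate 3 and 314 without pif457 LB replicate 3 in pif457 and 611 without yuc2589 WL replicate 1, 549 without yuc2589 WL replicate 2 and 439 without yuc2589 LB replicate 3 in yuc2589, and genes down in pif457 299 without pif457 WL replicate 1, 207 without pif457 LB replicate 1 and 212 without pif457 WL replicate 2. Leaving out 1 library ends the call for DIN4 without yuc2589 LB replicate 1 (0.79) or 3 (0.80) or yuc2589 WL replicate 2 (0.74) or 3 (0.64).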

Based on PCA, *pif457* and *yuc2589* displayed a robust transcriptional response to LB, contrasting with LRFR (particularly in hypocotyls) and the phenotypes of these mutants (Supplementary Fig. 1a and Figs. 1a, 2a, and 3a). Nevertheless, part of the LB-upregulated genes, including some related to protein catabolism and secretion/organelle transport processes, depended on PIFs and/or YUCs (Fig. 3a, b and Supplementary Fig. 3a, gene and GO term list in Supplementary Data 4). However, the biggest fraction of LB-induced genes did not depend on PIFs and/or YUCs (Fig. 3a, b and Supplementary Fig. 3a). 

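Protein breakdown genes showed no reduced response to LB that passed in either mutant in hypocotyls. The protease gene AT1G02300, up in Col-0, had an interaction of log2 -0.55 ± 0.24, adjusted p = 1 in pif457 and -0.41 ± 0.24, adjusted p = 1 in yuc2589, and RD19 of -0.12 ± 0.34 and -0.32 ± 0.34. BCAT-2 had -1.69 ± 0.77, adjusted p = 1 in yuc2589 and SEN1 -1.83 ± 0.97, adjusted p = 1, large differences that the spread of Col-0 LB leaves open. Nor did secretion genes pass, such as EXO70A1 in yuc2589 (0.15 ± 0.12) and EXO70B1 in pif457 (-0.39 ± 0.59). As lists, starvation genes (camera adjusted p = 0.017, adjusted p = 0.6 with an estimated correlation) and amino acid catabolism genes (camera adjusted p = 0.004, adjusted p = 0.59 with an estimated correlation) leaned lower in yuc2589 at the preset correlation only. Over all genes, edgeR called 0 interactions of LB with pif457 and 0 with yuc2589 in hypocotyls, and 2 and 0 in cotyledons. The 2 are UP6 (log2 2.20, adjusted p = 0.0037) and AT1G14250 (log2 2.21, adjusted p = 0.0037), chosen after their values were seen. An unadjusted p under 0.05 was reached by 724 and 411 hypocotyl genes, where 977 would be by chance, and by 904 and 515 cotyledon genes. DESeq2 called 6 and 1 in hypocotyls and 17 and 6 in cotyledons, and limma-trend 0, 0, 3 and 1. In edgeR fits of only the groups compared these counts were 0, 0, 28 and 0. The hypocotyl counts were 1 without pif457 WL replicate 1 for pif457 and 1 without yuc2589 LB replicate 3 for yuc2589, and the cotyledon count for yuc2589 1 without yuc2589 LB replicate 2 and 1 without yuc2589 LB replicate 3.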

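The 1,447 genes that LB raised in Col-0 hypocotyls rose by a median log2 of 0.48 in Col-0, 0.28 in pif457, 0.37 in yuc2589 and 0.31 in smt2-1. 295 of them passed in pif457, 523 in yuc2589 and 586 in smt2-1. Unlike most of these genes, ASN1 and ATG8F passed in both mutants. ASN1 rose by 1.82 ± 0.31 in Col-0, 1.73 ± 0.31 in pif457 and 1.12 ± 0.31 in yuc2589, and ATG8F by 0.53 ± 0.14 and 0.58 ± 0.14 in the mutants. With interactions as the rule, all 1,447 hypocotyl and 1,052 cotyledon genes fall in the class that depends on neither. The median rise in Col-0 hypocotyls is below 1.5-fold (log2 0.58). In simulated data the interaction test found 7.46% of 1.5-fold changes in either organ. Membership in this class can thus come from a lack of power and does not show that a gene is independent of PIFs and YUCs. How many of these genes do depend on them is left open. By the nested F test (limma-trend) 248 hypocotyl genes needed PIFs and YUCs, 289 PIFs only, 64 YUCs only and 619 neither, and 149, 162, 94 and 632 cotyledon genes. These add up to fewer than the 1,447 and 1,052 genes, so the sets of genes differ too. If a response in the mutant below 50% of that in Col-0 is the rule, 190 hypocotyl genes needed PIFs and YUCs, 381 PIFs only, 86 YUCs only and 790 neither. In cotyledons these were 98, 184, 96 and 674. smt2-1 also had 523 hypocotyl genes below that line, against 571 in pif457 and 276 in yuc2589. In hypocotyls the class of neither was 864 without Col-0 LB replicate 1, and in cotyledons 620 without Col-0 WL replicate 1, 688 without Col-0 LB replicate 1 and 669 without Col-0 WL replicate 2. A call is lost for ASN1 without yuc2589 WL replicate 2 (0.99) or 3 (0.86) or yuc2589 LB replicate 2 (1.12) or 3 (0.99) and ATG8F in pif457 LB without pif457 LB replicate 1 (0.44) or 2 (0.53) or pif457 WL replicate 2 (0.48) or 3 (0.50). Added to them are ATG8F in yuc2589 LB without yuc2589 LB replicate 1 (0.52) or 3 (0.51) or yuc2589 WL replicate 2 (0.51) or 3 (0.55).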

One possibility is that LB-induced hypocotyl elongation requires optimal expression of genes in WL (baseline conditions). Indeed, we found numerous genes with lower expression in *pif457* and/or *yuc2589* compared to WT in WL (Fig. 3c and Supplementary Data 5). 

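IAA6 (AT1G52830) had 0.202 ± 0.0670 CPM in pif457 against 8.40 ± 5.30 in Col-0 in WL hypocotyls. The auxin-regulated gene AT2G14900 had 1.64 ± 0.568 CPM in pif457 against 26.8 ± 11.6 in Col-0, and XTH17 (AT1G65310) 0.285 ± 0.341 CPM in yuc2589 against 9.46 ± 4.45. The other large log2 decreases in pif457 were PIL6 (-3.61 ± 0.18), PIF7 (-5.41 ± 0.21), XTH17 (-3.56 ± 0.79), AT1G29490 (-4.69 ± 0.83) and AT5G62280 (-3.46 ± 0.61). In yuc2589 they were IAA6 (-6.18 ± 1.07), AT1G29490 (-5.84 ± 0.92), XTH33 (-5.64 ± 0.84), XTH17 (-5.02 ± 0.89) and PHI-1 (-4.86 ± 0.75). Higher than in Col-0 were LEA3 (2.68 ± 0.25), ATSPS4F (1.62 ± 0.30), AT1G61795 (1.57 ± 0.29), AT5G25040 (1.56 ± 0.38), CSLB03 (1.47 ± 0.27), HMA2 (1.46 ± 0.38), AT2G32550 (1.45 ± 0.36) and XTH31 (1.40 ± 0.22) in pif457. In yuc2589 these were YUC9 (5.57 ± 1.12), BGLU18 (2.10 ± 0.60), CYP71B4 (2.08 ± 0.52), AT4G21930 (1.95 ± 0.27), AT3G53980 (1.73 ± 0.53), DAA1 (1.68 ± 0.48) and P5CS1 (1.66 ± 0.42). 4 genes were at or near 0 in whole genotypes: AT1G64795 was at 0 CPM in all WL libraries of pif457, at 0.111 ± 0.112 in yuc2589 and at 0.860 ± 1.05 in smt2-1 against 42.4 ± 10.45 in Col-0. AT5G01010 and AT5G01015 were at 0 in yuc2589 against 86.1 ± 4.45 and 13.5 ± 0.603. MRD1 had 24.4 ± 0.650 CPM in yuc2589 and 0 in Col-0. In hypocotyls pif457 had 759 genes lower and 676 higher than Col-0 and yuc2589 995 and 442, and in cotyledons 106 and 26, and 189 and 138 (edgeR, adjusted over the 3 mutants, n = 3). Genes lower in hypocotyls were 379 without Col-0 WL replicate 2 for pif457 and 586 without Col-0 WL replicate 2 for yuc2589, and genes higher 199 without pif457 WL replicate 1, 150 without Col-0 WL replicate 2 and 386 without Col-0 WL replicate 3, and 265 without yuc2589 WL replicate 1, 111 without Col-0 WL replicate 2 and 280 without yuc2589 WL replicate 3. In cotyledons genes lower were 50 without Col-0 WL replicate 2 and 114 without Col-0 WL replicate 1 and 104 without Col-0 WL replicate 2, and genes higher 11 without Col-0 WL replicate 1, 7 without Col-0 WL replicate 2, 9 without pif457 WL replicate 2, 6 without Col-0 WL replicate 3 and 17 without pif457 WL replicate 3, and 52 without Col-0 WL replicate 1, 47 without Col-0 WL replicate 2, 90 without Col-0 WL replicate 3 and 69 without yuc2589 WL replicate 3. The test then fails for AT5G25040 without Col-0 WL replicate 2 (1.45) and HMA2 without Col-0 WL replicate 2 (1.20). As fragile are AT2G32550 without pif457 WL replicate 1 (1.24) or Col-0 WL replicate 3 (1.31) and BGLU18 without Col-0 WL replicate 1 (1.94) or 2 (1.88) or yuc2589 WL replicate 3 (1.48). It also fails for CYP71B4 without Col-0 WL replicate 2 (1.92) and AT3G53980 without Col-0 WL replicate 1 (1.73), 2 (1.49) or 3 (2.00) or yuc2589 WL replicate 3 (0.74). So it is for DAA1 without Col-0 WL replicate 1 (1.66) or 2 (1.49) or yuc2589 WL replicate 3 (1.08) and P5CS1 without Col-0 WL replicate 2 (1.62) or 3 (1.62) or yuc2589 WL replicate 3 (1.21).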

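DFL1 (GH3.6, AT5G54510), which encodes an enzyme that conjugates auxin, was lower in WL hypocotyls of pif457 (log2 -1.30 ± 0.16, adjusted p = 3.4e-06) and of yuc2589 (-2.31 ± 0.17, adjusted p = 4.2e-10). So was KDR (-1.83 ± 0.23 and -2.91 ± 0.24). HB4 was lower in pif457 (-1.99 ± 0.31) and did not pass in yuc2589 (-0.29 ± 0.28, adjusted p = 0.64). FK (FACKEL), a sterol reductase gene, was lower in yuc2589 (-0.65 ± 0.17) and did not pass in pif457 (-0.39 ± 0.17, adjusted p = 0.18). Of the genes lower in at least 1 mutant, 548 were lower in both, 211 in pif457 only and 447 in yuc2589 only, where 38.7 shared genes would follow from the list sizes alone. Both mutants are compared with the same Col-0 libraries, from which part of the excess may come. Simulated counts with no effect (0 shared genes) call too few genes to measure it. Genes lower in both numbered 282 without Col-0 WL replicate 2, and those of pif457 only 132 without pif457 WL replicate 1 and 97 without Col-0 WL replicate 2. Auxin response genes (27 of 34, Fisher's exact adjusted p = 2.5e-34) and wall-loosening genes (9 of 24, Fisher's exact adjusted p = 1.6e-07) were over-represented among the shared genes. No call remains for FK without Col-0 WL replicate 2 (-0.60).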

We note that most WL-misregulated genes in hypocotyls required both PIFs and YUCs as observed in the hypocotyls of LRFR-treated seedlings (Fig. 3c and Supplementary Fig. 3b). In contrast, in cotyledons more required PIFs but not YUC (Fig. 3c and Supplementary Fig. 3b). 

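In WL cotyledons YUC9 and HFR1 (AT1G02340) were lower in pif457 (log2 -6.32 ± 1.19, adjusted p = 0.0027 and -2.00 ± 0.30, adjusted p = 2.0e-04). In yuc2589 HFR1 did not pass (0.80 ± 0.28, adjusted p = 0.18) and YUC9 was higher (2.35 ± 0.48). SAUR22, SAUR23 and SAUR24 were lower in pif457 (-3.39 ± 0.61, -3.02 ± 0.47 and -2.67 ± 0.44), of which SAUR24 alone passed in yuc2589 (-1.95 ± 0.42). IAA29 was lower in both mutants (-4.22 ± 0.59 and -4.55 ± 0.60). The clock genes LHY, RVE1, CCA1 and RVE8 were lower in yuc2589 (-1.45 ± 0.18, -0.86 ± 0.16, -0.56 ± 0.12 and -1.02 ± 0.23). Shade markers were lower in 10 of 17 cases in pif457 (13 down adjusted over the list alone, camera adjusted p = 7.0e-34) and in 6 in yuc2589. Auxin response genes were lower in 10 and 17 of 33 (17 down adjusted over the list alone in pif457, 26 down adjusted over the list alone in yuc2589). In all, 37 genes were lower in both, 69 in pif457 only and 152 in yuc2589 only. These counts were 13 without Col-0 WL replicate 2 and 24 without yuc2589 WL replicate 2 for both, 44 without Col-0 WL replicate 1 and 37 without Col-0 WL replicate 2 for pif457 only, and 85 without Col-0 WL replicate 1, 91 without Col-0 WL replicate 2 and 94 without yuc2589 WL replicate 3 for yuc2589 only. YUC9 loses its call without Col-0 WL replicate 1 (2.05). SAUR24 loses it without yuc2589 WL replicate 1 (-1.76) or 2 (-1.70) or Col-0 WL replicate 2 (-1.76). The same holds for CCA1 without Col-0 WL replicate 1 (-0.52) or yuc2589 WL replicate 2 (-0.47) and RVE8 without Col-0 WL replicate 1 (-0.96) or 3 (-1.005) or yuc2589 WL replicate 1 (-0.97), 2 (-1.04) or 3 (-1.04).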

Although in the WT LB did not strongly induce these genes, their expression levels in the mutants were also lower in LB (Fig. 3d). 

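IAA2 (AT3G23030), lower in WL hypocotyls of both mutants, was at 185 ± 46.4 CPM in LB in Col-0, 89.1 ± 7.95 in pif457 and 52.9 ± 10.1 in yuc2589. PRE1 (AT5G39860) was at 4.52 ± 2.15, 0.963 ± 0.475 and 1.00 ± 0.450. Of the 548 hypocotyl genes lower in both mutants in WL, 546 had a lower LB level in pif457 than in Col-0, 473 of them passing, with a median log2 of -1.02 after -0.97 in WL. In yuc2589 545 were lower, 479 passing, with medians of -1.11 in LB and -1.25 in WL. In Col-0 these genes moved by a median log2 of 0.06 in LB, with 59 up and 32 down, and by 0.81 in LRFR, with 397 up. The 37 such cotyledon genes were all lower in LB in both mutants, 19 passing in pif457 and 28 in yuc2589. The LB comparison uses other libraries than the WL one, so it measures the same genes anew.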

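The helix-loop-helix gene PRE5 (AT3G28857) was lower in WL hypocotyls of pif457 and yuc2589 (log2 -3.59 ± 0.67 and -3.41 ± 0.66). So were XTH8 (-1.96 ± 0.29 and -3.23 ± 0.31), the tubulin gene TUA5 (-0.86 ± 0.11 and -1.20 ± 0.11), the gibberellin synthesis gene GA20OX1 (-2.61 ± 0.57 and -4.85 ± 0.66) and the auxin gene WES1 (-2.56 ± 0.30 and -2.48 ± 0.30). XTH31 was higher in both, by 1.66 ± 0.23 in yuc2589, against its list. Lower genes made up 28 of 34 in pif457 and 29 in yuc2589 of the auxin response list (30 down adjusted over the list alone and 31 down adjusted over the list alone, camera adjusted p = 3.7e-45 in pif457). They made up 7 of 12 in pif457 and 8 in yuc2589 of the brassinosteroid list and 9 of 24 in pif457 and 11 in yuc2589 of the wall-loosening list (camera adjusted p = 1.3e-06 in pif457). The actin and tubulin list had 12 of 17 lower in pif457 and 10 in yuc2589. Lower too were 5 of 21 in pif457 and 7 in yuc2589 of the hormone synthesis list (1 up and 9 down adjusted over the list alone and 4 up and 8 down adjusted over the list alone). Blue and UV light response genes had 1 lower and 2 higher of 18 in pif457, the latter SIGE and HYH (0.79 ± 0.14 and 0.70 ± 0.16), and none in yuc2589. Of 19 starvation genes PHI-1 was lower in both mutants (-2.94 ± 0.66 and -4.86 ± 0.75), and TPS5 higher in yuc2589 (0.86 ± 0.25). GA20OX1 loses its call without Col-0 WL replicate 2 (-1.82). HYH loses it without pif457 WL replicate 1 (0.56) or Col-0 WL replicate 2 (0.59). Equally lost are TPS5 without Col-0 WL replicate 2 (0.72) or 3 (0.86) or yuc2589 WL replicate 3 (0.65).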

Many GO terms related to growth, hormones and cell wall as well as “response to blue light” and “response to starvation” were enriched in the PIF- and YUC-dependent genes in hypocotyls (Supplementary Fig. 3c and Supplementary Data 5). We conclude that in contrast to LRFR, LB-gene induction was less dependent on PIFs and YUCs.

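The starvation gene DYL1 rose in LB in Col-0, pif457 and yuc2589 hypocotyls (log2 1.12 ± 0.27, 1.13 ± 0.27 and 0.96 ± 0.27). The LRFR gene HB-2 (AT4G16780) rose by 1.63 ± 0.17 in Col-0, by 1.55 ± 0.17 in yuc2589 and by 0.79 ± 0.17 in pif457. Over all genes induced in Col-0 hypocotyls, the median response in pif457 was 0.08 against 0.66 in Col-0 in LRFR, and the share of genes with a smaller response than Col-0 was 99.8% in LRFR against 88.8% in LB. In yuc2589 that share was 97.3% against 80.2%, and in smt2-1 53.8% against 84.0%. Cotyledon medians in LRFR were 0.75 in Col-0, 0.23 in pif457 and 0.48 in yuc2589, and in LB 0.57, 0.40 and 0.45. The genes were chosen on their Col-0 values, which makes the response of any other genotype look smaller. In LB smt2-1 (84.0%) came near pif457 (88.8%), so these shares do not measure how far LB induction is kept. In LRFR pif457 (99.8%) and yuc2589 (97.3%) stood far above smt2-1 (53.8%). The authors raise the possibility that low WL levels of growth genes add to the poor LB growth of the mutants. Left-out libraries end the call for DYL1 in pif457 LB without pif457 WL replicate 3 (1.09) and DYL1 in yuc2589 LB without yuc2589 WL replicate 1 (1.00), 2 (0.93) or 3 (0.93) or yuc2589 LB replicate 3 (0.81).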

**Fig. 3:**
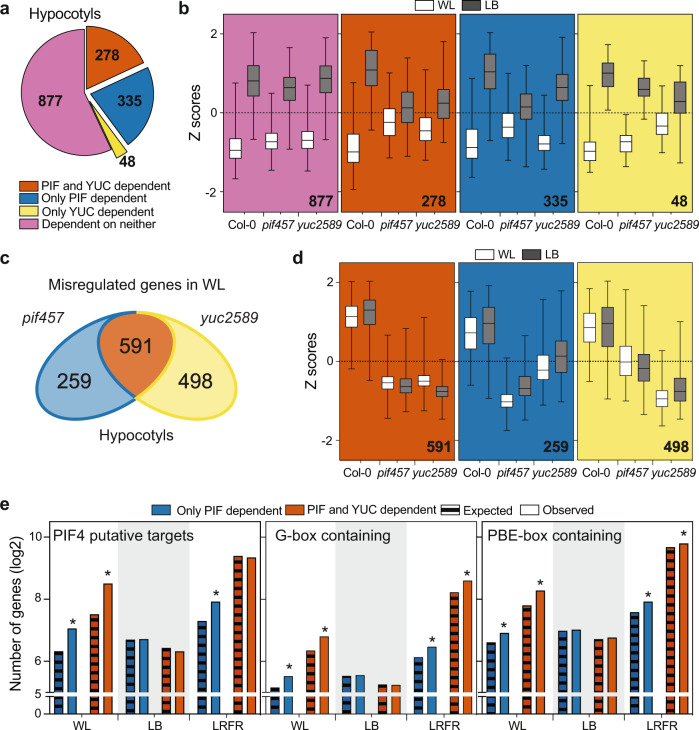
PIFs & YUCs are required for basal expression of many growth- and hormone-associated genes in hypocotyls of WL-grown seedlings. **a** The distribution of LB-induced genes in hypocotyls according to the dependence on PIFs and YUCs using the comparison of Col-0, *pif457,* and *yuc2589* transcriptomes (FDR < 0.05, *F* test with post hoc test). **b** Distributions of Z-scores computed from replicate averages for categories shown in (**a**). **c** Number of misregulated genes in *pif457* and *yuc2589* hypocotyls compared to Col-0 in WL (FDR < 0.05, *T* test with BH correction). **d** Distributions of Z-scores computed from replicates averages for genes that are grouped as in (**c**). **e** Comparison of PIF-dependent genes in hypocotyls with putative PIF4 targets (as listed in ref. 26), promoters (1 kb upstream) containing G-box (CACGTG) or PBE-box (CATGTG). Asterisks (*) indicate the statistically significant overrepresentation compared to expected (*P* < 0.05, Binomial distribution, one-tailed; the exact *P* values are available in the Source Data). **b**, **d** The horizontal bar represents the median; boxes extend from the 25th to the 75th percentile, whiskers extend to show the data range. Numbers indicate significantly regulated genes in the given categories and/or GO terms. The full list of misregulated genes, enriched GO terms, and enriched motifs are given in Supplementary Data 4, 5, and 6. See also Supplementary Fig. 3.

Finally, we compared each set of PIF-dependent genes in WL, LB, and LRFR with putative PIF4 targets^26^ (Supplementary Data 6). PIF-dependent genes in WL and LRFR (Figs. 2 and 3c and Supplementary Fig. 3b) were significantly enriched in PIF4 targets for both organs (Fig. 3e and Supplementary Fig. 3d). One exception was PIF and YUC-dependent genes in LRFR in hypocotyls, which may indicate that these genes are induced by auxin produced downstream of PIFs (Fig. 3e). Similarly, for both organs, promoter motif enrichment analysis showed that PIF-bound sequences (G-box and PBE-box) were overrepresented among PIF-dependent genes in WL and LRFR but not in LB (Fig. 3e, Supplementary Fig. 3d, and Supplementary Data 6). These results suggest that PIFs directly regulate numerous genes in WL conditions, which may contribute to impaired hypocotyl elongation of *pif457* mutants in LB.

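The PBE-box, CACATG, stood within 1,000 bp upstream of 289 of 548 (52.7% against 37.5%, Fisher's exact adjusted p = 4.3e-11) hypocotyl genes lower in WL in both mutants, and of 100 of 211 (47.4% against 37.8%, Fisher's exact adjusted p = 0.021) lower in pif457 only. Genes lower in yuc2589 only had it about as often, in 210 of 447 cases (47.0% against 37.7%, Fisher's exact adjusted p = 8.0e-04). The enrichment was thus not particular to genes called lower in pif457. These 447 genes leaned lower in pif457 as well, with a median log2 of -0.30 in WL, and 147 of them passed as lower in LB. They are thus not a set of genes unchanged in pif457, and their enrichment does not argue against PIFs. Among LRFR-induced hypocotyl genes it was enriched in the class of PIFs only (49.0%, adjusted p = 1.1e-05) and of neither (42.8%, adjusted p = 8.0e-04) and not in that of PIFs and YUCs (40.6%, adjusted p = 0.26). Genes raised by LB were not enriched for it (39.0%, adjusted p = 0.47 in hypocotyls, 35.8%, adjusted p = 0.32 in cotyledons). The G-box, CACGTG, passed in no hypocotyl class (in LRFR 18.0%, adjusted p = 0.39 for PIFs only, in WL 18.6%, adjusted p = 0.26 for both). In cotyledons it passed for LRFR-induced genes of PIFs only, 25 of 94 (26.6% against 16.2%, Fisher's exact adjusted p = 0.035), and this was lost with 500 bp (13.8%, adjusted p = 0.45). Cotyledon genes lower in WL carried the PBE-box in 62.3%, adjusted p = 5.9e-04 for pif457 only and 64.9%, adjusted p = 0.0053 for both mutants, the latter lost with 500 bp (32.4%, adjusted p = 0.26). Those lower in yuc2589 only carried it in 49.3% (Fisher's exact adjusted p = 0.019). Of LRFR-induced cotyledon genes, YUCs only (73.3%, Fisher's exact adjusted p = 0.023) and neither (43.9%, 0.0024) passed for it, and PIFs only did not (38.3%, 0.93). Upstream of SMT2 (chromosome 1, 7,038,527 to 7,040,231, TAIR10.1) lie 1 G-box at 7,040,740 and 1 PBE-box at 7,040,817, and upstream of SMT3 (chromosome 1, 28,550,202 to 28,551,836) 1 PBE-box at 28,552,458 and no G-box.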

### In LRFR PIFs selectively induce *SMT2* expression in the hypocotyl

We confirmed that in hypocotyls LRFR induced numerous genes in diverse anabolic processes (Fig. 1d)^14^, predominantly downstream of PIFs and YUCs (Fig. 2c and Supplementary Data 3). 

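The nucleolar gene AT3G22660, raised by LRFR in Col-0 hypocotyls, responded less in pif457 and in yuc2589 (interaction log2 -1.33 ± 0.25, adjusted p = 6.9e-04 and -1.09 ± 0.24, adjusted p = 0.004). So did FIB1 (-0.81 ± 0.15 and -0.69 ± 0.15) and NUC-L1 (-0.81 ± 0.22 and -0.84 ± 0.22). FIB2 passed in yuc2589 (-2.22 ± 0.54, adjusted p = 0.0072) and not in pif457 (-1.42 ± 0.54, adjusted p = 0.085). Among ribosome biogenesis genes a smaller response passed for 8 of 15 in pif457 (11 down adjusted over the list alone, camera adjusted p = 3.3e-06, adjusted p = 0.3 with an estimated correlation). It passed for 11 in yuc2589 (11 down adjusted over the list alone, camera adjusted p = 2.7e-08, adjusted p = 0.18 with an estimated correlation), and among ribosomal protein genes for 10 and 13 of 23. The tubulin genes TUB6 (-1.40 ± 0.17 and -0.69 ± 0.17) and TUA2 (-1.09 ± 0.22 and -1.19 ± 0.22) were reduced in both mutants. Of their list 11 of 17 actin and tubulin genes passed in pif457 (14 down adjusted over the list alone, camera adjusted p = 1.1e-10, adjusted p = 0.14 with an estimated correlation) and 13 in yuc2589. In the mevalonate route HMGS (AT4G11820) was reduced (-0.98 ± 0.26 and -1.39 ± 0.26). As a list the route leaned the same way (7 down adjusted over the list alone in pif457 and 8 down adjusted over the list alone in yuc2589, camera adjusted p = 0.0017 in pif457). The cellulose list was split, with AT1G45688 reduced (-0.71 ± 0.14 and -0.72 ± 0.14) and the fall of CESA5 undone in pif457 (0.90 ± 0.19).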

The dependency on PIFs could be direct or indirect as PIFs induce YUC-mediated auxin production in cotyledons^13–18^. Previously, we reported that more cotyledon-fixed carbon was allocated into the lipid fraction of elongating hypocotyls in LRFR-treated *B. rapa*^35^. Lipid biosynthesis is required for membrane expansion in rapidly elongating cells^31,32^ and was a prominent example of LRFR and PIF-regulated anabolic processes in hypocotyls (Fig. 2c). We focused on sterols because of the global upregulation of the pathway, including several potential direct PIF targets (Figs. 1d and 2c and Supplementary Fig. 4a)^26,45^. 

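Most of the sterol genes listed rose in LRFR hypocotyls. SMO2-1 (AT1G07420) went from 37.1 ± 5.40 to 127 ± 6.51 CPM (log2 1.78 ± 0.14, adjusted p = 3.4e-10). The squalene epoxidase gene SQE2 (AT2G22830) went from 14.4 ± 4.07 to 33.5 ± 3.05 CPM (log2 1.22 ± 0.17, adjusted p = 7.3e-06). SQS1, SMO1-1 and CAS1 rose by 0.65 ± 0.09, 0.78 ± 0.12 and 0.67 ± 0.12. Of 26 sterol genes 16 rose, 2 fell and 8 did not pass (17 up and 3 down adjusted over the list alone, camera adjusted p = 1.6e-05). CYP710A2, which makes stigmasterol or brassicasterol, and AT4G22755 went the other way (-1.13 ± 0.25 and -1.52 ± 0.45), and FK and CYP51G1 did not pass (0.34 ± 0.17 and -0.15 ± 0.10). LB lowered SMO2-1 and SQE3 (-0.39 ± 0.14 and -1.93 ± 0.16) and raised SMT1 and CPI1 (0.42 ± 0.14 and 0.58 ± 0.12), 2 and 2 of the list (2 up and 2 down adjusted over the list alone). In WL 7 of 26 were lower than Col-0 in pif457 (1 up and 10 down adjusted over the list alone, camera adjusted p = 1.3e-06) and 10 in yuc2589 (1 up and 11 down adjusted over the list alone, camera adjusted p = 3.7e-06). The authors give the broad rise of the pathway, with possible direct PIF targets in it, as their reason to focus on sterols. With 1 library left out, the call is lost for AT4G22755 without Col-0 WL replicate 1 (-1.33) or Col-0 LRFR replicate 3 (-1.21) and SMO2-1 without Col-0 WL replicate 2 (-0.26) or Col-0 LB replicate 2 (-0.33) or 3 (-0.42). Further ones are SMT1 without Col-0 WL replicate 1 (0.34) or 3 (0.39) or Col-0 LB replicate 1 (0.43), 2 (0.44) or 3 (0.38).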

Sterols are indispensable constituents of the PM and precursors of BR growth hormones and several biosynthesis mutants are either embryo lethal or show major growth defects^36^. C-24 sterol methyltransferases (SMT), encoded by two paralogs *SMT2* and *SMT3*, act at a branch point leading to the synthesis of the predominant PM sterol: sitosterol (Fig. 4a)^33,36,46–48^. Sitosterol levels decrease dramatically in *smt2* and marginally in *smt3* mutants but these mutants still contain high levels of other sterols (e.g., campesterol) and BR and they do not have serious growth defects^46–48^. This enabled us to conduct physiological and molecular experiments using these mutants.

**Fig. 4:**
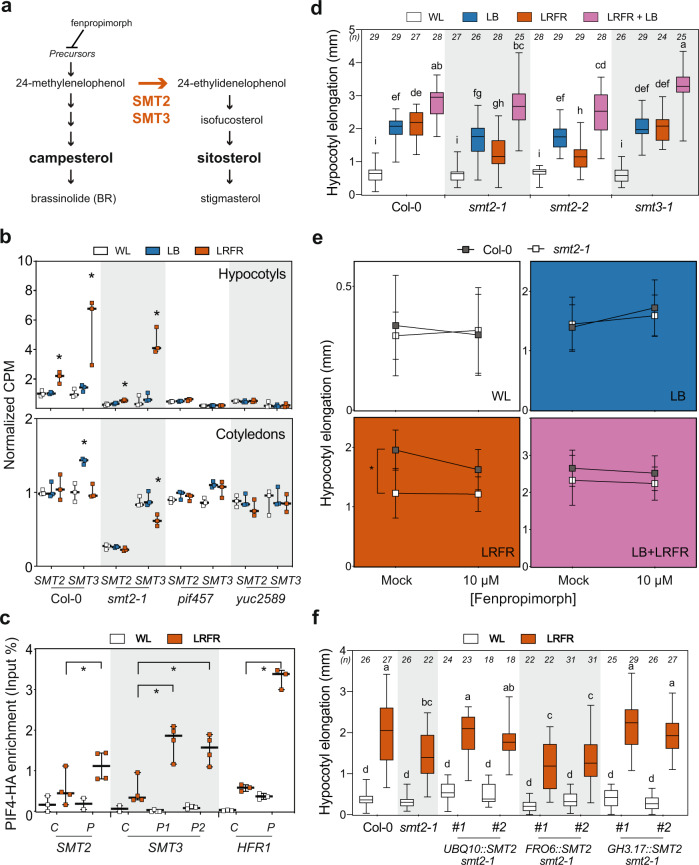
SMT2 is required locally for LRFR-induced hypocotyl elongation. **a** A simplified representation of sterol biosynthesis pathway in *Arabidopsis*^46^. **b** Normalized CPM (counts per million, normalized to Col-0 average in WL) of *SMT2* and *SMT3* in the indicated genotypes and conditions (data from RNA-seq). **c** PIF4-HA binding to the promoter of the indicated genes. PIF4-HA enrichment is quantified by qPCR and presented as IP/Input. Control—C, Peak—P. **d**–**f** Hypocotyl elongation of the indicated genotypes. **d**, **f** The horizontal bar represents the median; boxes extend from the 25th to the 75th percentile, whiskers extend to show the data range. **b**, **c** Each data point indicates biologically (**b**) or technically (**c**) independent samples, the horizontal bar represents the median, whiskers extend to show the data range. **e** Data are means ± SD with a regression line. Different letters (**d**, **f**, two-way ANOVA with Tukey’s HSD test) and asterisks (*) (**b**, **c**, Student’s *T* test, one-tailed) (**e**, two-way ANOVA) indicate a significant difference (*P* < 0.05) compared to WL (**b**) or control (**c**), and between genotypes in given light condition (**e**). The exact *P* values are available in the Source Data. Sample size (*n*) that is given on top (**d**, **f**); **e** for Col-0; *n* (WL-Mock) = 21, *n* (WL-10 µM) = 21, *n* (LB-Mock) = 26, *n* (LB-10 µM) = 26; *n* (LRFR-Mock) = 24, *n* (LRFR-10 µM) = 24, *n* (LB + LRFR-Mock) = 25, *n* (LB + LRFR-10 µM) = 25; for *smt2-1*; *n* (WL-Mock) = 12, *n* (WL-10 µM) = 14, *n* (LB-Mock) = 20, *n* (LB-10 µM) = 21, *n* (LRFR-Mock) = 16, *n* (LRFR-10 µM) = 18, *n* (LB + LRFR-Mock) = 24, *n* (LB + LRFR-10 µM) = 18) indicates biologically independent seedlings examined over one experiment. The experiments were repeated two (**e**) and three (**c**, **d**, **f**) times with similar results. See also Supplementary Fig. 4.

Induction of *SMT2* and *SMT3* expression specifically occurred in LRFR, selectively in hypocotyls, and in a PIF and YUC-dependent manner (Fig. 4b). Furthermore, LRFR led to enhanced PIF4-HA binding to the promoter of *SMT2* and *SMT3* (Fig. 4c) in *PIF4p:PIF4-HA* (*pif4-101)* seedlings^49^. 

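SMT2 (AT1G20330) stood at 169 ± 34.4 CPM in WL, 175 ± 11.8 in LB and 356 ± 67.7 in LRFR in Col-0 hypocotyls (log2 1.08 ± 0.17, adjusted p = 2.1e-05 for LRFR). SMT3 (AT1G76090) was at 13.9 ± 3.91, 19.2 ± 3.12 and 78.2 ± 32.6 (log2 2.49 ± 0.48, adjusted p = 3.2e-04). In cotyledons neither passed in LRFR (SMT2 0.08 ± 0.12, adjusted p = 0.73, SMT3 0.01 ± 0.13, adjusted p = 0.98). The organs differed in their response (SMT2 0.97 ± 0.20, adjusted p = 0.0021, SMT3 2.46 ± 0.48, adjusted p = 9.2e-04, edgeR on both organs together, n = 3). LB raised SMT3 in cotyledons (0.51 ± 0.13, adjusted p = 0.011), from 49.0 ± 6.17 to 69.7 ± 2.00 CPM. In pif457 hypocotyls SMT2 had 76.4 ± 5.67 CPM in WL and 95.7 ± 10.2 in LRFR, and in yuc2589 81.8 ± 4.77 and 82.9 ± 13.1. The LRFR response of SMT2 was reduced in pif457 (-0.75 ± 0.23, adjusted p = 0.033) and yuc2589 (-1.06 ± 0.23, adjusted p = 0.0035). That of SMT3 was reduced too (-2.29 ± 0.70, adjusted p = 0.031 and -2.81 ± 0.70, adjusted p = 0.0083). SMT2 was also below Col-0 in WL in both mutants (-1.14 ± 0.17 and -1.04 ± 0.17), and SMT3 -2.58 ± 0.51 and -2.11 ± 0.50. The third methyltransferase gene, SMT1, rose in LRFR hypocotyls as well (0.77 ± 0.14) and differed between organs (1.09 ± 0.18, adjusted p = 9.5e-05). The call does not survive for SMT3 in cotyledons without Col-0 WL replicate 1 (0.42) and SMT2 in hypocotyls without Col-0 WL replicate 1 (-0.63) or 3 (-0.72), Col-0 LRFR replicate 1 (-0.63) or 2 (-0.72), pif457 WL replicate 2 (-0.71) or 3 (-0.73) or pif457 LRFR replicate 2 (-0.77) or 3 (-0.67). Lost too are SMT3 in hypocotyls in the interaction with pif457 LRFR without Col-0 WL replicate 1 (-2.21) or 3 (-2.15), Col-0 LRFR replicate 1 (-2.13) or 2 (-2.08), pif457 LRFR replicate 2 (-2.24) or 3 (-2.29) or pif457 WL replicate 3 (-2.28) and SMT3 in hypocotyls in the interaction with yuc2589 LRFR without yuc2589 WL replicate 2 (-1.79). To these belong SMT3 in hypocotyls in WL for yuc2589 without Col-0 WL replicate 2 (-1.86).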

We also detected a significant PIF7-HA enrichment on the *SMT3* but not the *SMT2* promoter (Supplementary Fig. 4b) in *PIF7p:PIF7-HA* (*pif7-2)*^50^. PIF7-HA binding to *SMT3* and *HFR1*, the latter being used as a positive control, was much lower than PIF4-HA binding (Fig. 4c and Supplementary Fig. 4b). Taken together, our data show that PIFs induce *SMT2* and *SMT3* expression specifically in hypocotyls and this is accompanied by enhanced PIF binding to *SMT* promoters in LRFR.

We used *smt2* and *smt3* mutants^46–48^ to test the importance of these genes in hypocotyl growth. Hypocotyl elongation was significantly reduced in two independent *smt2* alleles and *smt2smt3* double mutants, whereas the response to LRFR was unaffected in *smt3* (Fig. 4d and Supplementary Fig. 4c). Similarly, when applied simultaneously with light treatments, fenpropimorph, which inhibits sterol biosynthesis upstream of SMTs^33,51^, reduced hypocotyl elongation in LRFR (Fig. 4a, e). Furthermore, increased drug concentration resulted in a steeper reduction in hypocotyl elongation of WT compared to *smt2-1* in LRFR (Supplementary Fig. 4d). Interestingly, hypocotyl elongation of *smt2* and *smt3* mutants was as in the WT in WL and LB (Fig. 4d). These phenotypes highlight the stronger requirement for *SMT2/SMT3* in LRFR than in other light conditions (Fig. 4b, d). Remarkably, LB + LRFR combination mimicking vegetative shade rescued the reduced hypocotyl elongation of *smt2-1* in LRFR (Fig. 4d). Similarly, inhibition of sterol biosynthesis during LB and LB + LRFR treatments did not reduce hypocotyl elongation (Fig. 4e). This result contrasts with the hypocotyl phenotype of *smt2smt3* in LB and LB + LRFR (Supplementary Fig. 4c). The *smt2smt3* double mutant contains only trace amounts of sitosterol, whereas sitosterol biosynthesis is partially impaired in *smt2* and upon fenpropimorph treatment (at the tested concentration)^46,48,51^. Thus, these results indicate that in the *smt2* mutant, which contains low levels sitosterol, hypocotyl elongation is primarily affected in LRFR while in the *smt2smt3* double mutant, which contains trace amounts of sitosterol, hypocotyl elongation is impaired more broadly.

To determine whether SMT2 is required locally for LRFR-induced hypocotyl growth, we phenotyped *smt2-1* transformed with the *SMT2* coding sequence controlled by a ubiquitous (*UBQ10*), cotyledons specific (*FRO6*)^52^ or hypocotyls-specific promoter (*GH3.17*)^53^ (Supplementary Fig. 4e). *UBQ10-* and *GH3.17-*driven *SMT2* rescued the *smt2-1* phenotype in LRFR in two independent insertion lines for each construct, whereas *FRO6* did not (Fig. 4f). Taken together our data shows that PIF selectively regulate *SMT2/SMT3* expression in the hypocotyl (Fig. 4b, c) and that *SMT2* expression in the hypocotyl is functionally important (Fig. 4f).

One characteristic phenotype of the *smt2* and *smt2smt3* mutants is an impaired cotyledon vasculature pattern (cvp) (Supplementary Fig. 5a)^46–48^. Auxin transport from cotyledons to hypocotyls is required for LRFR-induced elongation^19,20,28^. Thus, we determined hypocotyl growth of other severe *cvp* mutants, *cvp2* and *cvp2cvl1* (Supplementary Fig. 5a) that do not interfere with sterol biosynthesis^54^. Both *cvp* mutants showed normal hypocotyl elongation in LRFR (Supplementary Fig. 5b), suggesting that the cotyledon vasculature problem of *smt2* alone does not explain its hypocotyl growth defect in LRFR. To further analyze the *smt2* phenotype, we used RNA sequencing, which showed that the transcriptome of *smt2-1* was similar to Col-0 in LB and LRFR in both organs (Supplementary Fig. 5c, d and Supplementary Data 7). 

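IAA29, ST2A and SMO2-1 rose in LRFR hypocotyls of smt2-1 (log2 2.91 ± 0.31, adjusted p = 3.9e-08, 4.16 ± 0.59, adjusted p = 4.1e-06 and 1.91 ± 0.14, adjusted p = 1.0e-10). Their interactions with genotype did not pass (0.68 ± 0.40, -1.50 ± 0.78 and 0.13 ± 0.19). SMT2 itself rose from 42.1 ± 10.8 to 90.0 ± 8.28 CPM, below Col-0 throughout, with an interaction of 0.02 ± 0.23, adjusted p = 0.99. In hypocotyls of smt2-1 LRFR raised 3,215 and lowered 3,302 genes and LB 1,138 and 1,934. In cotyledons LRFR raised 729 and lowered 797 and LB 545 and 1,182. Fits of only the groups compared gave 2,072 up and 1,451 down in LRFR and 269 and 1,024 in LB in hypocotyls, and cotyledon counts within 1.5 times those above. Interactions of smt2-1 passed for 6 genes (AT4G19530, AT1G11330, SD1-13, AT4G19380, emb2742 and AT2G29660, chosen after their values were seen) in LRFR and 0 in LB in hypocotyls and for 0 and 0 in cotyledons (edgeR, n = 3). There was an unadjusted p under 0.05 for 1,750, 1,099, 924 and 686 genes. DESeq2 called 37, 3, 3 and 0, and limma-trend 6, 0, 0 and 0. In WL the genotypes did differ: smt2-1 hypocotyls had 888 genes higher and 350 lower than Col-0 and cotyledons 245 and 92, or 210, 140, 537 and 293 in fits of only the groups compared. The largest hypocotyl differences were higher UPB1 (2.54 ± 0.75), AT1G26790 (2.19 ± 0.51), LEA3 (2.11 ± 0.25), BHLH101 (2.02 ± 0.61), NAP (2.01 ± 0.59), HSFA6A (1.78 ± 0.47), BT1 (1.65 ± 0.44) and MBF1C (1.64 ± 0.42). The largest falls were AT1G64795 (-5.63 ± 0.60), CYP79F2 (-3.15 ± 0.89), XTH17 (-2.39 ± 0.73), XTH33 (-2.33 ± 0.65), GA20OX1 (-2.25 ± 0.56), PAO1 (-2.10 ± 0.32), GLL22 (-2.02 ± 0.62) and SMT2 (-2.00 ± 0.17). Auxin response genes were lower in 5 of 34 cases (11 down adjusted over the list alone, camera adjusted p = 8.5e-09, adjusted p = 0.27 with an estimated correlation), among them DFL1 (-0.98 ± 0.16, adjusted p = 1.7e-04). Genes higher in hypocotyls in WL were 276 without Col-0 WL replicate 2 and 524 without Col-0 WL replicate 3 and genes lower 82 without Col-0 WL replicate 2, and in cotyledons 118 without Col-0 WL replicate 1, 163 without smt2-1 WL replicate 1, 109 without Col-0 WL replicate 2 and 143 without Col-0 WL replicate 3, and 47 without Col-0 WL replicate 1, 61 without smt2-1 WL replicate 1, 42 without Col-0 WL replicate 2 and 52 without Col-0 WL replicate 3. The LRFR interaction count was 3 without smt2-1 WL replicate 1, 2 without smt2-1 WL replicate 3, 3 without Col-0 LRFR replicate 3 and 3 without smt2-1 LRFR replicate 3 in hypocotyls and 2 without smt2-1 LRFR replicate 1 and 1 without smt2-1 LRFR replicate 3 in cotyledons, genes up in cotyledons were 301 without smt2-1 WL replicate 1, 293 without smt2-1 LB replicate 1, 309 without smt2-1 WL replicate 2 and 351 without smt2-1 LB replicate 3 in LB and 478 without smt2-1 WL replicate 1 and 449 without smt2-1 WL replicate 3 in LRFR. Leaving out 1 library ends the call for UPB1 without Col-0 WL replicate 1 (2.33), 2 (2.46) or 3 (2.87) or smt2-1 WL replicate 1 (2.37) or 3 (2.35) and BHLH101 without Col-0 WL replicate 1 (2.31), 2 (1.87) or 3 (1.91) or smt2-1 WL replicate 1 (1.88) or 2 (1.88). Added to them are NAP without Col-0 WL replicate 1 (1.89) or 2 (1.82) or smt2-1 WL replicate 1 (1.77) or 3 (1.86) and HSFA6A without Col-0 WL replicate 2 (1.48) or smt2-1 WL replicate 3 (1.57). As fragile are BT1 without Col-0 WL replicate 1 (1.57), 2 (1.81) or 3 (1.57) or smt2-1 WL replicate 3 (1.54) and MBF1C without smt2-1 WL replicate 1 (1.19) or Col-0 WL replicate 2 (1.60) or 3 (1.61). It also fails for CYP79F2 without Col-0 WL replicate 1 (-2.72) or 2 (-3.13) or smt2-1 WL replicate 1 (-3.34), 2 (-3.11) or 3 (-3.04) and XTH17 without smt2-1 WL replicate 1 (-2.08) or 3 (-2.15) or Col-0 WL replicate 2 (-1.93) or 3 (-2.59). So it is for XTH33 without Col-0 WL replicate 2 (-2.27) or 3 (-2.29) or smt2-1 WL replicate 2 (-2.11) or 3 (-2.29) and GA20OX1 without smt2-1 WL replicate 1 (-1.96) or Col-0 WL replicate 2 (-1.47). The same holds for GLL22 without Col-0 WL replicate 1 (-2.05), 2 (-1.92) or 3 (-2.08) or smt2-1 WL replicate 1 (-1.92), 2 (-2.31) or 3 (-1.88).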

LRFR-induced expression of the major genes coding for auxin biosynthesis was similar in Col-0 and *smt2-1* (Fig. 5a). Furthermore, comparison of our LRFR transcriptome and 2 h picloram (synthetic auxin)-regulated genes in hypocotyls^55^ showed a high correlation between these treatments for Col-0 and *smt2-1* (Fig. 5b and Supplementary Data 8), but not in *pif457* and *yuc2589* which are impaired in auxin biosynthesis in LRFR^14,18,56^. 

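YUC8 rose from 12.7 ± 6.79 to 126 ± 26.9 CPM in smt2-1 and from 19.5 ± 10.9 to 148 ± 59.4 in Col-0 in LRFR cotyledons. YUC2 rose from 9.98 ± 3.27 to 42.7 ± 6.42 CPM in smt2-1 and from 10.0 ± 2.44 to 34.2 ± 10.8 in Col-0. YUC9 rose from 0.755 ± 0.389 to 13.9 ± 4.70 CPM in smt2-1 and from 1.13 ± 0.571 to 14.9 ± 5.04 in Col-0. All 3 passed in smt2-1 (log2 3.31 ± 0.48, adjusted p = 1.5e-05, 2.10 ± 0.34, adjusted p = 8.7e-05 and 4.19 ± 0.50, adjusted p = 6.9e-07). None had an interaction (0.39 ± 0.63, 0.33 ± 0.47 and 0.47 ± 0.68). YUC5 did not rise in either genotype (-0.85 ± 0.38 in smt2-1 and -0.14 ± 0.39 in Col-0). TAA1 fell in smt2-1 as in Col-0 (-1.92 ± 0.21, adjusted p = 1.7e-07). In hypocotyls YUC8 passed in smt2-1 (2.02 ± 0.62, adjusted p = 0.017) and not in Col-0 (1.05 ± 0.60, adjusted p = 0.24), with an interaction of 0.97 ± 0.85, adjusted p = 0.74. With the approximate standard errors, the 95% interval of the YUC8 interaction in cotyledons runs from -0.84 to 1.62 and that of YUC2 from -0.59 to 1.25. So 3 replicates leave room for differences of that size. A call is lost for YUC8 without smt2-1 WL replicate 1 (1.94) or 2 (1.68) or smt2-1 LRFR replicate 1 (1.71).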

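Genes that the authors list as raised by picloram mostly rose in LRFR hypocotyls. In Col-0 these were 360 up and 5 down of 676 (403 up and 10 down adjusted over the list alone, camera adjusted p = 6.3e-28). In smt2-1 they were 391 up and 3 down (430 up and 6 down adjusted over the list alone, camera adjusted p = 2.6e-31). Genes that picloram lowers fell, with 0 up and 227 down of 366 in Col-0 (camera adjusted p = 1.4e-37) and 0 up and 266 down in smt2-1 (camera adjusted p = 1.7e-39). Their median log2 change in LRFR was 0.79 and -0.94 in Col-0 and 0.94 and -1.27 in smt2-1, against 0.15 and 0.00 in yuc2589 and 0.06 and -0.12 in pif457. In pif457 3 up and 3 down passed of the raised list and in yuc2589 74 up and 14 down (99 up and 18 down adjusted over the list alone), and of the lowered list 0 up and 1 down and 6 up and 4 down. Auxin response genes of smt2-1 rose in 30 of 34 cases (31 up adjusted over the list alone), such as WES1 (2.03 ± 0.29 in smt2-1 and 1.57 ± 0.29 in Col-0) and SAUR20 (1.31 ± 0.25 and 0.58 ± 0.24, the latter not passing). The lists come from an earlier picloram experiment as printed in the supplement, where the authors set them beside these same samples.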

The picloram dose response of WT and *smt2-1* hypocotyls was similar in LRFR (Fig. 5c), indicating a similar auxin response. Finally, DII-VENUS, an auxin-input reporter^57^, similarly decreased in hypocotyls of LRFR-treated seedlings of both genotypes, indicating increased auxin levels (Fig. 5d, e). Altogether, our data suggest that reduced *smt2* hypocotyl elongation in LRFR unlikely results from major alterations in auxin biosynthesis, transport or response.

**Fig. 5:**
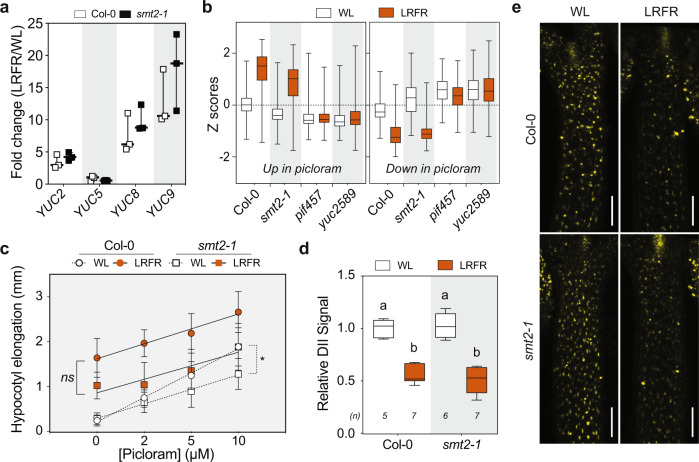
Auxin biosynthesis, response, and transport are normal in *smt2-1* in LRFR. **a** LRFR-induction of auxin biosynthetic genes in the indicated genotypes (data from RNA-seq). Each data point indicates biologically independent samples, the horizontal bar represents the median, whiskers extend to show the data range. **b** Distributions of Z-scores computed from replicates averages for synthetic auxin picloram up- and downregulated genes in hypocotyls of the indicated genotypes (as listed in ref. 55). **c** Hypocotyl elongation of indicated genotypes with the indicated doses of picloram. Data are means ± SD with a regression line. **d**, **e** Quantification (**d**) and the representative images (**e**) of the DII-VENUS signal intensity (normalized to mean value of Col-0 in WL) in hypocotyls of the indicated genotypes either kept at WL or transferred to LRFR for 1 h. White bars equal to 100 µm. **b**, **d** The horizontal bar represents the median; boxes extend from the 25th to the 75th percentile, whiskers extend to show the data range. Different letters (**d**, two-way ANOVA with Tukey’s HSD test) and asterisks (*) (**c**, two-way ANOVA) indicate a significant difference (*P* < 0.05) between genotypes in given light condition (**c**) and compared to WL (**d**). The exact *P* values are available in the Source Data. Sample size (*n*) that is given on top (**d**); ((**c**) For Col-0: *n* (WL) = 17, 22, 21, 20; *n* (LRFR) = 19, 22, 17, 22. For *smt2-1*: *n* (WL) = 12, 15, 19, 17; *n* (LRFR) = 13, 18, 17, 17 with an order of Mock, 2 µM, 5 µM, 10 µM respectively) indicates biologically independent seedlings examined over one experiment. The experiments were repeated two (**c**) and three (**d**) times with similar results. The full gene list of LRFR-picloram transcriptome comparison is given in Supplementary Data 8. See also Supplementary Fig. 5.

### Regulation of the lipid composition in the hypocotyls of LRFR-treated seedlings

We next analyzed the total lipid content in LRFR using untargeted lipidomics^58^ in *B. rapa* hypocotyls, which respond to LRFR similarly to Arabidopsis and allocate more newly fixed carbon to lipids^35^. This choice was also dictated by technical limitations rendering this experiment impossible with dissected Arabidopsis hypocotyls. The percentage of major PM lipids (glycerophospholipids—GPL) increased, whereas the storage lipids (triacylglycerols—TAG) and the major constituents of thylakoid membranes (glycosyldiacylglycerols—GDG)^33^ decreased significantly in LRFR in the total lipid pool (Fig. 6a). We then tested whether similar adjustment of lipid profiles occurred in Arabidopsis hypocotyls. We used BODIPY™ 493/503 that stains neutral lipids^59^ to detect the level of lipid droplets (LD) that mainly contain TAG^60^. Fluorescence intensity of LDs decreased significantly after 30 h of LRFR treatment in Arabidopsis hypocotyls (Fig. 6b). Furthermore, our transcriptome data showed that the “thylakoid membrane organization” GO term was enriched among hypocotyl downregulated genes in LRFR (Supplementary Data 3). 

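Chlorophyll-binding genes fell in LRFR hypocotyls. LHB1B1 (AT2G34430) went from 2,670.5 ± 809 to 791 ± 141 CPM (log2 -1.76 ± 0.26, adjusted p = 1.1e-05). LHCB4.3 (-0.88 ± 0.16), LHCB4.2 (-0.75 ± 0.16), LHCB3 (-0.56 ± 0.13) and CAB1 (-0.61 ± 0.14) fell too. Of 37 thylakoid and photosystem genes 14 fell and 0 rose (19 down adjusted over the list alone, camera adjusted p = 6.1e-06, adjusted p = 0.64 with an estimated correlation). In cotyledons 4 of 37 fell (16 down adjusted over the list alone), again with LHB1B1 ahead (-0.95 ± 0.15). LB raised LHB1B1 in hypocotyls (0.97 ± 0.25, adjusted p = 0.0056). In pif457 the fall was smaller for LHCB4.3 and LHB1B1 (interaction 1.10 ± 0.23 and 1.29 ± 0.36). The test then fails for LHB1B1 without Col-0 LRFR replicate 1 (1.19), pif457 WL replicate 2 (1.06) or Col-0 WL replicate 3 (1.03).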

In line with this data and previous reports on tomato stems^61^, the fluorescence intensity of chloroplasts decreased in Arabidopsis hypocotyls in LRFR (Fig. 6c). Our data indicate that LRFR alters the lipid composition in the hypocotyls of *B. rapa* and Arabidopsis.

**Fig. 6:**
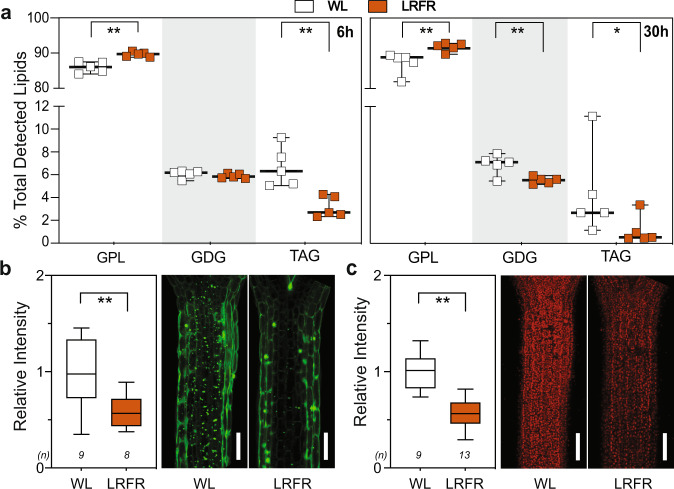
LRFR changes the lipid composition in hypocotyls. **a** Lipid class abundance at the indicated time points is represented as percentage of total detected lipids in *B. rapa* hypocotyls. Each data point indicates biologically independent samples, horizontal bar represents the median, whiskers extend to show the data range. GPL glycerophospholipids, GDG glycosyldiacylglycerols, TAG triacylglycerols. **b**, **c** Quantification (left) and representative images (right) of (**b**) LDs using BODIPY™ 493/503 and (**c**) chloroplasts in Col-0 hypocotyls either kept at WL or transferred to LRFR for 30 h. Data is normalized to WL average. White bars are scale bars of 100 µm. **b**, **c** The horizontal bar represents the median; boxes extend from the 25th to the 75th percentile, whiskers extend to show the data range. **a**–**c** Asterisks indicate *P* values (*<0.1, **<0.05, Student’s *T* test, one-tailed). The exact *P* values are available in the Source Data. **b**, **c** Sample size (*n*) that is given on top indicates biologically independent seedlings examined over one experiment. The experiments were repeated three times with similar results. The full list of detected lipid species is given in Supplementary Data 9. See also Supplementary Fig. 6.

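SMT3 and SMO2-1 gained most among sterol genes in LRFR hypocotyls, and genes of the mevalonate route that feeds them rose with them. HMGS rose by log2 1.39 ± 0.19, adjusted p = 3.4e-06, IPP1 by 0.62 ± 0.14, MVD1 by 0.52 ± 0.10 and FPS1 by 0.43 ± 0.09. There 9 of 12 rose and none fell (9 up adjusted over the list alone, camera adjusted p = 1.2e-04), and in cotyledons 0 of 12 did. Cotyledons raised 3 of 24 sterol genes and lowered 2 (4 up and 4 down adjusted over the list alone, camera adjusted p = 0.28). SQE3 was up by 0.92 ± 0.12, adjusted p = 1.3e-06, SMO2-1 by 0.91 ± 0.18, and CYP710A2 down (-1.18 ± 0.30). The response was larger in hypocotyls for 5 sterol genes and in cotyledons for 1. In smt2-1 hypocotyls 17 sterol genes rose and 3 fell (17 up and 3 down adjusted over the list alone). No call remains for CYP710A2 without Col-0 WL replicate 2 (-0.86).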

Although we focused on *SMT2* and *SMT3*, LRFR led to a coordinated induction of sterol biosynthesis genes in Arabidopsis hypocotyls (Supplementary Fig. 4a)^14^. This suggests that LRFR induces a general increase in sterols. Thus, we determined the sterol composition in *B. rapa* hypocotyls where LRFR-expression profiles of *BrSMTs* were similar to their orthologs in Arabidopsis (Supplementary Fig. 6a, *BrIAA29* being a control)^20^. Campesterol and sitosterol, both major sterols in the PM^36^, did not change in LRFR during the timeframe of our experiments (Supplementary Fig. 6b). Yet, the percentage of ergosta-5,7-dienol, a precursor for BRs downstream of campesterol, decreased after 3 h of LRFR (Supplementary Fig. 6b). This is in line with a report showing a decreased level of another BR precursor in LRFR^62^. These results suggest that LRFR induces a total increase in sterols rather than a major change in their composition. We also analyzed plant Sphingolipids using a dedicated LC-MS^2^ protocol as the methods used for untargeted lipid analysis are poorly suited to study this important class of PM lipids^63^. As expected, this analysis showed that GIPC (Glycosyl Inositol Phospho Ceramides) were the most abundant class of Sphingolipids in *B. rapa* hypocotyls and did not reveal any LRFR-induced change within this lipid class (Supplementary Fig. 6c).

### LB induces autophagy

In our LB treatment, PAR was reduced to 66% of WL levels while it remained unchanged in LRFR (Supplementary Fig. 7a). Such a decrease in PAR results in around 50% reduction in the net CO_2_ assimilation, regardless of the light color used for illumination (B, G, R, or their combinations)^2^. In contrast, carbon fixation remained unchanged in *B. rapa* seedlings in LRFR^35^. Consistently, the “carbon fixation” GO term was enriched only among LB downregulated genes, while terms related to carbon starvation were enriched in LB-induced genes (Fig. 1d, Supplementary Fig. 8a, and Supplementary Data 3, 4). These data suggest that LB induced a switch to a catabolic state to enable growth with declining carbon availability. Accordingly, we observed the selective enrichment of catabolism terms and “Autophagy” in LB-induced genes (Figs. 1d and 7a). 

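Calvin cycle genes fell in LB: in hypocotyls RBCS1B (AT5G38430) went from 606 ± 8.82 to 144 ± 16.9 CPM (log2 -2.07 ± 0.18, adjusted p = 3.4e-09). FBA1 (-1.81 ± 0.17) and SBPASE (-1.40 ± 0.14) fell, and in cotyledons CP12-2 did (-1.73 ± 0.15, adjusted p = 1.8e-09). 16 of 17 fell in hypocotyls (17 down adjusted over the list alone, camera adjusted p = 1.1e-25). In cotyledons it was 12 of 17 (17 down adjusted over the list alone, camera adjusted p = 4.4e-17, adjusted p = 0.13 with an estimated correlation). The fall was not confined to LB, as in LRFR hypocotyls 8 of 17 fell (9 down adjusted over the list alone, camera adjusted p = 3.3e-04, adjusted p = 0.58 with an estimated correlation). CP12-2 (-1.32 ± 0.22) and PRK (-0.77 ± 0.14) are among them. In LRFR cotyledons 3 fell. Set directly against LRFR, LB had 10 of 17 lower in hypocotyls (10 down adjusted over the list alone) and 7 in cotyledons. Examples were SBPASE (hypocotyls, -1.17 ± 0.14, adjusted p = 1.2e-07) and GAPB (-0.85 ± 0.13, adjusted p = 1.1e-05), whereas CP12-2 did not differ in hypocotyls (0.11 ± 0.21, adjusted p = 0.73). Of the 23 genes in the term as the authors list it, 16 fell in LB hypocotyls (1 up and 17 down adjusted over the list alone) and 11 of 23 in cotyledons. The study found this term enriched in these same samples, so the choice of term is not independent of them.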

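ATG8 genes rose in LB in both organs, ATG8F by log2 0.73 ± 0.14, adjusted p = 4.1e-04 in hypocotyls and 0.80 ± 0.13, adjusted p = 7.1e-05 in cotyledons. ATG8E rose by 0.97 ± 0.21 and 0.92 ± 0.20, and APG8A (ATG8A, AT4G21980) by 0.60 ± 0.14 and 0.78 ± 0.13. Of 41 autophagy genes 9 rose in hypocotyls (10 up adjusted over the list alone, camera adjusted p = 6.6e-05, adjusted p = 0.4 with an estimated correlation). In cotyledons 10 of 41 did (13 up adjusted over the list alone, camera adjusted p = 2.2e-05, adjusted p = 0.14 with an estimated correlation). In LRFR hypocotyls 13 fell and 1 rose (1 up and 16 down adjusted over the list alone), with ATG8F (-0.73 ± 0.14) and ATG8E (-0.74 ± 0.21) down. LRFR cotyledons raised some of the same genes as LB, APG8A by 0.61 ± 0.13, ATG8H by 1.14 ± 0.26 and ATG8C by 0.68 ± 0.19. Against LRFR, LB had 29 of 41 higher in hypocotyls (31 up and 2 down adjusted over the list alone, camera adjusted p = 2.9e-08, adjusted p = 0.13 with an estimated correlation). In cotyledons 16 of 41 were higher (18 up adjusted over the list alone). In pif457 hypocotyls 1 passed in LB and in yuc2589 4 (2 up adjusted over the list alone and 7 up adjusted over the list alone). Of the 77 genes that the authors list under the term, 15 rose and 1 fell in LB hypocotyls and 16 of 77 rose in cotyledons. Here too the study found the term enriched in these same samples. ATG8E in hypocotyls loses its call without Col-0 WL replicate 1 (-0.55) or Col-0 LRFR replicate 1 (-0.64) or 2 (-0.59). ATG8C in cotyledons loses it without Col-0 WL replicate 1 (0.69), 2 (0.66) or 3 (0.69) or Col-0 LRFR replicate 3 (0.50). Without a WL library the ATG8C value stays near 0.68, so no single one of these carries that call.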

To test whether LB induces autophagy, we used a ubiquitously expressed *GFP-ATG8a* line to quantify autophagic flux^64–67^. As free GFP is more resistant to vacuolar degradation than GFP-ATG8a, bulk autophagy results in the accumulation of free GFP in the vacuole^68^. We showed that free GFP intensity increased in LB, whereas the full-length GFP-ATG8a decreased in the absence of a vacuolar-type v-ATPase inhibitor, concanamycin A (ConA) (Fig. 7b, c), indicating LB-induced autophagic flux. Furthermore, GFP-ATG8a levels did not decrease significantly upon ConA application, indicating that LB triggered vacuolar degradation of autophagic bodies. As controls, we showed that GFP levels remained unchanged in a *35* *S:GFP* line in LB and that in *atg7 GFP-ATG8a* LB did not lead to an increase in free GFP (Supplementary Fig. 8b, c). Since ATG8 is found in autophagosomal membranes^69^, we used a ubiquitously expressed *mCherry*-*ATG8e* line^70^ to monitor autophagic activity microscopically using an independent assay. The number of autophagic bodies increased in LB-treated cotyledons in the presence of ConA (Fig. 7d and Supplementary Fig. 8d). We did not detect autophagic bodies in the *atg5-1* autophagy-deficient mutant^64,67^, in LB confirming the nature of these structures (Supplementary Fig. 8e). To test whether LB induces autophagy in hypocotyls and cotyledons, we dissected seedlings and used the GFP-ATG8a western blot assays, which showed that LB led to a significant increase in free GFP in both organs (Fig. 7e, f). The microscopic assay in hypocotyls was not possible presumably due to poor penetration of ConA in this tissue. Altogether, our data indicate that LB promotes autophagy in hypocotyls and cotyledons transcriptionally and by using autophagy reporters.

**Fig. 7:**
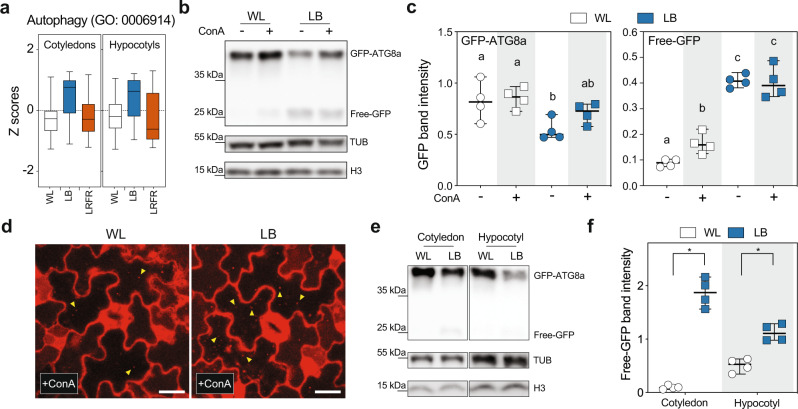
LB induces autophagy. **a** Distributions of Z-scores computed from replicates averages for genes listed in autophagy GO term in Col-0 seedlings. The horizontal bar represents the median; boxes extend from the 25th to the 75th percentile, whiskers extend to show the data range. The full list of genes in the Autophagy GO term is given in Supplementary Data 10. **b** Representative image of autophagic flux assay using *35* *S:GFP-ATG8a* (WT), seedlings were grown in the indicated light conditions with or without ConA (0.5 µM). GFP-ATG8a and free GFP levels were detected in total protein extracts with an anti-GFP antibody. **c** Quantification of GFP-ATG8a and free-GFP bands in autophagic flux assays. Different letters indicate a significant difference (*P* < 0.05, two-way ANOVA with Tukey’s HSD test; the exact *P* values are available in the Source Data). **d** Representative image of cotyledon pavement cells expressing *UBQ10:mCherry-ATG8e* in the WT background either kept in WL or treated with LB for 8 h in the presence of concanamycin A (ConA, 5 µM). Yellow arrowheads indicate autophagic bodies. White bars equal to 20 µm. The experiment was repeated two times with similar results using 5 to 7 biologically individual seedlings for each condition and the experiment. **e** Western blot analysis of GFP-ATG8a and free-GFP levels in cotyledons and hypocotyls of dissected WT seedlings treated with 8 h of LB without ConA. **f** Quantification of free-GFP bands in (**e**). Asterisks indicate *P* values (*<0.001, Student’s *T* test, one-tailed; the exact *P* values are available in the Source Data). **b**, **e** H3 and TUB were used as loading control. The experiment was repeated four times with similar results. **c**, **f** Each data point indicates a biologically independent sample (average of two technical replicates for each data point), horizontal bar represents the median, and whiskers extend to show the data range. See also Supplementary Fig. 8.

To determine what light feature of LB triggers autophagy, we used the GFP-ATG8a western blot assays to compare WL with LB and WL with low PAR (LP) corresponding to PAR in the LB treatment (66% of WL). This experiment showed that LB but not LP led to an increase in free GFP (Fig. 8a, b). Moreover, we determined how these treatments affect hypocotyl elongation also including a LB treatment with increased PAR corresponding to PAR in WL. This experiment showed that LB (high or low PAR) but not LP induced hypocotyl elongation (Fig. 8c). We next determined whether autophagy is required for LB-induced hypocotyl elongation using the autophagy mutants *atg7-2* and *atg5-1*^64,71^ (Fig. 8e and Supplementary Fig. 9a). Both *atg7-2* and *atg5-1* hypocotyls elongated less than the WT in all tested light conditions except in WL, with a stronger reduction in LB than LRFR (Fig. 8e and Supplementary Fig. 9a). Remarkably, the *atg7* hypocotyl phenotype contrasts with *smt2-1*, which had the strongest phenotype in LRFR (Fig. 8e). Moreover, LB + LRFR significantly enhanced hypocotyl elongation in *atg5*, *atg7* and *smt2-1* single mutants suggesting a degree of compensation between anabolic and catabolic processes mainly promoted by LRFR and LB, respectively (Fig. 8e). Supporting this idea, *smt2atg7* hypocotyls elongated neither in LB nor in LRFR (Fig. 8e). Importantly, *smt2atg7* hypocotyl elongated marginally in LB + LRFR (simulated vegetative shade), a light condition that induced autophagy similarly to LB (Fig. 8d, e). We further confirmed that these phenotypes are specific to LB, showing that LP did not induce hypocotyl elongation in any of these mutants (Supplementary Fig. 9b, c) Finally, we tested whether the LB hypocotyl growth phenotype of *atg7* could be rescued by applying exogenous sucrose and found that *atg7* hypocotyl growth was significantly induced by sucrose compared to sorbitol that is used as an osmotic control (Supplementary Fig. 9d). Thus, we conclude that LB and not an equivalent reduction in PAR (without affecting the light spectrum) induces both autophagy and hypocotyl elongation. Moreover, autophagy is important to promote hypocotyl elongation in a vegetative shade that combines LB and LRFR (Fig. 8e, f).

**Fig. 8:**
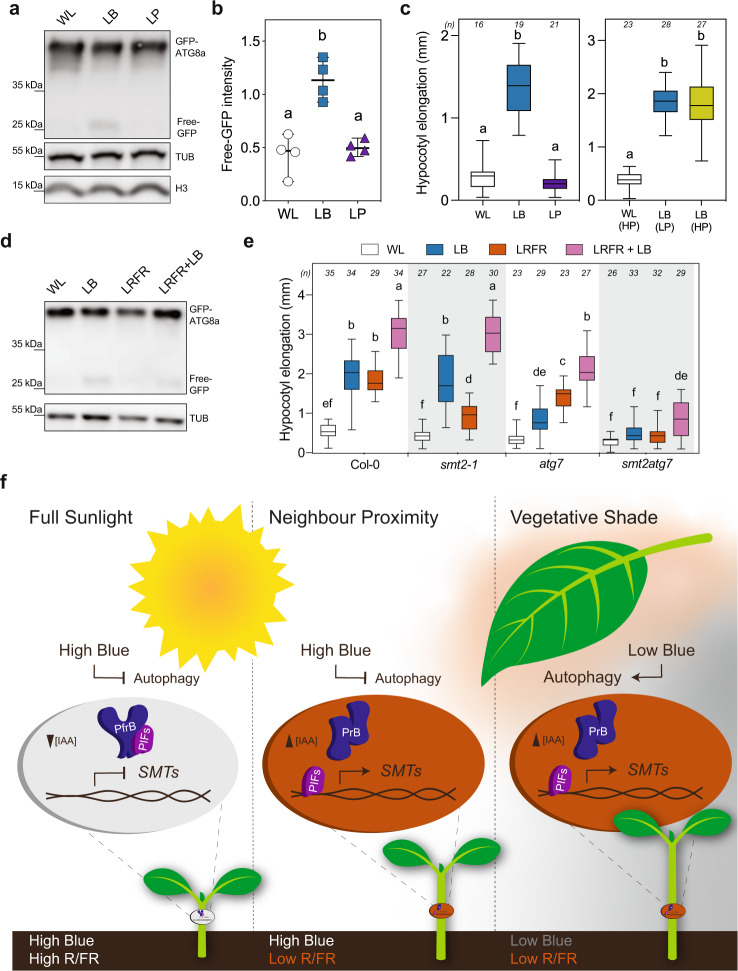
Hypocotyl elongation phenotypes correlate well with induction of autophagy in response to changing light environments. **a** Western blot analysis of GFP-ATG8a and free GFP in WT seedlings treated for 8 h with LB or LP without ConA. **b** Quantification of free-GFP bands in (**a**). Each data point indicates a biologically independent sample (average of two technical replicates for each data point), horizontal bar represents the median, and whiskers extend to show the data range. **c** Hypocotyl elongation of WT seedlings treated with LB, LP, or LB with increased PAR (High PAR, HP) compared to WL. **d** GFP-ATG8a and free-GFP levels are detected in WT seedlings treated with 8 h of LB, LRFR, or LRFR + LB without ConA. **e** Hypocotyl elongation of seedlings with the indicated genotypes treated with the indicated light conditions. The sample size (*n*) that is given on top indicates biologically independent seedlings examined over one experiment. The experiments were repeated four (**a**, **d**) and three (**e**) times with similar results. H3 (**a**, **d**) and TUB (**d**) were used as a loading control. **c**, **e** The horizontal bar represents the median; boxes extend from the 25th to the 75th percentile, whiskers extend to show the data range. **b**, **c**, **e** Different letters indicate significant difference (*P* < 0.05, two-way ANOVA with Tukey’s HSD test, the exact *P* values are available in the Source Data). **f** Model for hypocotyl elongation in full sunlight, neighbor proximity, and vegetative shade conditions. In full sunlight (left panel) and neighbor proximity (middle panel), plants receive high-intensity blue light (high blue, shown by the color white) and autophagy remains at basal levels. Vegetative shade (right panel) decreases the blue light intensity (low blue, shown by the dark-gray color) and promotes autophagy-mediated recycling. The reduced R/FR ratio in neighbor proximity and vegetative shade inactivates phyB thereby promoting PIF activity.

## Discussion

In young seedlings, cotyledons are the major organs sensing LRFR, while growth promotion occurs in hypocotyls^14,20,72^. In the cotyledons, the PIF-YUC regulon controls the production of auxin that promotes elongation upon transport to the hypocotyl. However, how PIFs control hypocotyl elongation locally (in the growing organ) and how PIF activity may be induced in hypocotyls is less clear. Modulation of auxin sensitivity in hypocotyls is one identified mechanism^10,13,14,73^ (Fig. 2c). Here, we show organ-specific transcriptional control of *SMT2* and *SMT3* by PIFs (Fig. 4b). ChIP data indicate that PIF4 and PIF7 directly control expression of those genes with enhanced binding to their promoter in LRFR (Figs. 4c and 8 and Supplementary Fig. 4b). LRFR-induced *SMT2* and *SMT3* expression also depends on YUC-mediated auxin production (Fig. 4b), yet auxin alone does not induce their expression in hypocotyls^55^. This suggests a combined function of PIFs and auxin for LRFR-induced expression of *SMT2* and *SMT3* (Fig. 8f). Similarly, most LRFR-induced genes in the hypocotyl belonging to GO categories related to growth-promoting processes depend on both PIFs and YUCs (Fig. 2 and Supplementary Data 3). This regulatory pattern suggests that in hypocotyls, increased auxin levels may promote PIF-mediated gene expression. This hypothesis is consistent with coordinated regulation of growth-regulatory genes by ARF6, BZR1, and PIF4^21^. Furthermore, several *PIF*s are putative targets for ARF6 and BZR1^21^. BZR1 is also known to induce *PIF4* expression during thermomorphogenesis^74^ that induces hypocotyl elongation similarly to LRFR downstream of PIF4 and PIF7^45,75,76^. In contrast to hypocotyls, a substantial fraction of LRFR-induced genes in cotyledons depend on PIFs but not YUCs (Supplementary Fig. 2a). This is consistent with earlier studies identifying several LRFR-induced genes that do not depend on de novo auxin production^77^. A change in light conditions in cotyledons leads to direct PIF activation potentially explaining these findings. Collectively, our data reveal organ-specific patterns of PIF-mediated gene induction in hypocotyls versus cotyledons and identify *SMT2* as an example of a gene that is selectively induced in the hypocotyl and is particularly important during LRFR-induced hypocotyl elongation.

LRFR leads to enhanced reallocation of newly fixed carbon to the lipid fraction of *B. rapa* hypocotyls^35^. The expression of many lipid-biosynthetic genes, including sterols is induced in the hypocotyl of LRFR-treated Arabidopsis seedlings (Fig. 1). In addition to sterols, LRFR upregulates the biosynthetic genes for other major components of PM lipids (e.g., sphingolipids) (Fig. 2c)^33^. 

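The sphingolipid genes FAH1 (AT2G34770), which hydroxylates fatty acids, and LCB1 (AT4G36480), of the first step, rose in LRFR hypocotyls (log2 1.06 ± 0.13, adjusted p = 1.3e-06 and 0.57 ± 0.09, adjusted p = 2.9e-05). FAH2, AtIPCS2 and TSC10A rose by 0.98 ± 0.13, 0.72 ± 0.12 and 0.60 ± 0.11. LCB2 fell (-0.26 ± 0.09, adjusted p = 0.029). Of 23 genes 12 rose, 1 fell and 10 did not pass (17 up and 1 down adjusted over the list alone, camera adjusted p = 2.1e-05). In cotyledons PAS2 rose (1.04 ± 0.24, adjusted p = 0.0038) and SLD2 fell (-1.60 ± 0.45, adjusted p = 0.018), the only calls among 23 genes. LB raised 5 and lowered 0 in hypocotyls (8 up adjusted over the list alone), LCB2 among those raised (0.44 ± 0.09). The difference between the organs passed for 5 genes in LRFR, all higher in hypocotyls. LCB2 in hypocotyls loses its call without Col-0 LRFR replicate 1 (-0.23) or Col-0 WL replicate 3 (-0.19). PAS2 in cotyledons loses it without Col-0 LRFR replicate 3 (0.67). Equally lost are SLD2 in cotyledons without Col-0 WL replicate 2 (-1.43) or Col-0 LRFR replicate 2 (-1.50) or 3 (-1.46).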

PM extension depends on the deposition of lipids that occurs during the delivery of membranes via exocytosis^31–34^. Of note, endocytosis and exocytosis are also GO terms enriched among upregulated genes in LRFR (Fig. 1d). On the other hand, terms related to chloroplast lipids (GDG) are found among downregulated genes in LRFR (Supplementary Data 3). 

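All 8 endocytosis genes on the list rose in LRFR hypocotyls, the clathrin heavy chain gene AT3G11130 by log2 0.77 ± 0.16, adjusted p = 5.2e-04, TPLATE by 0.67 ± 0.11, adjusted p = 3.6e-05. AT5G57460 rose by 0.74 ± 0.11 and the dynamin-like gene DL1 by 0.49 ± 0.09 (8 up adjusted over the list alone, camera adjusted p = 1.4e-06). Of the exocyst genes SEC15B, SEC6 and SEC8 rose by 0.51 ± 0.13, 0.45 ± 0.10 and 0.41 ± 0.14. In all, 7 of 11 genes did not pass (5 up adjusted over the list alone, camera adjusted p = 0.041, adjusted p = 0.53 with an estimated correlation). In cotyledons 1 of 8 endocytosis and 0 of 11 exocytosis genes rose. The endocytosis response was smaller in 6 of 8 cases in pif457 and 6 in yuc2589 (TPLATE -0.62 ± 0.15 and -0.72 ± 0.15), and that of exocytosis in 0 and 2 of 11. Left-out libraries end the call for SEC8 without Col-0 WL replicate 1 (0.34) or 3 (0.35) or Col-0 LRFR replicate 2 (0.35).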

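MGD1 (AT4G31780), which makes monogalactosyldiacylglycerol, fell in LRFR in hypocotyls (log2 -0.43 ± 0.09, adjusted p = 0.0011) and in cotyledons (-0.31 ± 0.10, adjusted p = 0.039). It was the only one of 7 galactolipid and sulfolipid genes to be called in hypocotyls (1 down adjusted over the list alone, camera adjusted p = 0.33) and of 8 in cotyledons (1 down adjusted over the list alone). DGD1 (-0.27 ± 0.14) and MGD2 (-0.37 ± 0.27) did not pass in hypocotyls. The same gene fell in LB hypocotyls (-0.31 ± 0.09, adjusted p = 0.017), and its LRFR fall was smaller in yuc2589 (interaction 0.43 ± 0.13, adjusted p = 0.029). With 1 library left out, the call is lost for MGD1 in cotyledons without Col-0 WL replicate 1 (-0.31), 2 (-0.34) or 3 (-0.29) or Col-0 LRFR replicate 1 (-0.35) or 3 (-0.21) and MGD1 in hypocotyls in Col-0 LB without Col-0 WL replicate 1 (-0.30) or 2 (-0.29) or Col-0 LB replicate 1 (-0.29) or 3 (-0.29). Further ones are MGD1 in hypocotyls in the interaction with yuc2589 LRFR without Col-0 WL replicate 1 (0.42) or 2 (0.42), Col-0 LRFR replicate 2 (0.42) or 3 (0.39) or yuc2589 WL replicate 3 (0.38).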

Consistent with the transcriptional data in Arabidopsis, GPL increases while TAG decreases in *B. rapa* hypocotyls (Fig. 6a). A similar decrease in chloroplasts was previously observed in tomato stems in LRFR^61^. Moreover, we show that in Arabidopsis hypocotyls both chloroplasts and storage lipids decrease in LRFR (Fig. 6b, c). Interestingly, during de-etiolation phytochromes also control storage lipid utilization^78^. Overall, our data indicate that LRFR leads to enhanced production of sterols with a reduction of non-PM lipid classes (Fig. 6a). SMT2 and SMT3 act at a branch point of sterol biosynthesis (Fig. 4a). Their induction by LRFR may therefore lead to changes in sterol composition which is potentially important given their role in PM fluidity and microdomain organization^33,36^. We cannot rule out this possibility, however our sterol and sphingolipid measurements in LRFR-treated *B. rapa* do not provide evidence for such a change (Supplementary Fig. 6). We also note that coordinated transcriptional upregulation of the sterol pathway (Supplementary Fig. 4a) is consistent with enhanced overall sterol demand rather than indicative of changes in sterol composition.

PIFs and auxin production are also functionally important for LB-induced hypocotyl elongation^24–26,28^ (Fig. 1a). However, robust LB-regulated gene expression still occurred in *pif457* (Supplementary Fig. 1a). Furthermore, many PIF-dependent genes in LB are probably not direct PIF targets (Fig. 3e, Supplementary Fig. 3d, and Supplementary Data 6). 

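In LB, KDR, PRE1 and PRE5 were lower in pif457 hypocotyls than in Col-0 (log2 -1.78 ± 0.23, adjusted p = 2.0e-06, -2.23 ± 0.57, adjusted p = 0.01 and -3.51 ± 0.66, adjusted p = 5.2e-04). EXO and TCH4 too (-2.06 ± 0.52 and -2.43 ± 0.65). WES1, IAA29 and SAUR19 were lower there (-1.57 ± 0.29, -2.48 ± 0.32 and -2.10 ± 0.35), while DFL1, lower in WL, had -0.36 ± 0.16, adjusted p = 0.18. Of the gibberellin genes GA20OX1, lower in WL, was not called in LB (-1.36 ± 0.54, adjusted p = 0.12), and GA3OX1 was not called in WL (-0.25 ± 0.38, adjusted p = 0.79). In LB 23 of 34 auxin response genes (30 down adjusted over the list alone, camera adjusted p = 2.7e-24), 8 of 12 brassinosteroid genes (9 down adjusted over the list alone, camera adjusted p = 1.3e-10) and 11 of 24 wall-loosening genes (2 up and 11 down adjusted over the list alone) were below Col-0, and 3 of 21 hormone synthesis genes. The call does not survive for PRE1 without pif457 LB replicate 2 (-1.90) or Col-0 LB replicate 3 (-1.81) and EXO without pif457 LB replicate 2 (-1.90). Lost too are TCH4 without pif457 LB replicate 2 (-2.21) or 3 (-2.28) or Col-0 LB replicate 3 (-2.26).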

Interestingly, many auxin, BR, and GA response and other growth-related genes show reduced basal (WL) expression in *pif457,* and this difference persists in LB (Fig. 3 and Supplementary Data 5). Importantly, mutant analysis and pharmacological treatments show an indispensable role for auxin, BR, and GA during LB-induced hypocotyl elongation (Fig. 1a)^25,26,28,29^. We thus conclude that a more general gene expression defect (already present in WL) may contribute to the hypocotyl growth defect of *pif457* mutants in LB. This is consistent with a report showing that PIF4 and PIF5 are dose-dependent inducers of hypocotyl elongation in WL^44^. However, hypocotyl elongation and PIF4 and PIF5 accumulation occurs more slowly in LB than LRFR^26,44,73,79^. Hence, our analysis at 3 h may have missed some of the PIF-regulated transcriptional events. Therefore, the link between PIF-regulated gene expression and hypocotyl growth control in LB requires further investigation.

While LRFR leads to transcriptional changes in the hypocotyl, possibly indicative of enhanced production of building blocks required for growth, LB leads to the induction of many catabolic processes and autophagy-related genes (Fig. 1d and Supplementary Fig. 1c). The LRFR gene expression pattern suggests that when light resources remain available (Supplementary Fig. 7a), the Target of Rapamycin (TOR) pathway is on and promotes e.g., the biogenesis of ribosomes and nucleotides^80^. The rapid and concomitant rise in auxin and many anabolic processes in hypocotyls (Fig. 1d and Supplementary Fig. 1c)^14^ suggest a potential link between these processes. Consistently, a recent report shows that sugar-dependent TOR activity requires auxin signaling^81^. Unlike LRFR, LB leads to PAR reduction (Supplementary Fig. 7a). LB presumably induces metabolic adjustments including alternative pathways for respiration (e.g., protein catabolism) to sustain growth, which is consistent with the situation in other carbon limiting conditions^82–84^. LB transcriptionally promotes autophagy, leads to enhanced production of autophagic bodies (visualized with mCherry-ATG8e) and autophagic processing of GFP-ATG8a in hypocotyls and cotyledons, while LRFR alone does not (Figs. 7 and 8). Importantly, the reduction in PAR alone (maintaining the same light spectrum) to the level in our LB treatment neither induces hypocotyl elongation nor autophagy (Fig. 8 and Supplementary Fig. 9). This indicates that LB rather than the reduction in PAR induces autophagy and hypocotyl elongation. Consistently, *atg7* has a hypocotyl growth defect in LB but not WL or LP (Fig. 8 and Supplementary Fig. 9). Interestingly, the combined LB + LRFR treatments, which mimic vegetative shade, largely rescues the phenotypes of *atg7* and *smt2* single mutants, suggesting a degree of compensation between catabolic and anabolic processes. Consistently, *smt2 atg7* double mutants did not elongate in LB or LRFR and had a modest growth response in combined treatments (Fig. 8e). Importantly, *SMT2* and *SMT3* expression is induced in the hypocotyl of shade-treated seedlings (combined LB and LRFR)^85^. Altogether, our work indicates a particularly important requirement for enhanced de novo synthesis in LRFR and autophagy in LB, while the combination of both processes contributes to growth enhancement of the hypocotyl in vegetative shade.

In conclusion, our work shows that the mechanisms underlying hypocotyl growth promotion differ during neighbor proximity (LRFR) and in vegetational shade that comprises both LB and LRFR. These differences are illustrated in a model (Fig. 8f). We note that thermomorphogenesis and neighbor proximity both lead to similar growth adaptation using related signaling pathways^76,86^. Within a temperature range that does not significantly decrease photosynthetic efficiency, it is likely that for thermomorphogenesis as well the anabolic processes described here are relevant.

## Methods

### Plant material and growth conditions

We used the *Arabidopsis thaliana* genotypes (cv Columbia-0). *yuc2yuc5yuc8yuc9* was recrossed using all *yuc* alleles that are described in^18^ except *yuc5-1* (SAIL_116_C0). We used the strain R-o-18 for *B. rapa* experiments. Oligonucleotides used for genotyping are listed in Supplementary Table 1. All materials used in the study are listed in Supplementary Table 2.

Seeds were size-selected and surface-sterilized using 70% (v/v) ethanol and 0.05% (v/v) Triton X-100 for 3 min followed by 10-min incubation in 100% (v/v) ethanol. Seeds were sowed on ½ Murashige and Skoog medium (½ MS) containing 0.8% (w/v) phytoagar and subsequently stratified at 4 °C for 3 days in darkness. For hypocotyl elongation and RNA-seq experiments where seedlings were grown on vertical plates the phytoagar concentration was raised to 1.6% (w/v)^87^. For all experiments, seedlings were grown in 16 h/8 h, light/dark photoperiod (LD) at 21 °C in a Percival Scientific Model AR-22L (Perry, IA, USA) incubator. WL was emitted from white fluorescence tubes (Lumilux cool white 18 W/840) at a fluence rate of ~120 μmol m^−2^ s^−1^ and LRFR was achieved by supplementing WL with ~35 μmol m^−2^ s^−1^ FR light (LEDs λmax 740 nm) lowering the R (640–700 nm)/FR (700–760 nm) from 1.4 to 0.2, as measured by Ocean Optics USB2000 + spectrometer. A double layer of yellow filter (010 medium yellow, LEE Filters), lowering blue light from 27 μmol m^−2^s^−1^ (WL) to 2.5 μmol m^−2^ s^−1^ (LB), was used to cover up the seedlings for LB treatments. The light spectra are shown in Supplementary Fig. 7.

For hypocotyl elongation and microscopy experiments, seedlings were grown for 4 days in WL (except Fig. 1a where seedlings were grown for 5 days) and subsequently kept in WL or transferred to light treatment (at ZT2) for additional 3 days. Fenpropimorph, picloram, sucrose, and sorbitol treatments were done on vertically grown seedlings on nylon meshes which were transferred to new plates containing the drug or the mock and put for 3 additional days into WL or light treatment (at ZT2). Fenpropimorph, picloram, and Concanamycin A were dissolved in DMSO (dimethylsulfoxide) applied at the indicated concentrations in Figure legends (DMSO for mock). For sucrose treatment (1%), the molar equivalent in sorbitol was used as an osmotic control.

For RNA-seq and western blot experiments, seedlings were grown for 5 days in WL and subsequently kept in WL or transferred to light treatment (at ZT2) for 3 h (RNA-seq) or 8 h (western blots) before harvesting. For concanamycin A treatment, seedlings were transferred to liquid ½ MS with shaking (75 rpm).

For ChIP-qPCR experiments, seedlings were grown in WL for 5 days and subsequently kept in WL or transferred to LRFR (at ZT2) for additional 5 days before harvesting.

For RT-qPCR, complex lipid and sterol measurement analysis, *B. rapa* seedlings were grown for 5 days in WL and subsequently kept in WL or transferred to LRFR (at ZT2) for the indicated time in legends before harvesting.

Seedlings imaging and measurement were done according to standard lab procedures and were described in detail^87^.

### Constructs cloning

PCR amplifications were performed using Phusion® High-Fidelity DNA Polymerase. All cloning was done using In Fusion® HD Cloning kit. First, *GUSPlus:tOCS* was cloned in *pFP100* plasmid carrying *pAt2S3:GFP* selection marker^88^ and the new plasmid was named as *pYI001. pFR06* and *pGH3.17* were cloned into *pYI001* in order to obtain *pFRO6:GUSPlus:tOCS* and *pGH3.17:GUSPlus:tOCS*, respectively*. pUBQ10:SMT2-Flag:tOCS* was cloned into *pFP100*, while *pFRO6:SMT2-Flag*, and *pGH3.17:SMT2-Flag* were cloned into *pYI001*. The primers are listed in Supplementary Table 1. These constructs were transformed into *smt2-1* plants using *Agrobacterium tumefaciens GV3101* strain by floral dip^89^.

### RNA isolation, quantitative RT-PCR, and RNA sequencing

For RNA isolation, 5 days-old seedlings were harvested in liquid nitrogen and kept at −70 °C for overnight. Next day, seedlings were covered with −70 °C cold RNA*later*™-ICE and transferred to −20 °C overnight. Cotyledons and hypocotyls were dissected using sharp needles on top of an ice block under a binocular microscope (Nikon, SMZ1500) and RNA isolation and reverse transcription-quantitative polymerase chain reaction (RT-qPCR) reactions were performed as previously described^14^. In short, equal amounts of RNA were reverse transcribed into cDNA with Superscript II Reverse Transcriptase (Invitrogen). RT-qPCR was performed in three technical and three biological replicates (nine samples in total). Oligonucleotides are listed in Supplementary Table 1.

For RNA sequencing, RNA quality was assessed on a Fragment Analyzer (Agilent Technologies). From 40 ng total RNA, mRNA was isolated with the NEBNext Poly(A) mRNA Magnetic Isolation Module. RNA-seq libraries were then prepared from the mRNA using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina. Libraries were quantified by a fluorimetric method, and their quality assessed on a Fragment Analyzer (Agilent Technologies). Cluster generation was performed with the resulting libraries using Illumina HiSeq 3000/4000 SR Cluster Kit reagents. Libraries were sequenced on the Illumina HiSeq 4000 with HiSeq 3000/4000 SBS Kit reagents for 150 cycles. Sequencing data were demultiplexed with the bcl2fastq Conversion Software (v. 2.20, Illumina; San Diego, California, USA).

### ChIP-qPCR

10d-old seedlings *PIF4p:PIF4-HA* in *pif4-101*^49^ and *PIF7p:PIF7-HA* in *pif7-2* seedlings^50^ grown in WL for five days and then either kept in WL or transferred to LRFR for another five days were harvested in liquid nitrogen. Chromatin extraction was performed using standard procedures except that samples were cross-linked only with formaldehyde^90^. Immunoprecipitation was performed using an anti-HA antibody using standard procedures^91^. The qPCR was done in triplicates or quadruplicate on input and immunoprecipitated DNA. Peaks (P) were defined using a genome-wide ChIP study from etiolated seedlings that identified PIF4-peaks^92^. Controls (C) are on coding regions of each gene. Oligonucleotides are listed in Supplementary Table 1.

### Western blot analysis

Total protein extracts from seedlings were obtained as previously described^50^. In short, seedlings were ground in SDS-PAGE FSB (final sample buffer), heated at 95 °C for 5 min, centrifuges and the supernatant loaded on protein gels. Protein samples were separated on 10% Mini-Protean TGX gels and blotted on nitrocellulose membrane using Turbo transfer system. Membranes were blocked with 5% milk overnight at 4 °C or 1 h at room temperature for Anti-GFP JL-8 (1:4000), polyclonal H3 (1:2000), Anti-TUB (1:2000) antibodies before probing with horseradish peroxidase (HRP)-conjugated anti-rabbit (for H3) or anti-mouse (for anti-GFP and anti-TUB) as the secondary antibody (1:5000). Chemiluminescence signal were obtained with Immobilon Western Chemiluminescent HRP Substrate on an ImageQuant LAS 4000 mini (GE Healthcare, Buckinghamshire, UK). All western blot assays were done from four bioreps. Images were processed with ImageJ software.

### Microscopy and GUS staining

For DII-Venus microscopy and image quantification^14^, seedlings were transferred to LRFR or kept in WL for 1 h before imaging. We used an inverted Zeiss confocal microscope (LSM 710, ×20 objective, 0.8 DIC). VENUS signal was detected using an Argon laser (excitation at 514 nm and bandpass emission between 520 and 560 nm). Image stacks (5–6/seedling) were acquired for every hypocotyl until the VENUS signal was lost. The pinhole was opened to collect the maximal signal intensity together with the minimal stack number (5.42 airy units, 20.2-μm section, 10.08-μm interval). We quantified the VENUS signal (ImageJ) via the SUM slices projection of four slices from the stack, excluding the first layer with the stomata.

For the lipid droplet (LD) quantification, seedlings were treated with BODIPY ™ 493/503 (2 µg/mL in H_2_O) for 20 min at room temperature and imaged on inverted Zeiss confocal microscope (LSM 710, ×20 objective, 0.8 DIC) 30 h after the beginning of light treatment. BODIPY™ 493/503 signal was detected using an Argon laser (excitation at 488 nm and bandpass emission between 500 to 540 nm). Image stacks (6/seedling) were acquired for every hypocotyl. The pinhole was opened to 3.15 Airy Units (11.4 µm section, 10.00 µm interval). We quantified the signal (ImageJ) from a region of interest (ROI) on the upper half of the hypocotyls and analyzed the fluorescence intensity of particles (size = 0–75 circularity = 0.50–1.00) in each image stack with a threshold (>3000) and summed the total intensity using the “Analyze particles” tool.

For chloroplast quantification, we used the same protocol as the LD quantification with the following changes. We used a HeNe633 laser (excitation at 633 nm and bandpass emission between 640 and 685 nm to have an equal contribution from ChlA and ChlB). The pinhole was opened to 3.15 Airy Units (11.4-µm section, 10.00-µm interval). The threshold was adjusted to >10,000; size and circularity were kept as default (0-infinity and 0–100, respectively) in ImageJ.

For visualization of autophagic bodies in *UBQ10:mCherry-ATG8e* lines^67,70^, seedlings were transferred to LB or kept in WL for 8 h before imaging in the presence (5 µM) or absence (DMSO) of ConA. We used DPSS 561-10 laser (excitation at 561 nm and bandpass emission between 570 to 635 nm) (LSM 710, ×63 objective, 1.3 oil DIC). The pinhole was opened to 5.32 Airy Units (4.3-µm section, 4.21-µm interval). Two stacks are combined for each image.

The protocol for GUS staining reactions is described in ref. 50. In short, samples were fixed with ice-cold 90% acetone for 30 min, followed by washing twice with 50 mM NaPO_4_ buffer (pH 7.2). Samples were incubated with staining solution (50 mM NaPO_4_, 0.5 mM potassium ferricyanide, 0.5 mM potassium ferrocyanide, 0.1% triton X-100, and 2 mM X-gluc) overnight at 37 °C in the dark. De-staining was performed with ethanol series at room temperature until samples cleared. Cotyledons were prepared for cotyledon vasculature imaging as described in ref. 47. In short, seedlings were fixed in ethanol:acetic acid [3:1] and then rinsed in 70% and incubated in 100% ethanol at 4 °C overnight. For further clearing, seedlings were treated by 1 h of incubation in 10% NaOH at 42 °C and mounted in 50% glycerol. GUS staining and cotyledon vasculature were imaged using a dissecting microscope (Nikon SMZ1500).

### Sterol measurements

Four hypocotyls from 5 days-old *B. rapa* seedlings per sample were pooled and frozen in liquid nitrogen immediately after fresh weights were recorded. Samples were heated for 1 h in EtOH with 1% H_2_SO_4_ at 85 °C. Sterols were extracted in hexane. Free hydroxyl groups were derivatized at 110 °C for 30 min, surplus BSTFA-trimethylchlorosilane was evaporated, and samples were dissolved in hexane for analysis using GC-MS (Agilent 7890, A coupled to a mass spectrometer, MSD 5975, Agilent EI) under the conditions as described^93^. In short, An HP-5MS capillary column (5% phenyl-methyl-siloxane, 30-m, 250-mm, and 0.25-mm film thickness; Agilent) was used with helium carrier gas at 2 mL/min. The oven temperature was held at 200 °C for 1 min, then programmed with a 10 °C/min ramp to 305 °C (2.5-min hold) and a 15 °C/min ramp to 320 °C. Injection (1 µl) was done in splitless mode; injector and mass spectrometry detector temperatures were set to 250 °C. The ion source in a EI set at 70 eV, the mass range is 40–700 *m/z* Raw data files were processed using the vendor-specific MassHunter (version B. 07.00, Agilent). Quantification of sterols was based on peak areas, which were derived from total ion current and using cholestanol as the internal standard. Each sterol was normalized to the total amount of detected sterols and presented as a percentage of the total.

### Sphingolipid measurements

Samples were collected as described in sterol measurements. For the analysis of sphingolipids by LC-MS/MS, lipids were extracted with Toledo solvent, dried, and then incubated 1 h at 50 °C in 2 mL of methylamine solution (7 mL methylamine 33% (w/v) in EtOH combined with 3 mL of methylamine 40% (w/v) in water (Sigma Aldrich) in order to remove phospholipids. After incubation, methylamine solutions dried at 40 °C under a stream of air. Finally, samples were resuspended into 100 μL of THF/MeOH/H_2_O (40:20:40, v/v) with 0.1% formic acid containing synthetic internal lipid standards (Cer d18:1/C17:0 and GluCer d18:1/C12:0), thoroughly vortexed, incubated at 60 °C for 20 min, sonicated 5 min and transferred into LC vials.

LC-MS/MS (multiple reaction monitoring mode) analyses were performed with a model QTRAP 6500 (ABSciex) mass spectrometer coupled to a liquid chromatography system (1290 Infinity II, Agilent). Analyses were performed in the positive mode. Nitrogen was used for the curtain gas (set to 30), gas 1 (set to 30), and gas 2 (set to 10). Needle voltage was at +5500 V with needle heating at 400 °C; the declustering potential was adjusted between +10 and +40 V. The collision gas was also nitrogen; collision energy varied from +15 to +60 eV on a compound-dependent basis.

Reverse-phase separations were performed at 40 °C on a Supercolsil ABZ+, 100 × 2.1 mm column, and 5 µm particles (Supelco). The Eluent A was THF/ACN/5 mM Ammonium formate (3/2/5 v/v/v) with 0.1% formic acid, and eluent B was THF/ACN/5 mM Ammonium formate (7/2/1 v/v/v) with 0.1% formic acid. The gradient elution program for Cer and GluCer quantification was as follows: 0 to 1 min, 1% eluent B; 40 min, 80% eluent B; and 40 to 42, 80% eluent B. The gradient elution program for GIPC quantification was as follows: 0 to 1 min, 15% eluent B; 31 min, 45% eluent B; 47.5 min, 70% eluent B; and 47.5 to 49, 70% eluent B. The flow rate was set at 0.2 mL/min, and 5 mL sample volumes were injected.

The areas of LC peaks were determined using MultiQuant software (version 3.0; ABSciex) for sphingolipid quantification.

### Untargeted lipidomics mass spectrometry analysis

Four hypocotyls from 5 days-old *B. rapa* seedlings per sample were pooled, and preheated isopropanol (at 75 °C) was added immediately after fresh weights were recorded. Each sample with isopropanol was incubated at 75 °C for 15 min to inhibit phospholipase activity and cooled down to room temperature. Samples were kept at 4 °C overnight, and isopropanol was then evaporated to dryness using Nitrogen steam. Dry extracts were then reconstituted in 200 μL of IPA spiked with the internal standard mixture (SPLASH® LIPIDOMIX® Mass Spec Standard (92/8; v/v)). This solution was further homogenized in the Cryolys Precellys 24 sample Homogenizer (2  × 20 s at 10,000 rpm, Bertin Technologies, Rockville, MD, USA) with ceramic beads. The bead beater was air-cooled down at a flow rate of 110 L/min at 6 bar. Homogenized extracts were centrifuged for 15 min at 21,000×*g* at 4 °C (Hermle, Gosheim, Germany) and the resulting supernatant was collected and transferred to an LC-MS vial.

Extracted samples were analyzed by reversed-phase liquid chromatography coupled to a high-resolution mass spectrometry (RPLC-HRMS) instrument (Agilent 6550 IonFunnel QTOF). In both, positive and negative ionization mode, the chromatographic separation was carried out on a Zorbax Eclipse Plus C18. Mobile phase was composed of A = 60:40 (v/v) Acetonitrile:water with 10 mM ammonium acetate and 0.1% acetic acid and B = 88:10:2 Isopropanol:acetonitrile:water with 10 mM ammonium acetate and 0.1% acetic acid. The linear gradient elution from 15 to 30% B was applied for 2 min, then from 30% to 48% B for 0.5 min, from 48 to 72% B, and the last gradient step from 72 to 99% B followed by 0.5 min isocratic conditions and a 3 min re-equilibration to the initial chromatographic conditions. The flow rate was 600 μL/min, column temperature 60 °C, and sample injection volume 2 μl.

ESI source conditions were set as follows: dry gas temperature 200 °C, nebulizer 35 psi and flow 14 L/min, sheath gas temperature 300 °C and flow 11 L/min, nozzle voltage 1000 V, and capillary voltage +/−3500 V. Full scan acquisition mode in the mass range of 100–1700 *m/z* was applied for MS1 data acquisition while MS/MS data were acquired in the iterative data-dependent acquisition mode to facilitate lipid identification and annotation.

Pooled QC samples (representative of the entire sample set) were analyzed periodically (every six samples) throughout the overall analytical run in order to assess the quality of the data, correct the signal intensity drift and remove the non-reproducible signals (CV >25%)^94^. In addition, a series of diluted quality controls (dQC) were prepared by dilution with isopropanol: 100% QC, 50% QC, 25% QC, 12.5% QC, and 6.25% QC, and analyzed at the beginning and at the end of the sample batch. This QC dilution series served as a linearity filter to remove the features that do not respond linearly (correlation with dilution factor is <0.65)^95^.

#### Data processing

Raw LC-HRMS and HR(MS/MS) data were processed using MS-Dial software^96^. Relative quantification of lipids was based on EIC (Extracted Ion Chromatogram) areas for the monitored precursor ions at the MS1 level. Peak areas were normalized considering the sample amount (mg) (full lists of lipid species are given in Supplementary Data 9). The obtained data (containing peak areas of detected and identified lipids by MS and MS/MS, and using MS only across all samples) were exported to “R” software http://cran.r-project.org/ where the signal intensity drift correction was done within the LOWESS/Spline normalization program^96^ followed by noise filtering (CV (QC features) >30%) and visual inspection of linear response.

The abundance of each MS/MS-detected lipid species was normalized to the total amount of MS/MS-detected lipids and presented as a percentage of the total.

### RNA-seq initial data analysis

Sequence reads from FASTQ files were processed as follows: Reads that did not pass Illumina’s filtering were removed. Adapters and low-quality 3’ ends were trimmed from the reads using Cutadapt (v1.8)^97^. Reads matching to ribosomal RNA sequences were removed with fastq_screen (v. 0.11.1). Remaining reads were further filtered for low complexity with reaper (v. 15-065)^98^. More than 30 million uniquely mapped reads were obtained per library, and reads were aligned against the *Arabidopsis thaliana.TAIR10.39* genome using STAR (v. 2.5.3a)^99^. The number of read counts per gene locus was summarized with htseq-count (v. 0.9.1)^100^ using the *Arabidopsis thaliana.TAIR10.39* gene annotation. The quality of the RNA-seq data alignment was assessed using RSeQC (v. 2.3.7)^101^.

Statistical analysis was performed for genes independently in R (R version 4.0.2). All steps described here were performed separately for the samples from hypocotyls and cotyledons (except for the initial clustering of all samples together). Genes with low counts were filtered out according to the rule of 1 count(s) per million (cpm) in at least one sample. The number of genes retained in the analyses based on this filtering is different for hypocotyls and cotyledons. Library sizes were scaled using TMM normalization. Subsequently, the normalized counts were transformed to cpm values and a log2 transformation was applied by means of the function cpm with the parameter setting prior.counts = 1 (edgeR)^102^.

Differential expression was computed with the R Bioconductor package “limma”^103^ by fitting data to a linear model. The approach limma-trend was used. Fold changes were computed and a moderated *t* test was applied. *P* values were adjusted using the Benjamini–Hochberg (BH) method, which controls for the false discovery rate (FDR), globally across several comparisons of experimental conditions. The adjustment was performed in a few different ways customized to different parts of the data analysis. For Supplementary Data 1, Fig. 1, and Supplementary Fig. 1, *P* values were adjusted globally across pairs of comparisons, LB vs. WL and LRFR vs. WL in each genotype separately. For Supplementary Data 5, Fig. 3, and Supplementary Fig. 3, *P* values were adjusted globally across three comparisons between different genotypes while keeping the light condition (WL) unchanged: *pif457* vs Col-0, *yuc2589* vs Col-0 and *smt2-1* vs Col-0. For Supplementary Data 3 and 4; Figs. 2 and 3; and Supplementary Fig. 2 and 3, *F* tests were used that yielded a single *P* value for three comparisons and post hoc testing as implemented; the R package limma was then applied to identify significantly regulated genes per comparison. For Supplementary Fig. 5, the same *F* test is applied for two comparisons.

### Gene set enrichment analysis for gene ontology

Gene set enrichment analyses were conducted with ShinyGO v0.61:Gene Ontology Enrichment Analysis + more (http://bioinformatics.sdstate.edu/go/)^104^ in *Arabidopsis thaliana* using a *P* value cutoff (FDR) of 0.05 and 500 most significant terms to show. The networks of enriched GO categories were visualized with R software (https://www.r-project.org/) using “visNetwork” and “igraph” libraries. Two terms (nodes) were connected if they share 20% or more genes. The size of the nodes indicates fold change for each term. We highlighted selected terms for each organ and light condition that we could easily relate to growth regulation (Fig. 1d and Supplementary Fig. 1c). The highlighted terms are not necessarily the most significant ones (full lists are available in Supplementary Data 2 and as interactive versions).

### Statistical motif analysis in promoter or upstream gene sequences

Motif enrichment analyses were conducted with TAIR’s Motif Analysis tool (https://www.arabidopsis.org/tools/bulk/motiffinder/index.jsp) using 1-kb upstream sequences.

### Other statistical analyses and data representation

For all the phenotypic analyses of hypocotyl elongation and the quantification of DII-signal, we performed two-way analysis of variance (ANOVA) (aov) and computed Tukey’s Honest Significance Differences (HSD) test (“agricolae” package) with default parameters using R software. For phenotypic analysis of treatments with fenpropimorph and picloram, we performed two-way analysis of variance (ANOVA) (aov) and represented the significance as genotype*drug interaction in the given light conditions. For the comparisons including qPCR, ChIP-qPCR, sterol measurements, lipidomics analysis and autophagic flux assays, we performed Student’s *T* test. For lipidomics analysis, we further applied a BH correction for *P* values. We used binomial distribution for the PIF4 target enrichment, promoter motif, and to determine the significance of PIFs and/or YUCs dependence of enriched GO terms in given light conditions (Supplementary Data 3 and Supplementary Figs. 4 and 5).

In boxplots, the horizontal bar represents the median; boxes extend from the 25th to the 75th percentile, whiskers extend to show the data range. In data point plots, points are given as individual values from biological replicates, the horizontal lines indicate median, and error bars extend to show data range. For the fenpropimorph and picloram treatments, the data show the means ± SD with a simple linear regression line connecting data points for the given light condition and the genotype. Asterisks (*) and different letters in the graphs indicate significant differences as defined by the statistical methods described above (*P* < 0.05).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Reporting Summary

## Data Availability

The RNA-seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^105^ and are accessible through GEO Series accession number GSE174655. The MS data for lipid measurements were deposited in Metabolights (https://www.ebi.ac.uk/metabolights/). Untargeted lipidomic analysis with the unique identifier MTBLS2796, MTBLS5753 for the sphingolipidomics, and MTBLS5766 for sterols. Source data are provided with this paper.

## Source data

Source data

How the deposited data were processed for this re-analysis (not part of the article)

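The deposited files hold raw counts of reads per gene, 1 file for each of 72 libraries, which are 3 replicates of 24 groups: hypocotyls or cotyledons of Col-0, pif457, yuc2589 or smt2-1 in WL, LB or LRFR. The authors trimmed the reads with cutadapt 1.8, removed ribosomal RNA reads, mapped the rest with STAR 2.5.3a and counted them per gene with htseq-count of HTSeq 0.9.1 on the TAIR10.39 annotation. Each file has 34,262 genes and 5 further entries that name no gene: of all counts, 0.927% (0.566 to 1.16%) fell outside genes, 0.201% (0.143 to 0.351%) were ambiguous and 3.62% (3.17 to 5.00%) came from reads that map to several places, while low-quality and unaligned reads are listed as 0. These 5 were set aside. Counts assigned to genes had a median of 34,576,368 per library (30,524,553 to 57,671,766, the second largest 36,018,090). For genes near 1 CPM, counting adds to the spread between replicates. Libraries of a group were compared in pairs to find copies (72 pairs, 0 identical, smallest chi-squared per degree of freedom 12.8).

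Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 (data.table 1.17.8 for reading). Each organ was fitted on its own, over its 36 libraries and 12 groups, with edgeR's quasi-likelihood test on TMM-scaled counts of genes with 1 CPM in at least 1 library. LB and LRFR were compared with WL in each genotype, adjusted over both (Benjamini-Hochberg). The 3 mutants were compared with Col-0 in WL, adjusted over the 3. Interactions of mutant and light were adjusted over pif457 and yuc2589 for each light, and for smt2-1 alone. An induced gene counts as dependent on PIFs or YUCs if its interaction with pif457 or yuc2589 is negative at a false discovery rate of 0.05. The difference between organs was tested over all 72 libraries. CPM values are TMM-scaled, and log2 CPM for distances between libraries used a prior count of 1. Lists of genes were tested with camera at a preset correlation of 0.01, and each count within a list is given a second time with the adjustment made over the list alone. The lists by function were written by hand, and that of the 23 cytosolic ribosomal protein genes was added later than the rest, by their annotation. Autophagy and carbon fixation terms and picloram-responsive genes were taken from the authors' supplementary files. The former are genes of functional terms, and the authors found those terms enriched in these samples. The G-box and the PBE-box were searched on both strands over 1,000 bp upstream of the annotated gene in TAIR10.1 and tested with Fisher's exact test against all other genes tested. That annotation holds 32,548 of the genes in the files (95.0%), and its RefSeq symbols are used, so that some genes carry a name other than in the paper.

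Genes are named by a rule. It takes the 8 largest rises and falls in each Col-0 light comparison and in each mutant in WL hypocotyls, among genes called whose higher group averages 5 CPM and whose replicates do not overlap. It adds every gene the paper names, and from each list up to 5 members with the smallest p in the comparison described and any member that goes against its list. LHY, the first genes of chromosome 1 in Supplementary Data 1 and the order of genes in Supplementary Data 3 to 10 had been seen when the rule was written. Genes named outside it are said to have been chosen after their values were seen. The fits were tested on simulated data with changes of 1.5, 2 and 4-fold put into the counts: of these, edgeR found 22.4%, 80.6%, 100% for a light response in hypocotyls and 34.3%, 82.1%, 98.5% in cotyledons, and 7.46%, 53.7%, 95.5% and 7.46%, 58.2%, 95.5% for an interaction, with 0 to 5 false calls per comparison. Camera called a list of 30 raised genes and not one of 30 unchanged genes in both organs. A single unchanged list per organ cannot show how camera treats genes that vary together, so this check does not test the preset correlation. In the data, fewer lists passed with an estimated correlation, as given below.

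The alternatives were RLE size factors, DESeq2, limma-trend, no filter, 1 CPM in at least 3 libraries, a fit of only the groups compared, the replicate number as a block, an adjustment within each comparison, each replicate number and each single library left out, limma's nested F test as a reading of the paper's F test with post hoc testing, a rule of a response below 50% of that in Col-0, an estimated correlation and fry for the lists, the 500 most variable genes for the distances, 500 bp upstream for the motifs, and CPM without TMM for SMT and YUC genes. Limma-trend with the replicate block, the nested F test with that block and an unadjusted p, the comparison of LB with LRFR, and a fit without hypocotyl smt2-1 LB replicate 3 and Col-0 LB replicate 1 were added after the values were seen. Each comparison of 3 libraries against 3 was repeated over its 10 splits, interactions over 30 splits and the differences between organs over 24. PIF4 binding data, phenotypes, lipid measurements and reporter lines are not among the deposited counts and were left out, as were tests of functional terms, for which the deposited counts hold no term lists.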

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

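The tests on AT1G64795 were chosen after the results they bear on were seen. The other tests in this part were set before their results. Whether Col-0 hypocotyls and cotyledons answer a light treatment differently was tested by the interaction of organ and light over all 72 libraries (edgeR, n = 3 per group), and the genes here were picked out because their responses differed between the organs. For LRFR, 401 genes responded higher in hypocotyls and 657 higher in cotyledons of 20,109 tested. For LB these were 32 and 36. In LRFR, KDR (2.36 ± 0.36, adjusted p = 1.3e-05; 2.40 in hypocotyls and 0.02 in cotyledons) and the expansin gene EXPA1 (1.67 ± 0.23) responded higher in hypocotyls. The wall gene XTH15 (-5.42 ± 0.55), the kinase gene SNRK2.5 (-4.41 ± 0.41) and the cytokinin oxidase gene CKX5 (-6.00 ± 0.93) responded higher in cotyledons. XTH31 (-3.01 in hypocotyls and 0.42 in cotyledons, difference -3.46 ± 0.29), CAX1 (-3.11 in hypocotyls and 0.22 in cotyledons, difference -3.36 ± 0.35) and YSL1 (-3.04 in hypocotyls and 0.02 in cotyledons, difference -3.09 ± 0.37) were lower in LRFR hypocotyls and not in cotyledons. These genes beyond those of the paper were chosen after their values were seen. Of the genes the paper names, those with a difference between organs in LRFR were HFR1 (-2.07 ± 0.35, adjusted p = 8.6e-05; 1.23 in hypocotyls and 3.27 in cotyledons), SMT3 (2.46 ± 0.48, adjusted p = 9.2e-04; 2.49 in hypocotyls and 0.01 in cotyledons), SMT2 (0.97 ± 0.20, adjusted p = 0.0021; 1.08 in hypocotyls and 0.08 in cotyledons), CVL1 (-1.52 ± 0.30, adjusted p = 0.0011; -1.21 in hypocotyls and 0.28 in cotyledons), APG8A (-0.84 ± 0.19, adjusted p = 0.0058; -0.20 in hypocotyls and 0.61 in cotyledons), PHYB (-0.54 ± 0.15, adjusted p = 0.026; 0.75 in hypocotyls and 1.26 in cotyledons) and CRY2 (-0.46 ± 0.13, adjusted p = 0.032; -0.32 in hypocotyls and 0.11 in cotyledons). In LB the one such gene was FRO6 (1.64 ± 0.39, adjusted p = 0.0078; 0.19 in hypocotyls and -1.46 in cotyledons). Without replicate 1, 2 or 3 of every group, the LRFR counts were 40 to 314 higher in hypocotyls and 146 to 409 higher in cotyledons, and the LB counts 4 to 15 and 5 to 17. In 24 splits of the libraries, the real one included, the highest other count was 6 for LRFR (real 1,058) and 27 for LB (real 68). The real split alone (1 of 24) reached the real count in each. All other splits mixed WL with treated libraries in both organs, so the light response itself widened the spread within groups. Low counts in them follow from this, so they do not exclude chance for a difference between organs. For LRFR, 4,031 of 20,109 genes had an unadjusted p under 0.05 by edgeR, more than chance alone would give. For LB, 807 of 20,109 genes had an unadjusted p under 0.05, fewer than chance alone would give. The LB counts also shrank without any 1 replicate number, so chance is not excluded for them.

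Some genes that the paper does not discuss, or conditions in which it does not discuss them, carry a signal above the control libraries, and they were chosen after their values were seen. MRD1 stood at 24.4 ± 0.650 CPM in WL hypocotyls of yuc2589 and at 0 in those of Col-0, at least 845-fold higher (floor of 3 counts over the group, as below). AT1G64795 stood at 42.4 CPM (lowest library 32.1) in WL hypocotyls of Col-0 and at 0 in pif457, at least 1,445-fold higher in Col-0. AT1G65500 had 2.52 ± 0.339 CPM in WL cotyledons of smt2-1 and 0 in Col-0, at least 86.9-fold higher. AT4G11610 had 22.7 ± 4.67 CPM in LRFR cotyledons of Col-0 and 0 in WL, at least 784-fold higher. YUC9 stood at 12.1 ± 3.72 CPM in WL hypocotyls of yuc2589 against 0.252 ± 0.0721 in Col-0, and YUC5 at 32.9 ± 9.21 CPM in LRFR cotyledons of yuc2589 against 2.85 ± 1.25 in Col-0. The guard cell gene KAT1 had 106 ± 30.5 CPM in LRFR cotyledons of Col-0 against 33.9 ± 5.57 in WL.

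A trace of AT5G01010 was read in replicate 2 of LB-treated yuc2589 in both organs, with 139 counts (3.79 CPM, 3.48% of Col-0 in LB) in hypocotyls and 64 counts (1.79 CPM) in cotyledons, while 6 of the 8 other hypocotyl and 8 of the 8 other cotyledon libraries of yuc2589 were at 0. Against RNA of Col-0 in the hypocotyl library stands AT1G64795, with 0 counts where that share of Col-0 would bring 65.6 (cotyledons, 1 and 14.8). Open is RNA of pif457 or smt2-1, which may be present: 1 other gene absent from the remaining yuc2589 hypocotyls, AT5G01015, was there to test it, and it lay at 0.427 of the level which that share would bring. No biological explanation was tested.

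Starvation and amino acid catabolism genes were highest in hypocotyl Col-0 LB replicate 1, with a mean log2 CPM over 33 genes of 6.81 against 6.07 and 5.93. Against a library of another genotype stands AT1G64795, at 62.7 CPM in it and at most at 2.05 in a hypocotyl library of a mutant. A library of a WL sample is argued against by the 213 genes raised and 702 lowered by LB in all 3 mutants, of which 98.2% lay on the LB side of every Col-0 WL library (replicates 2 and 3, 99.1% and 99.0%). Whether the libraries numbered 1 share a condition stays open, as LB replicate 1 was highest in 2 of the 3 mutants, and a stronger LB response of these seedlings, which the design does not tell apart from it, may remain.

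CASP1, CASP2 and CASP3 were lower in LRFR-treated Col-0 hypocotyls (-1.36 ± 0.42, -2.98 ± 0.60 and -3.14 ± 0.52). Against much less root tissue in the LRFR libraries of Col-0 stand 5 root suberin genes, with a median of 0.43 (standard error over genes 0.31), from CYP86A1 (-0.57) to KCS2 (0.91, adjusted p = 0.18, the smallest of them). Errors over genes, here and below, take genes as independent although they share the same libraries. The single suberin genes had errors of 0.47 to 1.07, so the real uncertainty is larger and a smaller loss of root tissue stays open. Another 6 Casparian strip genes had a median of -1.69 (standard error 0.39), 5 of 6 lower, such as MYB36 (-2.43 ± 0.37) and PER64 (-2.20 ± 0.43). In smt2-1 their median was -1.96, with 6 lower, and that of the suberin genes was -0.83, with 0 called lower, so less root tissue in the LRFR libraries of smt2-1 stays open. A lower expression of the Casparian strip genes as a group in LRFR is a hypothesis, and whether it takes place in the hypocotyl or in root cells left on it stays open. Leaving out 1 library ends the call for CASP1 without Col-0 WL replicate 2 (-1.06) or Col-0 LRFR replicate 2 (-1.14).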

How the results depend on the processing

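Among the alternatives here, limma-trend with the replicate block, the nested F test with the replicate block and an unadjusted p, and leaving out hypocotyl smt2-1 LB replicate 3 and Col-0 LB replicate 1 together were chosen after the values were seen. Some orders of counts turned, among them that of the classes of LRFR-induced genes. With the interactions the largest class is neither (1,421 in hypocotyls and 786 in cotyledons), whereas by the nested F test and by the rule of a response below 50% of that in Col-0 the largest is PIFs and YUCs in hypocotyls (1,879 and 2,330) and PIFs only in cotyledons (346 and 419). With the interactions, hypocotyl genes that need PIFs and YUCs (731) outnumber those that need PIFs only (488), but not without replicate 1 (70 and 131) or 2 (308 and 332). In fits of only the groups compared YUCs only (456) stands above PIFs only (327), and hypocotyls of smt2-1 have more genes up (2,072) than down (1,451) in LRFR, where all groups together give 3,215 and 3,302. Every count stayed within 1.5 times its value with RLE size factors (90 results) and with 1 CPM asked of at least 3 libraries (86 results), and so did the clustering of replicates over the 500 most variable genes. Without TMM the CPM of SMT2 and SMT3 moved by less than the SD of the replicates in all hypocotyl groups, and by more in some groups of cotyledons. Of the genes named in the text, calls under other processing were the same in 9,473 of 9,805 cases and lost in 332 (203 of 1,091 values at least once). With libraries left out they were the same in 9,651 of 12,011 cases and lost in 2,360 (585 values at least once). Below, each count that left 1.5 times its value is followed by that value in parentheses, and apart from the fits with fewer libraries the cause was not tested. Depth limits the genes below 1 CPM in every library of an organ, which were not tested.

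With DESeq2 23 of 86 results left that range (72 higher and 9 lower than before in all): in hypocotyls pif457 LB up 553 (364), pif457 LRFR up 54 (23), pif457 LRFR down 69 (31), yuc2589 LRFR down 229 (132), LB-induced, PIFs only 1 (0), pif457 x LB 6 (0), yuc2589 x LB 1 (0), smt2-1 x LB 3 (0), smt2-1 x LRFR 37 (6), smt2-1 WL lower 599 (350); in cotyledons pif457 LB down 744 (460), pif457 LRFR down 86 (31), LB-induced, PIFs only 2 (0), LRFR-induced, PIFs only 147 (94), LRFR-induced, YUCs only 34 (15), pif457 x LB 17 (2), yuc2589 x LB 6 (0), pif457 x LRFR 307 (195), yuc2589 x LRFR 147 (76), smt2-1 x LRFR 3 (0), pif457 WL higher 72 (26), yuc2589 WL higher 210 (138), smt2-1 WL lower 220 (92).

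With limma-trend 1 of 90 results left that range (56 higher and 20 lower than before in all): in cotyledons yuc2589 x LB 1 (0). Without a filter 3 of 86 results left that range (12 higher and 60 lower than before in all): in cotyledons pif457 LRFR down 20 (31), pif457 x LB 4 (2), smt2-1 x LRFR 1 (0).

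In fits of only the groups compared, which have fewer libraries to estimate the spread, 35 of 82 results left that range (15 higher and 55 lower than before in all): in hypocotyls Col-0 LRFR down 1,714 (2,572), pif457 LB up 232 (364), pif457 LB down 605 (1,054), pif457 LRFR up 4 (23), yuc2589 LB up 374 (694), smt2-1 LB up 269 (1,138), smt2-1 LB down 1,024 (1,934), smt2-1 LRFR up 2,072 (3,215), smt2-1 LRFR down 1,451 (3,302), Col-0 up in LB and LRFR 202 (332), smt2-1 x LRFR 1 (6), pif457 WL lower 494 (759), pif457 WL higher 138 (676), yuc2589 WL higher 270 (442), smt2-1 WL lower 140 (350), smt2-1 WL higher 210 (888), WL lower, pif457 only 114 (211); in cotyledons Col-0 LRFR down 453 (721), pif457 LRFR up 23 (81), pif457 LRFR down 13 (31), yuc2589 LB up 452 (944), yuc2589 LRFR up 370 (760), yuc2589 LRFR down 177 (549), LRFR-induced, PIFs and YUCs 6 (16), pif457 x LB 28 (2), pif457 x LRFR 122 (195), yuc2589 x LRFR 33 (76), pif457 WL lower 171 (106), pif457 WL higher 157 (26), yuc2589 WL lower 306 (189), yuc2589 WL higher 266 (138), smt2-1 WL lower 293 (92), smt2-1 WL higher 537 (245), WL lower, pif457 and yuc2589 75 (37), WL lower, yuc2589 only 231 (152).

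Adjusted by BH within each comparison, 10 of 86 results left that range (36 higher and 33 lower than before in all): in hypocotyls pif457 LRFR up 0 (23), pif457 LRFR down 0 (31), yuc2589 LRFR up 209 (332), yuc2589 LRFR down 63 (132); in cotyledons pif457 LRFR up 3 (81), pif457 LRFR down 2 (31), LRFR-induced, YUCs only 8 (15), yuc2589 x LRFR 47 (76), pif457 WL higher 14 (26), WL lower, pif457 only 45 (69).

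Neither the paper nor the labels say what a replicate number shares, and 81 of the pairs of libraries with the same number in hypocotyls and 69 in cotyledons correlated by over 0.1, not all, so the numbers were not used as pairs. That not all pairs correlate does not exclude a shared condition. The counts with a block, given below, are mostly higher than those of the main fit. Residuals of libraries with the same number correlated by 0.0585 on average in hypocotyls (-0.334 to 0.459 over 198 pairs) and 0.0655 in cotyledons (-0.246 to 0.393), against -0.0293 and -0.0327 for other numbers. Of the 36 libraries of each organ, 28 in hypocotyls and 27 in cotyledons, not all, correlated best with their own number, a hint of a shared condition that comes from the data and not from the design. With the number as a block (replicate block), 13 of 92 results left that range (79 higher and 1 lower than before in all): in hypocotyls pif457 LRFR down 50 (31); in cotyledons pif457 LRFR up 187 (81), pif457 LRFR down 78 (31), Col-0 down in LB and LRFR 225 (132), LRFR-induced, YUCs only 31 (15), pif457 x LB 4 (2), yuc2589 x LRFR 118 (76), pif457 WL higher 55 (26), yuc2589 WL higher 214 (138), smt2-1 WL lower 215 (92), smt2-1 WL higher 373 (245), WL lower, pif457 and yuc2589 57 (37); organ difference LB higher in cotyledon 55 (36). In limma-trend with replicate block, 18 of 86 results left that range (74 higher and 1 lower than before in all): in hypocotyls pif457 LRFR down 62 (31); in cotyledons Col-0 LRFR down 1,153 (721), pif457 LRFR up 195 (81), pif457 LRFR down 95 (31), yuc2589 LRFR down 866 (549), Col-0 up in LB and LRFR 182 (121), Col-0 down in LB and LRFR 243 (132), LRFR-induced, PIFs only 145 (94), LRFR-induced, YUCs only 30 (15), pif457 x LB 5 (2), yuc2589 x LB 1 (0), pif457 x LRFR 317 (195), yuc2589 x LRFR 130 (76), pif457 WL higher 58 (26), yuc2589 WL higher 228 (138), smt2-1 WL lower 247 (92), smt2-1 WL higher 403 (245), WL lower, pif457 only 105 (69).

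By the nested F test of limma-trend, 15 of 16 results left that range (10 higher and 6 lower than before in all): in hypocotyls LB-induced, PIFs and YUCs 248 (0), LB-induced, PIFs only 289 (0), LB-induced, YUCs only 64 (0), LB-induced, neither 619 (1,447), LRFR-induced, PIFs and YUCs 1,879 (731), LRFR-induced, YUCs only 36 (310), LRFR-induced, neither 63 (1,421); in cotyledons LB-induced, PIFs and YUCs 149 (0), LB-induced, PIFs only 162 (0), LB-induced, YUCs only 94 (0), LB-induced, neither 632 (1,052), LRFR-induced, PIFs and YUCs 258 (16), LRFR-induced, PIFs only 346 (94), LRFR-induced, YUCs only 41 (15), LRFR-induced, neither 138 (786).

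By the nested F test of limma-trend with replicate block and an unadjusted p, 14 of 16 results left that range (11 higher and 5 lower than before in all): in hypocotyls LB-induced, PIFs and YUCs 277 (0), LB-induced, PIFs only 335 (0), LB-induced, YUCs only 48 (0), LB-induced, neither 879 (1,447), LRFR-induced, PIFs and YUCs 2,173 (731), LRFR-induced, YUCs only 108 (310), LRFR-induced, neither 160 (1,421); in cotyledons LB-induced, PIFs and YUCs 145 (0), LB-induced, PIFs only 187 (0), LB-induced, YUCs only 96 (0), LRFR-induced, PIFs and YUCs 282 (16), LRFR-induced, PIFs only 386 (94), LRFR-induced, YUCs only 89 (15), LRFR-induced, neither 358 (786).

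Counting a gene as dependent where the mutant responds below 50% of Col-0, with no test, 15 of 16 results left that range (10 higher and 6 lower than before in all): in hypocotyls LB-induced, PIFs and YUCs 190 (0), LB-induced, PIFs only 381 (0), LB-induced, YUCs only 86 (0), LB-induced, neither 790 (1,447), LRFR-induced, PIFs and YUCs 2,330 (731), LRFR-induced, YUCs only 104 (310), LRFR-induced, neither 47 (1,421); in cotyledons LB-induced, PIFs and YUCs 98 (0), LB-induced, PIFs only 184 (0), LB-induced, YUCs only 96 (0), LB-induced, neither 674 (1,052), LRFR-induced, PIFs and YUCs 219 (16), LRFR-induced, PIFs only 419 (94), LRFR-induced, YUCs only 73 (15), LRFR-induced, neither 200 (786).

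Without hypocotyl smt2-1 LB replicate 3 and Col-0 LB replicate 1, 2 of 43 results left that range (15 higher and 22 lower than before in all): in hypocotyls Col-0 LB up 839 (1,447), LB-induced, neither 839 (1,447). For the tests of lists, in hypocotyls lists passing over all comparisons 53 (234); in cotyledons lists passing over all comparisons 23 (178) with an estimated correlation, and in cotyledons lists passing over all comparisons 86 (178) with fry. With 500 bp upstream, 2 of 36 motif tests lost their call, in cotyledons LRFR-induced: PIFs only G-box adjusted p 0.45 (0.035), lower in WL: PIFs and YUCs PBE-box adjusted p 0.26 (0.0053), where the value in parentheses is the adjusted p with 1,000 bp.

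Leaving out single libraries, those 2 hypocotyl libraries or all libraries of 1 replicate number moved these counts by over 1.5 times, given as the lowest to the highest value, from fits with fewer libraries. Hypocotyls: Col-0 LB up 470 to 1,344 (1,447), Col-0 LB down 817 to 1,384 (1,511), Col-0 LRFR up 1,510 to 2,801 (2,950), Col-0 LRFR down 1,258 to 2,584 (2,572), pif457 LB up 85 to 320 (364), pif457 LB down 332 to 1,170 (1,054), pif457 LRFR up 1 to 31 (23), pif457 LRFR down 2 to 50 (31), yuc2589 LB up 43 to 805 (694), yuc2589 LB down 352 to 1,077 (1,006), yuc2589 LRFR up 65 to 363 (332), yuc2589 LRFR down 25 to 139 (132), smt2-1 LB up 501 to 1,140 (1,138), smt2-1 LB down 1,192 to 1,853 (1,934), smt2-1 LRFR down 1,989 to 3,335 (3,302), Col-0 up in LB and LRFR 52 to 329 (332), Col-0 down in LB and LRFR 217 to 491 (504), LB-induced, neither 470 to 1,496 (1,447), LRFR-induced, PIFs and YUCs 70 to 873 (731), LRFR-induced, PIFs only 131 to 586 (488), LRFR-induced, YUCs only 56 to 414 (310), pif457 x LB 0 to 1 (0), yuc2589 x LB 0 to 1 (0), pif457 x LRFR 533 to 2,620 (2,373), yuc2589 x LRFR 395 to 2,687 (2,287), smt2-1 x LRFR 0 to 8 (6), pif457 WL lower 254 to 779 (759), pif457 WL higher 121 to 770 (676), yuc2589 WL lower 438 to 1,035 (995), yuc2589 WL higher 107 to 411 (442), smt2-1 WL lower 70 to 382 (350), smt2-1 WL higher 184 to 877 (888), WL lower, pif457 and yuc2589 176 to 567 (548), WL lower, pif457 only 78 to 252 (211), WL lower, yuc2589 only 262 to 544 (447), Col-0 higher in LB 2,109 to 3,446 (3,526), Col-0 higher in LRFR 2,240 to 3,517 (3,616). Cotyledons: Col-0 LB up 201 to 773 (1,052), Col-0 LB down 546 to 1,017 (1,263), Col-0 LRFR up 359 to 868 (911), Col-0 LRFR down 208 to 757 (721), pif457 LB up 50 to 402 (513), pif457 LB down 62 to 375 (460), pif457 LRFR up 2 to 312 (81), pif457 LRFR down 0 to 147 (31), yuc2589 LB up 267 to 970 (944), yuc2589 LB down 668 to 1,369 (1,373), yuc2589 LRFR up 256 to 924 (760), yuc2589 LRFR down 140 to 760 (549), smt2-1 LB up 80 to 503 (545), smt2-1 LB down 390 to 1,051 (1,182), smt2-1 LRFR up 303 to 649 (729), smt2-1 LRFR down 175 to 687 (797), Col-0 up in LB and LRFR 17 to 117 (121), Col-0 down in LB and LRFR 20 to 146 (132), LB-induced, neither 201 to 1,076 (1,052), LRFR-induced, PIFs and YUCs 2 to 18 (16), LRFR-induced, PIFs only 19 to 118 (94), LRFR-induced, YUCs only 3 to 28 (15), LRFR-induced, neither 335 to 852 (786), pif457 x LB 0 to 2 (2), yuc2589 x LB 0 to 1 (0), pif457 x LRFR 31 to 213 (195), yuc2589 x LRFR 15 to 92 (76), smt2-1 x LRFR 0 to 2 (0), pif457 WL lower 29 to 90 (106), pif457 WL higher 1 to 21 (26), yuc2589 WL lower 43 to 148 (189), yuc2589 WL higher 18 to 125 (138), smt2-1 WL lower 15 to 70 (92), smt2-1 WL higher 21 to 187 (245), WL lower, pif457 and yuc2589 3 to 45 (37), WL lower, pif457 only 25 to 76 (69), WL lower, yuc2589 only 40 to 156 (152), Col-0 higher in LB 678 to 1,614 (1,764), Col-0 higher in LRFR 1,123 to 1,755 (1,978). Both: organ difference LB higher in hypocotyl 4 to 15 (32), organ difference LB higher in cotyledon 5 to 17 (36), organ difference LRFR higher in hypocotyl 40 to 314 (401), organ difference LRFR higher in cotyledon 146 to 409 (657).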

Differences from the paper's values

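Of the settings named here, limma-trend with the replicate block and the nested F test with that block were chosen after the values were seen, and the tests of all others were set before the data were examined. For the dependence classes those others are RLE size factors, DESeq2, limma-trend, no filter, 1 CPM in at least 3 libraries, only the groups compared, the replicate block, BH within each comparison, each replicate number left out, the nested F test of limma-trend, and a response in the mutant below 50% of that in Col-0. The paper's methods assign the classes by an F test over 3 comparisons with post hoc testing in limma, for which the nested F test is a reading made here, and here they rest on interactions at a false discovery rate of 0.05.

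In LB-treated hypocotyls the paper's Supplementary Data 4 has 278 induced genes that depend on PIFs and YUCs, 335 on PIFs only and 48 on YUCs only, against 0, 0 and 0 here (edgeR; unadjusted p under 0.05 for 724 and 411 of all genes in the interactions with pif457 and yuc2589, DESeq2 0, 1 and 0, limma-trend 0, 0 and 0). Within 1.5 times the paper's values fall the nested F test (248, 289 and 64) and, for the first 2 classes, the rule of 50% (190 and 381, but 86 for YUCs only). All other settings of that list stay outside. For the class of neither the paper has 877 and the fit here 1,447, which was 864 without Col-0 LB replicate 1. Within its range are RLE size factors (1,211), no filter (1,213), only the groups compared (991), BH within each comparison (1,199), replicate 2 or 3 left out (957 and 671), the nested F test (619) and the rule of 50% (790). Outside are DESeq2 (1,334), limma-trend (1,431), 1 CPM in at least 3 libraries (1,454), the replicate block (1,569) and replicate 1 left out (470).

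In LRFR-treated hypocotyls the paper has 2,170 induced genes in the class of PIFs and YUCs, 109 in that of YUCs only and 156 in that of neither, the counts in the header of its Supplementary Data 3, of which the list is cut short in the copy supplied here. Here they are 731, 310 and 1,421. Within 1.5 times the paper's lie the nested F test for PIFs and YUCs (1,879) and the rule of 50% for PIFs and YUCs and for YUCs only (2,330 and 104). No setting chosen before the data were examined does so for neither, where the nested F test gave 63 and the rule of 50% 47, nor any but that rule for YUCs only, where the nested F test gave 36. The class of PIFs and YUCs was 461 without Col-0 WL replicate 1, 410 without Col-0 LRFR replicate 1 and 396 without Col-0 WL replicate 3, and that of YUCs only 179 without yuc2589 WL replicate 2 and 203 without yuc2589 LRFR replicate 2.

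In LB-treated cotyledons the paper's classes are 145, 186 and 96 (PIFs and YUCs, PIFs only, YUCs only), against 0, 0 and 0 here (edgeR; DESeq2 0, 2 and 0, limma-trend 0, 0 and 0; unadjusted p under 0.05 for 904 and 515 genes in the interactions). The nested F test (149, 162 and 94) and the rule of 50% (98, 184 and 96) fall within its range and the others do not. In LRFR-treated cotyledons the paper's 282, 386, 89 and 358 (neither) stand against 16, 94, 15 and 786. The nested F test is within range for PIFs and YUCs (258) and PIFs only (346), and not for YUCs only (41) or neither (138). By the rule of 50% the first 3 classes are within range (219, 419 and 73) and neither is not (200). For neither, leaving out replicate 1, 2 or 3 (335, 472 and 355) comes within range. Every other setting of the list stays outside. The class of PIFs and YUCs was 6 without Col-0 WL replicate 1, 9 without Col-0 WL replicate 3, 10 without yuc2589 WL replicate 3 and 10 without Col-0 LRFR replicate 3, that of YUCs only 23 without pif457 LRFR replicate 2, 8 without Col-0 WL replicate 3, 7 without Col-0 LRFR replicate 3 and 28 without yuc2589 LRFR replicate 3 and that of neither 458 without Col-0 WL replicate 1, 495 without Col-0 WL replicate 3 and 444 without Col-0 LRFR replicate 3.

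The nested F test with the replicate block and an unadjusted p, which was chosen after seeing the values, gave 277, 335, 48, 879 in LB and 2,173, 512, 108, 160 in LRFR hypocotyls, and 145, 187, 96, 910 and 282, 386, 89, 358 in cotyledons (classes in the order above), within 1.5 times the paper's value throughout, on lists by limma-trend with that block that drop 0 of the paper's 1,538 LB-induced hypocotyl genes and 0 of its 1,337 LB-induced and 0 of its 1,115 LRFR-induced cotyledon genes. The fit here calls 1,401, 1,046 and 897 of these.

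Of cotyledon genes lower in WL in pif457 only, the paper's Supplementary Data 5 lists 105 and the fit here calls 69 (44 without Col-0 WL replicate 1 and 37 without Col-0 WL replicate 2). DESeq2 (87), limma-trend (80), 1 CPM in at least 3 libraries (71), only the groups compared (96) and the replicate block (85) fall within 1.5 times the paper's value. RLE size factors (63), no filter (66), BH within each comparison (45) and replicate 1, 2 or 3 left out (25, 26 and 45) do not. Limma-trend with replicate block, chosen after seeing the values, gave 105 and drops 0 of the paper's 378 genes lower in at least 1 of the mutants. Of the cotyledon genes that LRFR induces, the paper's Supplementary Data 7 marks 286 as misregulated in smt2-1. Here 0 had a smaller response in smt2-1 by edgeR (100 at an unadjusted p under 0.05), and the count was 0 with RLE size factors, 2 with DESeq2, and 0 with limma-trend, no filter, 1 CPM in at least 3 libraries or the replicate block. None of these reaches the paper's count. The paper's methods apply the F test to 2 comparisons for it, without a stated threshold, and that test was not run for smt2-1 here, so that the counts rest on different tests.

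Statements of the paper stand beside other results as follows. In the paper most LRFR-induced hypocotyl genes need PIFs and YUCs and the largest cotyledon class needs PIFs only. Which class leads here turns on the rule: with interactions it is neither, with 1,421 of 2,950 and 786 of 911 genes, while the nested F test and the rule of 50% give the paper's leading classes, PIFs and YUCs in hypocotyls (1,879 against 63 in neither, and 2,330 against 47) and PIFs only in cotyledons (346 against 138, and 419 against 200). The classes of the nested F test add up to fewer than the 2,950 and 911 genes, so there the set of genes changes as well. Among the dependent classes by interactions, PIFs and YUCs comes first in hypocotyls (731, then 488 in PIFs only and 310 in YUCs only), but PIFs only does without replicate 1 (70 and 131) or 2 (308 and 332). In cotyledons PIFs only comes first (16, 94 and 15), as it does without any 1 replicate number. The hypocotyl class of PIFs and YUCs was also 461 without Col-0 WL replicate 1, 410 without Col-0 LRFR replicate 1 and 396 without Col-0 WL replicate 3, and the cotyledon class of neither 458 without Col-0 WL replicate 1, 495 without Col-0 WL replicate 3 and 444 without Col-0 LRFR replicate 3. The paper states that most hypocotyl genes altered in WL need both, and here 548 of 1,206 lower genes are lower in both mutants (282 without Col-0 WL replicate 2), more than in either class of 1 mutant. For cotyledons it gives PIFs and not YUCs as the more common need, and here 69 are lower in pif457 only and 152 in yuc2589 only (85 without Col-0 WL replicate 1, 91 without Col-0 WL replicate 2 and 94 without yuc2589 WL replicate 3), with 223 of the latter in the paper's own list. The authors find replicates close together, and here the nearest library was a replicate for 17 of 36 hypocotyl and 25 of 36 cotyledon libraries, although replicates were closer on average than other libraries. From principal components they place yuc2589 cotyledons in LRFR nearer to Col-0 in LRFR. On the first 2 components here their mean is nearer to these than to yuc2589 in WL too, while the distance over all genes was 0.688 to these, 0.626 to yuc2589 in WL and 0.718 to Col-0 in WL.

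On promoters the paper reports both motifs over-represented in PIF-dependent genes of both organs in LRFR and WL. Here the G-box passed in no hypocotyl class and the PBE-box not in the hypocotyl class of PIFs and YUCs in LRFR. The PBE-box passed for PIFs only in LRFR hypocotyls and for both WL classes of pif457 in either organ, but also for genes lower in yuc2589 only. In pif457 those genes had a median log2 of -0.30 in WL hypocotyls and -0.17 in WL cotyledons, so they are not a class unchanged in pif457. The gene classes are unlike: PIFs and YUCs in LRFR hypocotyls holds 731 genes here and 2,170 in the paper. So are the tests, an adjusted Fisher's exact test here and a 1-tailed binomial test there. The motifs were not tested on the paper's classes. Blue light and starvation responses, which it finds among the hypocotyl genes that need PIFs and YUCs in WL, had 1 of 18 and 1 of 19 listed genes lower in pif457. The paper's result is an enrichment of functional terms, and these are calls in lists written by hand, so the measures and the genes are unlike. It finds carbon fixation only among genes lowered by LB, and here 8 of 17 Calvin cycle genes fell in LRFR hypocotyls (9 down adjusted over the list alone) besides 16 in LB (17 down adjusted over the list alone), and 7 of the 23 genes tested of that term (7 down adjusted over the list alone), with 3 in cotyledons. SMT3, in the paper raised by LRFR alone and in hypocotyls, rose in LB cotyledons as well (0.51 ± 0.13, adjusted p = 0.011). A call is lost for SMT3 without Col-0 WL replicate 1 (0.42).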

Other observations

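The tests on splits of the hypocotyl libraries were chosen after the results were seen, and the lists in this part were set before. Less blue light lowered genes of the blue and UV light response in both organs of Col-0 (14 of 18 in hypocotyls, 14 down adjusted over the list alone, camera adjusted p = 1.1e-20, and 11 of 17 in cotyledons, 12 down adjusted over the list alone, camera adjusted p = 3.7e-14). In hypocotyls these were RUP2 (-1.96 ± 0.14), SIGE (-1.90 ± 0.15), SPA1 (-0.75 ± 0.11) and SPA3 (-0.97 ± 0.15). The clock moved with them: CCA1 fell in hypocotyls and cotyledons (-1.30 ± 0.19 and -1.24 ± 0.12), as did PRR9 (-0.96 ± 0.16 and -0.96 ± 0.15) and RVE1 (-0.90 ± 0.17 and -1.33 ± 0.17). Of 16 clock genes 6 fell in either organ and 2 rose in hypocotyls (3 up and 6 down adjusted over the list alone, camera adjusted p = 0.0059, adjusted p = 0.39 with an estimated correlation, and in cotyledons 1 up and 8 down adjusted over the list alone, camera adjusted p = 2.3e-05, adjusted p = 0.13 with an estimated correlation). In LRFR, PRR9 went the other way in hypocotyls (0.56 ± 0.16). A single time point was sampled, so a shift of the clock and a change of level cannot be separated.

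LRFR instead raised the flavonoid genes of that list in cotyledons: FLS1 (2.86 ± 0.37), MYB111 (3.47 ± 0.66), TT4 (1.95 ± 0.34), TT5 (1.33 ± 0.26) and F3H (1.17 ± 0.19) (5 up adjusted over the list alone, camera adjusted p = 0.0033, adjusted p = 0.13 with an estimated correlation). Carriers that move auxin out of cells rose in the same cotyledons, ABCB4 (3.24 ± 0.37), PIN3 (0.94 ± 0.18), PIN4 (0.98 ± 0.23) and PIN7 (0.80 ± 0.19), 4 of 15 auxin transport genes (4 up adjusted over the list alone, camera adjusted p = 0.014, adjusted p = 0.44 with an estimated correlation), and 6 of 16 rose and 2 fell in hypocotyls (6 up and 2 down adjusted over the list alone). Shade markers rose in 13 of 17 cases in cotyledons (14 up adjusted over the list alone, camera adjusted p = 3.2e-27). Brassinosteroid synthesis genes split, with BR6OX2 (1.41 ± 0.17) up and ROT3 (-1.18 ± 0.26) down in LRFR cotyledons (list of 7, 3 up and 3 down adjusted over the list alone) and CPD (0.53 ± 0.11) up in LB. In LRFR hypocotyls 7 of 21 hormone synthesis genes rose and 1 fell (9 up and 2 down adjusted over the list alone, camera adjusted p = 0.1), GA3OX1 (1.66 ± 0.39) among them. Mevalonate genes rose in LB in cotyledons, 5 of 12 (6 up adjusted over the list alone). Of the 77 autophagy genes tested of the authors' term, a term the study found enriched in these samples, 15 rose and 1 fell in LB hypocotyls and 16 rose in cotyledons (15 up and 1 down adjusted over the list alone and 20 up and 1 down adjusted over the list alone). Genes the authors list as raised by picloram had 116 up and 19 down of 657 in LRFR cotyledons (149 up and 29 down adjusted over the list alone), and those lowered by it 12 up and 60 down of 333 (17 up and 70 down adjusted over the list alone).

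Marker genes of single cell types were tested for a change in the make-up of the dissected organs. In LRFR hypocotyls the guard cell gene MYB60 (-1.36 ± 0.28) and the shoot apex gene ANT (-1.17 ± 0.39) fell, and in LRFR cotyledons KAT1 (1.65 ± 0.27) rose and ANT (-1.13 ± 0.37) fell. Of the root markers 3 of the 4 tested fell in LRFR hypocotyls, CASP1 and CASP3 among them (3 down adjusted over the list alone), and 4 of the 8 listed were too low in hypocotyls to be tested. Genes of dividing cells, all 4 expressed in both organs, had medians of -0.29 in LB and -0.25 in LRFR hypocotyls and -0.32 and -0.71 in cotyledons, with no gene called. The guard cell list had all 3 and the shoot apex list 4 of 5 genes expressed in both organs. LRFR responses that differ between organs fell on actin and tubulin genes, 12 of 17 higher in hypocotyls, on 5 of 23 sphingolipid genes higher in hypocotyls, and on 82 of 374 genes lowered by picloram higher in cotyledons. The test then fails for ANT in hypocotyls without Col-0 LRFR replicate 1 (-1.18) or 3 (-0.82) or Col-0 WL replicate 3 (-0.84) and ANT in cotyledons without Col-0 WL replicate 1 (-1.15), 2 (-1.18) or 3 (-1.05) or Col-0 LRFR replicate 2 (-1.22) or 3 (-0.85).

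The 6 libraries of a comparison can be split 3 against 3 in 10 ways, too few for a share under 0.05. The genes called, with the highest count of the other splits in parentheses, were in hypocotyls Col-0 2,958 (210) in LB and 5,522 (515) in LRFR, pif457 1,418 (0) in LB and 54 (131) in LRFR, yuc2589 1,700 (20) in LB and 464 (79) in LRFR, smt2-1 3,072 (1,749) in LB and 6,517 (759) in LRFR, and against Col-0 in WL pif457 1,435 (20), yuc2589 1,437 (8), smt2-1 1,238 (223). In cotyledons they were Col-0 2,315 (10) in LB and 1,632 (57) in LRFR, pif457 973 (3) in LB and 112 (73) in LRFR, yuc2589 2,317 (58) in LB and 1,309 (204) in LRFR, smt2-1 1,727 (80) in LB and 1,526 (103) in LRFR, and against Col-0 in WL pif457 132 (9), yuc2589 327 (5), smt2-1 337 (5). No other split reached the real count but for pif457 LRFR hypocotyls, where 6 of 10 did, the real one included. The light treatment there does not stand out from the other splits. For the interactions 30 splits were drawn, the real one included. LRFR interactions had pif457 2,373 (0), yuc2589 2,287 (0), smt2-1 6 (1) genes in hypocotyls and pif457 195 (0), yuc2589 76 (0), smt2-1 0 (1) in cotyledons, and LB interactions pif457 0 (0), yuc2589 0 (2), smt2-1 0 (4) and pif457 2 (0), yuc2589 0 (0), smt2-1 0 (0). Beside the counts of 0 by edgeR stand 724, 411 and 1,099 genes at an unadjusted p under 0.05, 6, 1 and 3 by DESeq2 and 0, 0 and 0 by limma-trend in LB hypocotyls, 904, 515 and 686 genes at an unadjusted p under 0.05, 17, 6 and 0 by DESeq2 and 3, 1 and 0 by limma-trend in LB cotyledons and 1,714, 1,183 and 924 genes at an unadjusted p under 0.05, 307, 147 and 3 by DESeq2 and 212, 78 and 0 by limma-trend in LRFR cotyledons (pif457, yuc2589 and smt2-1 in this order). For the LRFR interactions of pif457 and yuc2589 the real split stands alone (1 of 30) in both organs. All other splits mixed WL with LRFR libraries in every genotype, so the light response itself widened the spread within groups. Low counts in them follow from this, so they do not exclude chance for an interaction. At an unadjusted p under 0.05 edgeR had 4,898 and 4,836 hypocotyl genes, where 977 would arise by chance, and 1,714 and 1,183 cotyledon genes (951). The real split also stands alone (1 of 30) for the LRFR interaction of smt2-1 in hypocotyls and the LB interaction of pif457 in cotyledons, but both counts fall to 0 without replicate 1, and simulated data gave 0 to 5 false calls per comparison, so chance is not excluded for these few genes. For the other interactions the real count is 0, which every split reaches (30 of 30), so that the splits test nothing there.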
